# Distinct gene expression dynamics in germ line and somatic tissue during ovariole morphogenesis in *Drosophila melanogaster*

**DOI:** 10.1093/g3journal/jkab305

**Published:** 2021-09-06

**Authors:** Shreeharsha Tarikere, Guillem Ylla, Cassandra G Extavour

**Keywords:** ovary, FACS, RNA-seq, terminal filament, germ line, stem cell niche

## Abstract

The survival and evolution of a species is a function of the number of offspring it can produce. In insects, the number of eggs that an ovary can produce is a major determinant of reproductive capacity. Insect ovaries are made up of tubular egg-producing subunits called ovarioles, whose number largely determines the number of eggs that can be potentially laid. Ovariole number in *Drosophila* is directly determined by the number of cellular structures called terminal filaments, which are stacks of cells that assemble in the larval ovary. Elucidating the developmental and regulatory mechanisms of terminal filament formation is thus key to understanding the regulation of insect reproduction through ovariole number regulation. We systematically measured mRNA expression of all cells in the larval ovary at the beginning, middle, and end of terminal filament formation. We also separated somatic and germ line cells during these stages and assessed their tissue-specific gene expression during larval ovary development. We found that the number of differentially expressed somatic genes is highest during the late stages of terminal filament formation and includes many signaling pathways that govern ovary development. We also show that germ line tissue, in contrast, shows greater differential expression during early stages of terminal filament formation, and highly expressed germ line genes at these stages largely control cell division and DNA repair. We provide a tissue-specific and temporal transcriptomic dataset of gene expression in the developing larval ovary as a resource to study insect reproduction.

## Introduction 

Healthy reproductive organs are among the most important factors that determine the fertility of an individual, and more importantly, continuity of the species itself. Reproductive fitness, including fecundity, is determined by the number of progenies an organism can produce. In insects, egg-producing subunits of ovaries are called ovarioles (Büning 1994). In flies of the genus *Drosophila*, the number of ovarioles predicts the peak egg-laying potential of the females of the species (David 1970), and is negatively correlated with egg size but positively correlated with reproductive output (Church *et al.* 2021). The number of ovarioles varies widely across insects and is in the range of 18–24 ovarioles per ovary in wild type North American populations of *Drosophila melanogaster* (Honěk and Honek 1993; Markow and O'Grady 2007; Hodin 2009). In *Drosophila*, adult ovariole number is established in the larval stages through the development of a species-specific number of linear somatic cell stacks called terminal filaments (King *et al.* 1968). The number of terminal filaments assembled by the time of pupariation usually predicts adult ovariole number (King 1970; Hodin and Riddiford 2000). Thus, terminal filaments are the primordial larval structures whose number ultimately determines the ovariole number. The genetic mechanisms governing ovary morphogenesis, which includes the process of regulation of terminal filament number and assembly during larval ovary development, remain poorly understood.

Ovary morphogenesis is orchestrated by interactions of the cell types of somatic and germ line tissues. Larval somatic ovarian tissue is principally made up of five cell types—sheath cells, swarm cells, terminal filaments, cap cells, and intermingled cells. The anteriormost cells of the ovary are the sheath cells, and a sub-population of these apically positioned cells undergo two cell migration events during larval ovary development. First, a population of sheath cells called swarm cells migrates from the anterior to the posterior of the ovary to form the basal region in the mid third larval instar stage (Couderc *et al.* 2002; Green and Extavour 2012). Second, in the late third instar and early pupal stages, sheath cells migrate from the apical to the basal region, traversing in between terminal filament cells (King *et al.* 1968). These sheath cells lay down basement membrane in their path, which encapsulates developing ovarioles (King 1970). Terminal filaments are stacks of cells located just below the sheath cells in the anterior larval ovary. They are formed by a process of progressive intercalation of flattened cells into stacks, and stack formation occurs in a “wave” that proceeds from the medial to the lateral side in the larval ovary (Figure 1A; Sahut-Barnola *et al.* 1995).

**Figure 1:**
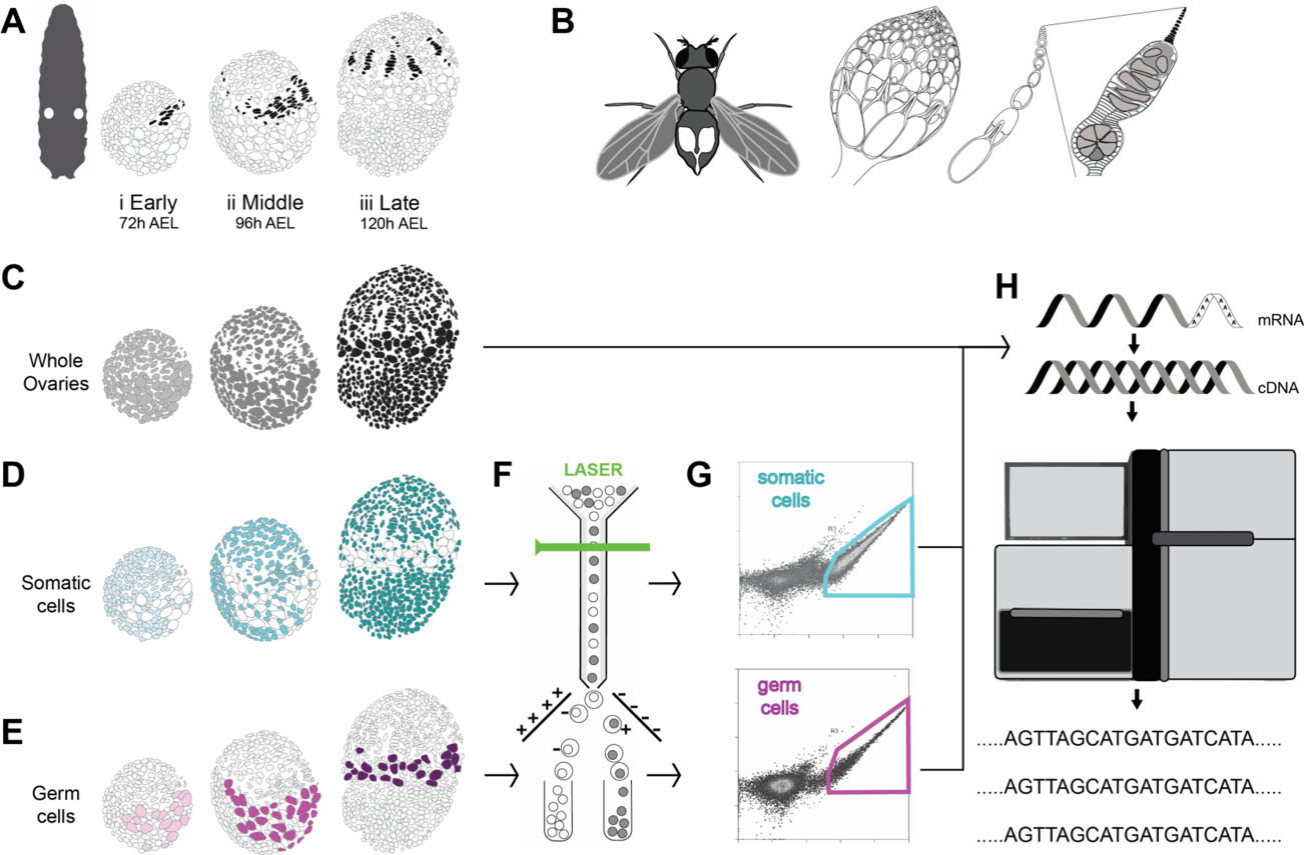
Experimental scheme for generating stage-specific transcriptomes of germ cells and somatic cells of larval ovaries during terminal filament formation. (A) Location of the larval ovaries (white circles within the larva), and illustration of larval ovary development divided into three stages during terminal filament formation (colored in black). (B) Left to right: location of the ovaries in an adult female abdomen; a single adult ovary containing multiple ovarioles; an individual ovariole; anterior tip of an ovariole enlarged to show the germarium and terminal filament (black) at the tip. (C) Representation of the three stages of whole larval ovaries from the wild type strain Oregon R, chosen for library preparation and sequencing (light gray: early stage, gray: mid, dark gray: late). (D) Somatic cells and (E) germ cells from developing ovaries at the three chosen stages were labeled with GFP using tissue-specific GAL4 lines (somatic cells in shades of cyan and germ cells in shades of magenta). Somatic cells were labeled using *bab: GAL4* (genotype: w[*]; P{w[+mW.hs]=GawB}bab1[Pgal4-2]/TM6B, Tb[1]) and germ cells were labeled using *nos: GAL4* (genotype: *P{w[+mC]=UAS-Dcr-2.D}1, w[1118]; P{w[+mC]=GAL4-nos.NGT}40).* (F) GFP-positive cells were separated using Flourescence-activated cell sorting. (G) Schematics of representative plot layouts of somatic and germ line tissue separation using FACS. Y-axis: autofluorescence, 488-576/21 Height Log; X-axis: GFP fluorescence intensity, 488-513/26 Height Log (see Supplementary Figure S2 for actual representative data plots). (H) Separated cells or whole ovaries were processed for mRNA extraction and cDNA library preparation followed by high throughput sequencing. h AEL = hours After Egg Laying.

The genes *bric à brac 1 (bab1)* and *bric à brac 2 (bab2)* are expressed in the terminal filaments and essential for terminal filament cell differentiation and terminal filament assembly (Godt and Laski 1995; Sahut-Barnola *et al.* 1995; Couderc *et al.* 2002; Saler *et al.* 2020). The gene *engrailed* is also expressed in terminal filaments, and at a lower level in the cap cells of the larval ovary (Bolivar *et al.* 2006; Saler *et al.* 2020). Clones homozygous for an *engrailed* deletion allele generated in terminal filaments in third instar larvae showed that this gene is required in initial terminal filament precursors for the correct assembly of terminal filaments. (Bolivar *et al.* 2006). However, a subsequent study showed that RNAi knockdown of *engrailed* and *invected* driven by *bab: GAL4* in larval terminal filament and cap cells does not affect terminal filament formation (Saler *et al.* 2020). This could mean that *engrailed/invected* are not absolutely required for terminal filament formation, but that genetic heterogeneity with respect to *engrailed/invected* dose, is important among terminal filament precursor cells to ensure correct terminal filament morphogenesis. Accumulation of *engrailed* in terminal filaments is dependent on *bab* gene expression (Saler *et al.* 2020).

We previously showed that the *Hippo* signaling pathway controls the regulation of cell proliferation in somatic cells, thereby affecting the number of terminal filaments and their constituent terminal filament cells (Sarikaya and Extavour 2015). During early terminal filament formation, Actin and Armadillo (Arm) proteins deposited in the region between terminal filaments make a scaffold to flatten and intercalate terminal filament cells (Godt and Laski 1995; Sahut-Barnola *et al.* 1995; Chen *et al.* 2001). Expression of the protein cofilin (*twinstar*) is required in terminal filament and apical cells for actin-based change in cell shape, and loss of cofilin causes a reduction in terminal filament and apical cell numbers (Chen *et al.* 2001).

Normal growth of an ovary depends on the homeostatic proliferation of the somatic and germ line tissues (Gilboa and Lehmann 2006; Gilboa 2015). This balance between somatic and germ line tissue populations is achieved by regulation of proliferation, differentiation, and apoptosis of stem cell populations of somatic and germ cell lineages (Sahut-Barnola *et al.*^1995^, ^1996^). Somatic cells called intermingled cells interact with the germ cells and control their proliferation (Li *et al.* 2003, 2019; Gilboa and Lehmann 2006; Sarikaya and Extavour 2015; Lai *et al.* 2017; Panchal *et al.* 2017). *Notch, hedgehog, Mitogen Activated Protein Kinase (MAPK)* and *Epidermal growth factor receptor* (*EGFR)* signaling pathways, as well as the transcription factor *traffic jam*, maintain the germ line stem cell niche (Besse *et al.* 2005; Song *et al.* 2007; Matsuoka *et al.* 2013; Sarikaya and Extavour 2015; Yatsenko and Shcherbata 2021), which is established at the base (posterior) of each terminal filament.

Recent work by Slaidina and colleagues used single-cell transcriptomics to describe the gene expression profiles of the various cell types of the late third instar larval ovary (Slaidina *et al.* 2020). They sub-divided terminal filament cells into anterior or posterior cell types, and sheath cells into migratory or nonmigratory cell types, based on gene expression patterns of the single cell sub-populations. While this study examined a single time point of ovary development, given that ovary morphogenesis is a temporal process, we hypothesize that changes in gene expression patterns over the course of development may be important to regulate morphogenesis. Thus, a gene expression study across the developing stages of larval ovary would advance our understanding of the transcriptomic regulation of ovarian morphogenesis.

Although all major conserved animal signaling pathways are known to be involved in ovarian morphogenesis (Twombly *et al.* 1996; Cohen *et al.* 2002; Huang *et al.* 2005; Song *et al.* 2007; Gancz and Gilboa 2013; Green and Extavour 2014; Sarikaya and Extavour 2015; Kumar *et al.* 2020), a systematic gene expression profile of a developing ovary is lacking. Such system-wide gene expression data for the ovary throughout terminal filament morphogenesis, including the potentially distinct transcriptional profiles of germ cells and somatic cells, could shed light on the processes involved in the maintenance of cell types necessary to shape the ovary and control the number of ovarioles.

To this end, we measured gene expression during the development of the larval ovary by systematically staging and sequencing mRNA from whole ovaries before, during, and after terminal filament formation. Furthermore, we separated somatic and germ line tissue types at each of these stages to analyze tissue-specific gene expression. We compared the gene expression profiles across tissues and also across stages of ovary development. We then employed functional enrichment analysis to determine the different biological functions active in the three larval developmental stages and two tissue types that could yield information on ovary morphogenesis. This dataset is an important temporal and tissue specific gene expression resource for the insect developmental biology community to understand early ovary development.

## Materials and methods

### Fly stocks

Flies were reared at 25°C at 60% humidity with food containing yeast and in uncrowded conditions. The following two fly lines were obtained from the Bloomington *Drosophila* Stock Center: w[*]; P{bab1[Pgal^4-2^]/TM6B, Tb[1] (abbreviated herein as *bab: GAL4*; stock number 6803), *P{w[+mC]=UAS-Dcr-2.D}1, w[1118]; P{w[+mC]=GAL4-nos.NGT}40* (abbreviated herein as *nos: GAL4*; stock number 25751). *w[1118], P[UAS Stinger]* (abbreviated herein as *UAS: Green Stinger I*, Barolo *et al.* 2000) used for GFP expression was a gift from Dr. James Posakony (University of California, San Diego). Crosses were set with 100–200 virgin UAS females and 50–100 GAL4 males in a 180 ml bottle containing 50 ml standard fly media 1 day prior to egg laying.

### Staging larvae

To obtain uniformly staged larvae for the experiments, a protocol was devised to collect eggs that were near-synchronously laid, from which the larvae were then collected. To obtain a desired genotype, crosses were set as described above. The cross was set at 25°C at 60% humidity and left overnight to mate. Hourly egg collections were set up on 60 mm apple juice-agar plates (9 g agar, 10 g sugar, 100 ml apple juice, and 300 ml water) with a pea-sized spread of fresh yeast paste (baker’s yeast granules made into a paste in a drop of tap water). Eggs were collected hourly for 8 h. The first two collection plates were discarded to remove asynchronously laid eggs that may have been retained inside the females following fertilization. Staged first instar larvae were collected into vials 24 h after egg collection. Larvae at 72 h AEL (hours After Egg Laying) were designated as early stage, at 96 h AEL as mid stage and at 120 h AEL as late stage of Terminal Filament development. For a step-by-step detailed protocol see Supplementary File S1.

### Dissection and dissociation of larval ovary

Staged larvae were collected for dissection every hour. The head of the larva was removed with forceps and the cuticle and gut were carefully pulled with one forceps while holding the fat body with another forceps. This process left just the fat bodies in the dissection dish as long as the larvae were well fed and fattened with yeast. Ovaries located in the center of the length of each fat body were then dissected free of the fat body using an insulin syringe needle (BD 328418). Ovaries dissected clear of fat body were collected in DPBS (Thermo Fisher 14190144) and batches of 20–30 ovaries in DPBS were kept on ice until dissociation. Ovaries were harvested hourly at the appropriate times, placed on ice immediately following dissection, and maintained on ice for a maximum of 4 h before dissociation and subsequent FACS processing.

Dissociation of the larval ovary required two enzymatic steps. After 7 h of dissection, all the dissected ovaries were placed in 0.25% Trypsin solution (Thermo Fisher 25200056) for 10 min at room temperature in the cavity of a glass spot plate (Fisher Scientific 13-748B). They were then transferred to another cavity containing 2.5% Liberase (5 g Liberase reconstituted in 2 ml nuclease free water; Sigma 5401119001) and teased apart with insulin syringe needles until most of the clumps were separated and left (without agitation) at room temperature for 10 min. Using a 200 µl pipette with a filter tip (pre-rinsed in 1X PBS), the dissociated cells in Liberase were pipetted up and down gently ten times to uniformly mix and separate the cells. The cell suspension was then transferred to an RNA Lobind tube (Eppendorf 8077-230) and placed on a vortexer for 1 min. Meanwhile, the well was rinsed in 1.4 ml of PBS by pipetting repeatedly. This PBS was then mixed with the cell-suspension in Liberase and vortexed for another minute, and the entire sample was then placed on ice. This sample was then taken directly to the FACS facility on ice along with an RNA Lobind collection tube containing 100–200 µl Trizol (Thermo Fisher 15596026). For a step-by-step detailed protocol see Supplementary File S1.

### Flow sorting GFP-positive cells

The dissociated tissue sample was sorted in a MoFlo Astrios EQ Cell sorter (Beckman Coulter) run with Summit v6.3.1 software. The dissociated cell solution was diluted and a flow rate of 200 events per second was maintained with high sorting efficiency (<98%) during the sorting process. A scatter gate (R1) was employed to eliminate debris (Supplementary Figure S2) and a doublet gate (R2) was used to exclude nonsinglet cells. A 488 nm emission Laser was used to excite the GFP, and the collection was at 576 nm. The GFP-positive cells were designated in gate R3 and sorted directly into Trizol. The resulting cells collected in Trizol were frozen immediately by plunging the tube into liquid nitrogen and then stored at −80°C until RNA extraction. A single replicate consisted of at least 1000 cell counts pooled from FACS runs.

### RNA extraction

Flow-sorted cells, stored at −80°C were thawed at room temperature. Trizol contents were lysed with a motorized pellet pestle (Kimble 749540-0000). Zymo RNA Micro-Prep kit (Zymo Research R2060) was used to isolate RNA from the Trizol preparations. Equal amounts of molecular grade ethanol (Sigma E7023) were added to Trizol and mixed well with a pellet pestle, then pipetted onto a spin column. All centrifugation steps were done at 10,000 g for one minute at room temperature. The column was washed with 400 µl Zymo RNA wash buffer and then treated with Zymo DNase (6U/µl) for 15 min at room temperature. The column was then washed twice with 400 µl Zymo RNA Pre-wash buffer and once with Zymo RNA wash-buffer. The RNA was eluted from the column in 55 µl of Nuclease-free water (Thermo Fisher 10977015). The RNA obtained was quantified first using a NanoDrop (Model ND1000) spectrophotometer and then using a high sensitivity kit (Thermo Fisher Q32852) on a Qubit 3.0 Fluorometer (Thermo Fisher Q33216).The extracted RNA was also checked for integrity on a high sensitivity tape (Agilent 5067-5579) with an electronic ladder on an Agilent Tapestation 2200 or 4200. RNA extraction from staged whole ovaries was carried out by crushing entire ovaries in Trizol and following the same protocol described above. For a step-by-step detailed protocol see Supplementary File S1.

### Library preparation

cDNA libraries were prepared using the Takara Apollo library preparation kit (catalogue # 640096). Extracted RNA samples were checked for quality using Tapestation tapes. Fifty microliters of RNA samples were pipetted into Axygen PCR 8-strip tubes (Fisher Scientific 14-222-252) and processed through PrepX protocols on the Apollo liquid handling system. mRNA was isolated using PrepX PolyA-8 protocol (Takara 640098). The mRNA samples were then processed for cDNA preparation using PrepX mRNA-8 (Takara 640096) protocol. cDNA products were then amplified for 15 cycles of PCR using longAmp Taq (NEB M0287S). During amplification, PrepX RNAseq index barcode primers were added for each library to enable multiplexing. The amplified library was then cleaned up using PrepX PCR cleanup-8 protocol with magnetic beads (Aline C-1003). The final cDNA libraries were quantified using a high sensitivity dsDNA kit (Thermo Fisher Q32854) on a Qubit 3.0 Fluorometer (Thermo Fisher Q33216). cDNA content and quality were assessed with D1000 (Agilent 5067-5582) or High sensitivity D1000 tape (Agilent 5067-5584, when cDNA was in low amounts) on an Agilent Tapestation 2200 or 4200. For a step-by-step detailed protocol see Supplementary File S1.

### Sequencing cDNA libraries

Libraries were sequenced on an Illumina HiSeq 2500 sequencer. Single end-50bp reads were sequenced on a high-throughput flow cell. Libraries of varying concentrations were normalized to be equimolar, the concentrations of which ranged between 2 and 10 nM per lane. All the samples in a flow cell were multiplexed and later separated based on unique prepX indices to yield at least 10 million reads per library. The reads were demultiplexed and trimmed of adapters using the bcl2fastq2 v2.2 pipeline to yield final fastq data files.

### RNA-seq data processing

The *D. melanogaster* genome assembly and gene annotations were obtained from FlyBase version dmel_r6.36_FB2020_05 (Larkin *et al.* 2021). The gene expression in each library was quantified with RSEM v1.3.3 (Li and Dewey 2011) using STAR v2.7.6a as read aligner (Dobin *et al.* 2013). Because some of the tissue-specific biological samples were sequenced in more than one lane or run, and therefore the reads were split into multiple fastq files, the gene counts belonging to the same biological sample were summed. Gene counts in each dataset were normalized with the variance-stabilizing transformation (VST) method implemented in the DESeq2 v1.26.0 (Love *et al.* 2014) R package. Further analyses, such as principal component analysis (PCA), hierarchical clustering, and differential expression (DE) analysis, were performed in R using the VST-normalized counts.

### Differential Expression (DE) analysis

The DE analyses were performed with DESeq2 v1.26.0 (Love *et al.* 2014). On the whole ovary dataset, the contrasts tested were early *vs* mid, and mid *vs* late stages. For the tissue-specific datasets, three different comparisons were performed. First, to identify differentially expressed genes independently of the stage, all stages of somatic cells were compared to all stages of germ cells. Second, to identify genes up-regulated in a stage-specific manner within each tissue, we compared the expression level at each stage to the mean expression level of the other two stages. Third, we compared germ cells and somatic cells independently at each stage. Genes with a Benjamini-Hochberg (BH) adjusted *P*-value lower than 0.01 were selected as differentially expressed in the corresponding contrast.

### Functional analysis

The gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment analyses were performed on the differentially expressed genes with the enrichGO and enrichKEGG functions of the clusterProfiler package (v3.14.3) for R (Yu *et al.* 2012). The GO terms were obtained using the R package AnnotationDbi (Carlson 2015) with the database org. Dm.eg.db v3.10.0. The GO overrepresentation analysis of biological process (BP) was performed against the gene universe of all *D. melanogaster* annotated genes in org. Dm.eg.db, adjusting the *P*-values with the BH method, adjusted *P*-value and *q*-value cutoff of 0.01, and a minimum of 30 genes per term. For the KEGG enrichment analysis, *P*-values were adjusted by the BH procedure, and an adjusted *P*-value cutoff of 0.05 was used.

## Results

### Staging larval ovary development during terminal filament formation

We divided the developing *Drosophila* larval ovary into three stages during terminal filament formation and used RNA-seq to quantify gene expression at these stages (Figure 1A). First, we considered an early stage of terminal filament formation at the early third instar larva (72 h After Egg Laying, 72 h AEL), when terminal filament assembly is initiating (Godt and Laski 1995) (Figure 1A-i). Second, we assigned the mid stage (96 h AEL) as 24 h after the early stage, at the midway point of terminal filament assembly (Godt and Laski 1995) (Figure 1A-ii). Third, the late stage (120 h AEL) was defined as the time point of white pupa formation (when the larvae become immobile at the larval to pupal transition; Ashburner *et al.* 2005), which occurs 24 h after the mid stage (Figure 1A-iii). At the white pupa stage, terminal filament assembly is complete and the number of terminal filaments reflects the number of adult ovarioles (Hodin and Riddiford 2000; Figure 1B).

We dissected these three stages of developing ovaries from larvae obtained from synchronized eggs and sequenced the transcripts present at each stage from pools of 30–100 ovaries (Supplementary Table S1). 

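Whole ovaries of the Oregon R strain were sequenced in 3 biological replicates at each of 72, 96 and 120 h AEL, as poly(A)-selected libraries of single-end reads. The authors mapped the reads to the FlyBase genome with STAR and deposited the expected counts per gene from RSEM, which divides a read that maps to several genes among them. The deposited counts were summed over the sequencing runs of a library and were not normalized. Each library held between 11615879 and 29492381 expected counts over 16257 genes, with a median of 22077255 at the early, 20516255 at the mid and 20801936 at the late stage. A gene without counts in a library therefore lies below 0.102 CPM (counts scaled to library size) in the deepest and below 0.258 CPM in the shallowest library, the level that 3 counts would give. Such limits cover counting error only. Stages were compared within the 9 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p of 0.01. The counts were rounded, genes with low counts were removed by filterByExpr and library sizes were scaled by TMM, and 10060 genes were tested. Levels in CPM are means after this scaling.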

We aligned reads to the *D.melanogaster* genome (FlyBase v6.36), which yielded between 88.49% and 98.06% of reads aligned per sample (Supplementary Figure S1 and Table S1). 

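The expected counts on genes amounted to between 87.9% and 91.9% of the mapped reads that the paper's Table S1 lists for the 9 whole ovary libraries. The gene with the most counts was the mitochondrial *mt:lrRNA* in all 9 libraries, at between 2.59% and 4.54% of the counts.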

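Libraries were clustered on the rounded counts after the variance stabilizing transformation of DESeq2, with Euclidean distances and complete linkage, since the paper's text does not name a linkage. The 3 replicates of each stage formed a clade of their own. The mean distance between replicates was 55.8 at the early, 40.9 at the mid and 32.8 at the late stage. The mean distance between libraries of different stages was 66.1 for early and mid, 85.5 for mid and late and 104 for early and late. With average linkage, the replicates of 2 of the 3 stages formed a clade, and the same number of stages did with complete linkage when early replicate 2 or mid replicate 1 was left out. PC1 held 64.2% and PC2 17.8% of the variance over all genes.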

Clustering analysis based on the VST of the gene counts of each sample confirmed that the three biological replicates of each stage clustered together, and that the three stages were well separated, as reflected by the dendrogram of the hierarchical analysis and the PCA (Figure 2, A and B). Furthermore, the dendrogram visualization of the hierarchical clustering results revealed that the mid stage was more similar in expression profile to the early stage than to the late stage. This indicates a more pronounced transcriptomic change at the transition from mid to late, than from early to mid, despite the fact that the same chronological amount of time had elapsed between each stage.

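In the dendrogram, early and mid libraries joined at a height of 79.6 and the late libraries joined both at 112. On PC1, early libraries lay between -47.53 and -20.86, mid libraries between -35.3 and -4.19 and late libraries between 53.5 and 59.9. Distances between early and mid libraries ranged from 54.4 to 79.6 and overlapped with those among the early replicates, which ranged from 38.8 to 66.9. Those between mid and late libraries ranged from 67.8 to 106, above all distances among the mid replicates (32.2 to 49.4) and among the late replicates (28.4 to 37.5).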

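Over the 10060 genes tested, the median absolute log2 fold change was 0.32 from early to mid and 0.52 from mid to late. The 3 libraries of the later stage did not overlap with those of the earlier stage for 28.3% of the genes from early to mid and for 56.9% from mid to late, where chance gives 10%. From the closer grouping of early and mid libraries, the paper concludes that the transcriptome changed more from mid to late than from early to mid.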

**Figure 2:**
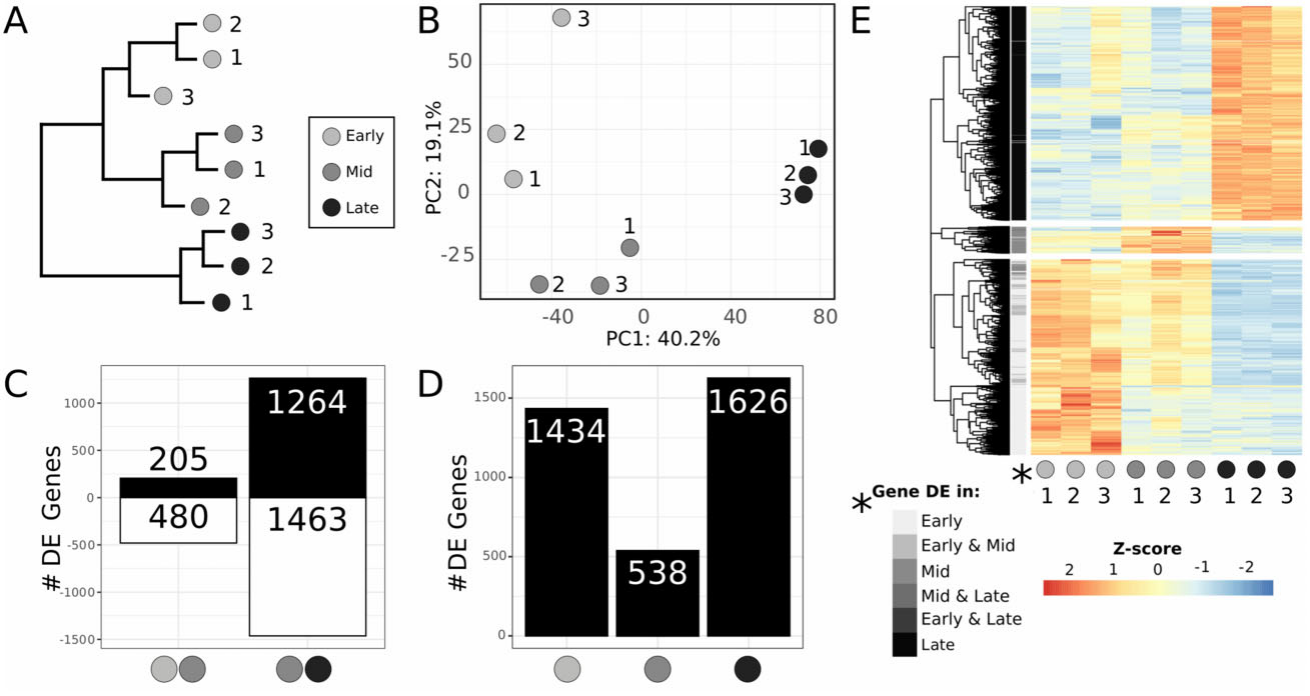
Whole ovary RNA-seq dataset overview. (A) hierarchical clustering dendrogram and (B) PCA of the whole ovary RNA-seq dataset, both showing that biological replicates are similar to each other, and that early and mid-stages are more similar to each other than either of them is to late stage. (C) Number of differentially expressed genes between early and mid stages, and between mid and late stages (adjusted *P*-value < 0.01; black: upregulated genes; white: downregulated genes). See Supplementary Table S2 for gene list. (D) Number of significantly upregulated stage-specific genes (adjusted *P*-value < 0.01). See Supplementary Table S3 for gene list. (E) Heatmap showing the expression of all the stage-specific upregulated genes as a row-wise z-score. Genes are clustered hierarchically and separated into three groups using the function “cutree,” and grayscale row labels (“*Gene DE”) immediately to the right of the tree are colored based on the stage in which the gene was detected to be significantly upregulated (*x*-axis categories).

### Differential gene expression analysis of whole ovary samples at different stages

We analyzed the transcriptional differences between each stage and the successive one, thus performing a DE analysis comparing early to mid and mid to late transitions, using DESeq2 (Love *et al.* 2014) with a threshold of *P* < 0.01 (see *Materials andMethods*). 

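By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 100 genes changed from early to mid and 1491 from mid to late at an adjusted p under 0.01. All 100 and all 1491 had no overlap between the 3 libraries of either stage, against 2848 and 5720 of all genes tested, where chance gives 10%. DESeq2, with its own size factors and filter, called 692 and 2810 genes, and 100 and 1490 of the edgeR calls were among them. limma voom called 117 and 1145. At an unadjusted p under 0.05, edgeR counted 2142 and 4520 genes. The count of calls from early to mid was 0 without mid replicate 3 and without late replicate 1, 5 without early replicate 2 and 211 without mid replicate 2. The count from mid to late ranged from 695 without late replicate 2 to 2939 without early replicate 3. Among the genes with the smallest adjusted p, *Eip78C* (FBgn0004865, chromosome 3L) fell from 20.0 ± 2.62 CPM (SD, n = 3) to 6.61 ± 0.880 CPM from early to mid and rose to 165 ± 11.8 CPM at the late stage, where its log2 fold change from mid was 4.64 (standard error 0.17, adjusted p = 1.63e-06 by edgeR). *Hr3* (FBgn0000448, chromosome 2R) rose from 0.419 ± 0.293 to 178 ± 13.6 CPM from mid to late (adjusted p = 2.22e-06 by edgeR). *Ih* (FBgn0263397) and *Wnt6* (FBgn0031902) had the smallest adjusted p among genes that fell from mid to late, with log2 fold changes of -3.93 and -7.53. *Fbp2* (FBgn0000640) rose from 1.06 ± 1.19 to 371 ± 117 CPM from early to mid and belongs to a list of 9 fat body genes, which lay at no more than 0.00105% of the counts of any sorted somatic library. Of this list, 5 were called at this transition, all higher at mid, and *apolpp* (FBgn0087002) and *Apoltp* (FBgn0032136) fell (adjusted p = 0.0433 and 0.0898 by edgeR, 7.96e-05 and 0.00273 by DESeq2). The list was written after *Lsp2*, *Fbp2* and *Obp99b* had been seen among the genes that the paper reports as changed, so the tally is not independent.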

We found a significantly higher number of genes differentially expressed in the mid to late transition (2727 genes), than in the early to mid-transition (685) (Figure 2C, Supplementary Table S2). 

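Of the 100 genes that edgeR called from early to mid, 40 were higher and 60 lower at mid. Of the 1491 called from mid to late, 579 were higher and 912 lower at late. DESeq2 gave 208 higher and 484 lower genes from early to mid, and 1299 higher and 1511 lower genes from mid to late.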

Interestingly, from early to mid stages twice as many genes were downregulated (480) as upregulated (205), while from mid to late stages approximately the same number of genes were upregulated (1264) and downregulated (1463). We then identified the genes that were differentially expressed in one stage as compared to the other two stages, with the aim of revealing genes with stage-specific over- or under-expression. 

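Each stage was compared with the mean of the other 2 in the same 9 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 917 genes were higher at the early, 226 at the mid and 944 at the late stage at an adjusted p under 0.01. The corresponding numbers were 1442, 540 and 1640 by DESeq2 and 754, 147 and 929 by limma voom. The genes with the smallest adjusted p were *Wnt6* for early (89.4 ± 7.28 CPM, SD, n = 3, against 14.2 ± 15.8 CPM in the 6 other libraries), *ana* (FBgn0011746) for mid (39.3 ± 9.87 against 4.15 ± 4.70 CPM) and *Eip78C* for late (165 against 13.3 ± 7.53 CPM). Without early replicate 3, the late number was 1819, and without mid replicate 3 the mid number was 96.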

We found that early and late stages had many more over-expressed genes (1434 and 1626, respectively) than the mid stage (538) (Figure 2D, Supplementary Table S3). A heatmap representing the expression levels of the stage-specific overexpressed genes clearly separates the three groups of genes (Figure 2E). The first group in the heatmap contains the 1478 genes that are highly expressed specifically at early stages, with less expression at mid stages and very low expression at the late stage. Another large group of 1618 genes are highly expressed specifically at late stages and show low expression at early and mid stages. Finally, we identified a third and smallest group of 202 genes that are highly expressed at mid stages, with some detectable expression at early stages, but little detectable expression at the late stage (Figure 2E). These results are consistent with our previous observation that there is a high gene expression similarity in early and mid stages, and an increased transcriptomic change from mid to late stages.

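The genes that were higher in any stage by edgeR numbered 1961, and their VST values, scaled to z-scores per gene, were clustered by Euclidean distance with complete linkage and divided by cutree into 3 groups. The largest group held 941 genes with a mean z-score of 1.22 at late, -0.67 at early and -0.55 at mid. The next group held 911 genes with a mean z-score of 1.03 at early, -0.01 at mid and -1.01 at late. In the smallest group of 109 genes, the mean z-score was 1.07 at mid, -0.17 at early and -0.91 at late. With the 3322 genes called by DESeq2, the groups held 1633, 1419 and 270 genes. On log2(CPM + 1) values no group had its highest mean at mid, and the groups that were highest at early held 1020 genes together.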

### Separation of somatic and germ line tissues in the developing ovary

Given our ultimate interest in gene regulatory functions and dynamics during terminal filament formation, we wished to understand the predicted functions of the many differentially expressed genes across stages. We reasoned, however, that given the different developmental numbers, roles and behaviors of germ line and somatic cells in this developing organ, considering functional categories of differentially expressed genes in these whole ovary samples would be only minimally informative. We therefore designed an experimental strategy that allowed us to consider the transcriptional dynamics of the germ line and soma separately, described below.

To understand the gene expression differences between the somatic and germ line tissues of the ovary during terminal filament morphogenesis, we drove somatic and germ line tissue-specific GFP expression using the UAS-GAL4 system (Brand and Perrimon 1993), using the drivers *bab: GAL4* and *nos:GAL4*, respectively (see *Materials and Methods*). The paralogous genes *bab1* and *bab2* are expressed in somatic ovarian cells and are essential for terminal filament formation, differentiation of terminal filament cells, and stem cell niche maintenance (Sahut-Barnola *et al.* 1995; Couderc *et al.* 2002; Saler *et al.* 20120). The two Bab proteins act in a synergistic and partially redundant fashion in the ovary, and mutations in the *bab* genes cause defects in terminal filament and ovariole number (Godt and Laski 1995; Sahut-Barnola *et al.* 1995; Couderc *et al.* 2002). The gene *bab1* is expressed strongly in the apical and terminal filaments of the larval ovary, while *bab2* is expressed in swarm cells, in addition to other somatic cells of the larval ovary (Cabrera *et al.* 2002; Couderc *et al.* 2002). We used the *bab pGAL^4-2 ^*line, which was made by replacing a LacZ-carrying P-element insertion with a Gal4 element (P [Gal4, w+]) into the *bab^P^* site in the intronic region of *bab1* gene (Cabrera *et al.* 2002). The driver *bab: GAL4* (genotype: w[*]; P{bab1[Pgal^4-2^]/TM6B, Tb[1]) is expressed in all larval ovarian somatic cells (Cabrera *et al.* 2002; Couderc *et al.* 2002; Sarikaya *et al.* 2012; Saler *et al.* 2020). We used this *bab: GAL4* transgenic line to express GFP in larval ovarian somatic cells, allowing us to separate the somatic tissue from the germ line tissue using Fluorescence-activated cell sorting (FACS).

The expression of the gene *nanos* (*nos*) is limited to germ line cells in the larval ovary (Wang and Lin 2004). We used a *nos: Gal4* transgenic line (genotype: *P{w[+mC]=UAS-Dcr-2.D}1, w[1118]; P{w[+mC]=GAL4-nos.NGT}40*) to express GFP exclusively in the germ line cells, and thus isolate the germ line cells using FACS (Tracey *et al.* 2000).

We dissociated ovaries at the three stages described above and isolated the GFP-positive cells at each stage using FACS. Cellular debris was eliminated with gate R1, nonsinglets were eliminated by gate R2, and the R3 gate selected for GFP positive cells. A combination of the three gates yielded singlet GFP positive cells, minimizing the possibility of tissue contamination by undissociated cells. When similar numbers of ovaries were used to obtain sorted cells for somatic and germ line tissue-types, we found a larger number of somatic cells as compared to germ cells as expected, indicating a successful separation of the desired tissue type (Supplementary Figure S2).

With this method, we obtained tissue-specific transcriptomes of somatic and germ line tissues at the same three stages of terminal filament development used to generate the whole ovary dataset. 

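GFP-positive cells were sorted from the offspring of UAS:Green Stinger females and of *bab:GAL4* males, for somatic cells, or *nos:GAL4* males, for germ cells, so that tissue and driver parent differ together between these libraries. Each tissue was sequenced at 72, 96 and 120 h AEL in 3 biological replicates, which are numbered 1, 2 and 3 except for the germ cell libraries of mid (1, 3 and 4) and late (2, 3 and 4). The authors deposited expected counts per gene, made and summed as for the whole ovaries and not normalized. Stages were compared by edgeR within the 9 libraries of a tissue, with 9931 genes tested in somatic cells and 10340 in germ cells. Tissues were compared in a fit of all 18 libraries with 1 group per tissue and stage, which covered 11243 genes. The spread between replicates, as edgeR's common biological coefficient of variation, was 0.516 in the somatic, 0.842 in the germ cell and 0.307 in the whole ovary libraries.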

We sequenced three biological replicates for all datasets and retained replicates that had at least 10 million reads. The number of reads aligned to the genome ranged from 11.0 to 81.5 million. 

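Expected counts on genes ranged from 16868499 to 72875881 per somatic library (median 30500686) and from 9680615 to 61560123 per germ cell library (median 26177651). The limit that 3 counts set for a gene without counts is 0.31 CPM in germ cell mid replicate 1, the shallowest library, and 0.0412 CPM in somatic mid replicate 1, the deepest. Counts were found on between 9152 and 11364 genes in the somatic libraries, on between 7582 and 8891 genes in the germ cell libraries of mid, and on between 9677 and 12110 genes in the other germ cell libraries.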

Greater than 94.09% of reads aligned in all datasets, with the single exception of one dataset (Mid-1) with 88.55% of aligned reads (Supplementary Table S1 and Figure S3). 

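In germ cell mid replicate 1, the expected counts amounted to 88.4% of the mapped reads that Table S1 lists, within the range of 87.3% to 90.9% of the 18 libraries. Its most abundant gene, *mt:lrRNA*, took 10.4% of the counts, against at most 3.46% in any of the other 17. The paper's Table S1 gives cDNA concentrations of 0.17, 0.26 and 0.154 ng/µl for the germ cell libraries of mid, the lowest of the 18.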

The PCA analysis based on the counts normalized by VST shows a clear separation of somatic and germ cell libraries along the first principal component, suggesting a successful separation of cell types by FACS (Figure 3A). 

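The PCA of the VST values over all genes of the 18 libraries placed 42.0% of the variance on PC1 and 20.2% on PC2. On PC1, somatic libraries lay between -47.44 and -27.02 and germ cell libraries between 10.2 and 71.2, without overlap. The germ cell libraries nearest to the somatic libraries were mid replicate 1 at 10.2 and late replicate 4 at 15.6, and the farthest was early replicate 1 at 71.15.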

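The 3 somatic replicates of each stage formed a clade with complete linkage. Their mean distance was 49.8 at the early, 38.3 at the mid and 28.2 at the late stage. On PC2, somatic libraries lay between -45.25 and -30.43 at early, between -12.99 and 0.503 at mid and between 18.1 and 32.6 at late.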

For the somatic samples, the three biological replicates cluster closely together (Figure 3, A and B) while the different stages are separated from each other in the second principal component. The structure of the dendrogram for the somatic samples resembles that of the whole ovary, in which early and mid stages are closer to each other than either is to the late stage. 

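Somatic early and mid libraries joined at a height of 66.6 and the late libraries joined them at 95.3. The mean distances, however, were 56.6 between early and mid libraries and 55.8 between mid and late libraries, with ranges of 43.7 to 66.6 and 40.8 to 72, and 80.7 between early and late libraries.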

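Among the germ cell libraries, the 3 late replicates formed a clade with complete linkage, and those of early and mid did not. The distances among replicates ranged from 38 to 72.6 at early, from 91.9 to 119 at mid and from 31.5 to 47 at late. Each of the 3 mid replicates was thus farther from both others than any pair of early or late replicates was. Mid replicate 4 lay at 67.2 to 71.3 from the early and at 62.1 to 78.4 from the late libraries, nearer than to the other mid replicates. Over both tissues, 4 of the 6 groups of tissue and stage formed a clade, and 5 did when germ cell early replicate 1 was left out.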

As for the germ cell libraries, unlike the biological replicates of the early and late stages, the mid stage replicates do not cluster together. 

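Germ cell mid replicate 1 had 9680615 expected counts, mid replicate 3 had 26177651 and mid replicate 4 had 19834375, against between 21678745 and 61560123 in the germ cell libraries of early and late. With each of the 18 libraries thinned to 9680602 counts, the mean distance among the mid replicates was 97, against 56.4 among the early and 37.7 among the late germ cell replicates, and the mid replicates formed no clade.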

A possible explanation is the low number of reads from the sample Mid-1 (Supplementary Table S1 and Figure S3).

**Figure 3:**
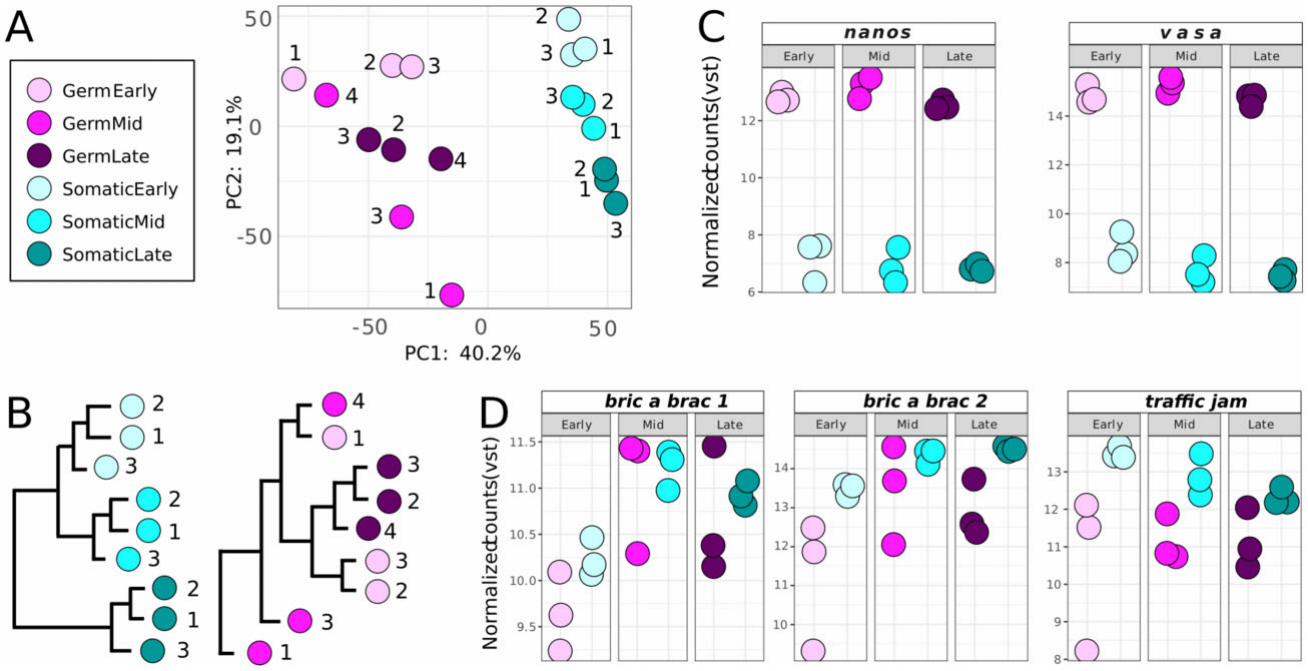
Cell type-specific RNA-seq dataset concordance and positive controls. (A) PCA Plot and (B) hierarchical clustering dendrogram of germ cell and somatic cell RNA-seq libraries. Expression in normalized counts by VST in each of the cell-type-specific RNA-seq libraries of (C) known germ cell markers *nanos* and *vasa*, and (D) known somatic cell markers *bric a brac 1*, *bric a brac 2*, and *traffic jam*.

To further assess the successful separation of somatic and germ cells, we checked the expression of well-known tissue-type-specific markers. The genes *nanos* and *vasa* are two genes known to be specifically expressed in germ cells in the ovary (Schupbach and Wieschaus 1986; Lehmann and Nusslein-Volhard 1991). Both genes show higher expression in the germ cell libraries than in the somatic cell libraries [mean log_2_(Fold Change) of 8.37 for *nanos*, and 8.23 for *vasa*] (Figure 3C), confirming that the preparation and sequencing of the germ cell libraries successfully captured the germ cells and their RNAs, and suggesting that germ cells were not present (or present only at very low levels) in the somatic cell libraries. *bab1*, *bab2*, and *tj* are considered ovarian somatic cell markers (Sahut-Barnola *et al.* 1995; Couderc *et al.* 2002). These three somatic markers display higher expression levels in our somatic libraries than in the germ cell libraries at each stage [mean log_2_(Fold Change) −0.31 for *bab1*, −1.31 for *bab2*, and −1.70 for *tj*] (Figure 3D). However, in four of the 18 libraries, either *bab1* or *bab2* (but not *tj*) showed higher expression levels in a specific germ cell library than in the somatic libraries. These specific cases were as follows: (1) one early stage germ cell replicate had higher *bab1* levels than one of the early somatic replicates; (2) two mid stage germ cell replicates had higher *bab1* levels than the somatic replicates; (3) one late stage germ cell replicate had higher *bab1* levels than the somatic replicates; (4) one mid stage germ cell replicate had higher *bab2* levels than the somatic replicates. This could indicate that some somatic cells might have been included in these particular germ cell libraries. Nonetheless, despite this putative small amount of contamination, we can clearly differentiate both tissue types based on their expression profiles as shown in the PCA (Figure 3A), suggesting that we captured the transcriptional differences between cell types (Figure 3A) sufficiently to allow us to achieve our goal of successfully retrieving the genes that are highly and differentially expressed in each of these two tissues.

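*nos* (FBgn0002962) lies on chromosome 3R from 19157238 to 19160202 of the BDGP6 assembly and *vas* (FBgn0283442) on chromosome 2L from 15061656 to 15074311. The level of *nos* was 256 ± 62.8 CPM (SD, n = 9) in germ cell and 0.908 ± 1.04 CPM (SD, n = 9) in somatic libraries, a log2 fold change of 8.34 (standard error 0.69, adjusted p = 2.37e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of *vas* was 1119 ± 283 and 4.72 ± 4.85 CPM, a log2 fold change of 8.19 (standard error 0.41, adjusted p = 6.9e-10 by edgeR). Every germ cell library lay above every somatic library for both genes. With each library left out in turn, the log2 fold change stayed between 8.16 and 9.10 for *nos* and between 8.05 and 8.53 for *vas*.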

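Over all stages, *bab1* (FBgn0004870, chromosome 3L from 1036369 to 1101089) had 50.2 ± 29.9 CPM (SD, n = 9) in germ cell and 60.7 ± 20.6 CPM in somatic libraries, a log2 fold change of -0.34 (standard error 0.21, adjusted p = 0.229 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *bab2* (FBgn0025525, chromosome 3L from 1140429 to 1177276) had 288 ± 240 and 655 ± 204 CPM, a log2 fold change of -1.33 (standard error 0.38, adjusted p = 0.0103 by edgeR). *tj* (FBgn0000964, chromosome 2L from 19464267 to 19467758) had 82.2 ± 49.8 and 287 ± 118 CPM, a log2 fold change of -1.73 (standard error 0.42, adjusted p = 0.00411 by edgeR). The adjusted p of *bab2* was 0.00121 by DESeq2 and under 0.01 by edgeR with 4 of the 18 libraries left out in turn, down to 0.00464 without germ cell early replicate 1, and that of *tj* was 0.0135 without the filter on low counts and at most 0.0147 with a library left out. Stage by stage, the log2 fold change of *bab1* was -0.64 at early, -0.22 at mid and -0.16 at late, that of *bab2* was -1.79, -0.71 and -1.49, and that of *tj* was -2.23, -1.89 and -1.06. None of these 9 comparisons had an adjusted p under 0.01 by edgeR, and the smallest was 0.0557 for *tj* at early, for which DESeq2 gave 0.00778 and limma voom, chosen after seeing the values, 0.00611.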

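In CPM, *bab1* was 33.4 in germ cell early replicate 2, above somatic early replicate 2 at 32.7. At mid, it was 84.2 in germ cell replicate 1 and 87.2 in replicate 3, both above somatic replicate 2 at 65.9 and below somatic replicate 1 at 91.0, so that they lay above 1 and 2 of the 3 somatic replicates. In germ cell late replicate 4, *bab1* was 94.2, above the somatic late replicates, which ranged from 58.8 to 70.0. *bab1* or *bab2* was above at least 1 somatic library of the same stage in 4 germ cell libraries, *bab1* in 4 of them and *bab2* in 1, and *tj* in 0.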

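The amount of somatic RNA in the germ cell libraries was estimated from genes at 50 CPM or more in the somatic libraries of each stage and at 20% or more of that level in whole ovaries. Of these 2944 genes, the 98 that were under 3% of the somatic level in germ cell early replicate 1 were used for the other 8 germ cell libraries, and the 49 that were under 8% in mid replicate 4 were used for early replicate 1. The 2 lists shared 25 genes, and no library was estimated from the list that had been chosen on it. The median of their levels, as a share of the mean somatic level of the same stage, was 2.82% in early replicate 1, 28.6% in early replicate 2 and 39.6% in early replicate 3. It was 47.9% in mid replicate 1, 31.0% in mid replicate 3 and 11.6% in mid replicate 4, and 21.6%, 16.9% and 41.1% in late replicates 2, 3 and 4. *bab1* reached between 38.2% and 144% of its somatic level and lay above this median in 9 of 9 germ cell libraries. *bab2* reached between 3.85% and 107% and also lay above the median in every library, while *tj* ranged from 1.24% to 80.0%. From the separation of the libraries in the PCA, the paper proposes that a small contamination left the differences between the tissues well enough captured to retrieve their differentially expressed genes.

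**Figure D1:**
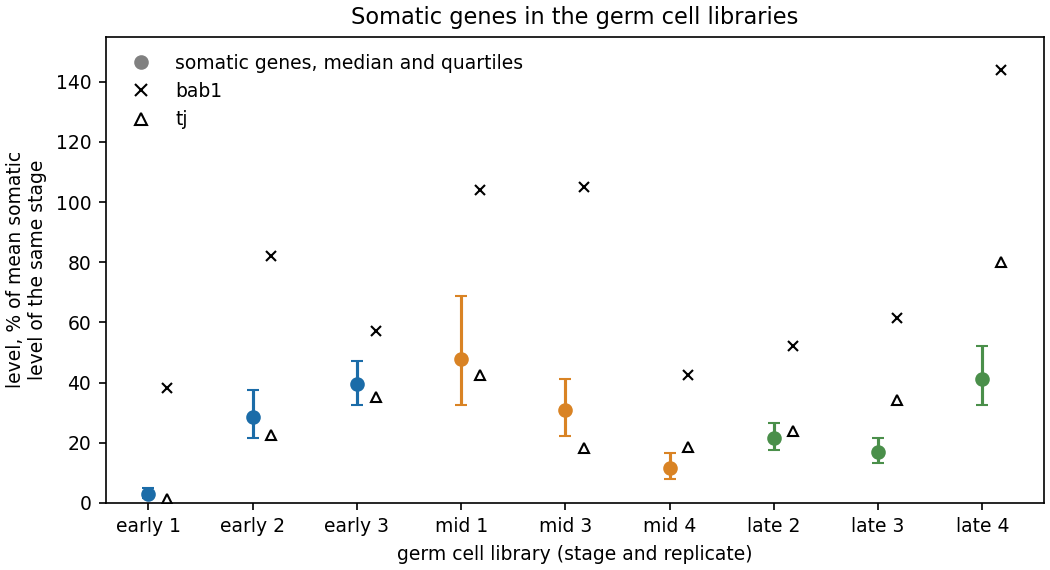
Level of somatic genes in each germ cell library, in percent of the mean somatic level of the same stage. Circles give the median and bars the quartiles over the genes used for the library, crosses *bab1* and triangles *tj*. The medians range from 2.82% to 47.9%, and *bab1* lies above the median in all 9 libraries.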

###  Differential gene expression analysis of somatic and germ line tissues across all stages

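In the fit of the 18 libraries, the mean of the 3 germ cell groups was compared with the mean of the 3 somatic groups. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1429 genes were higher in germ cells and 1415 higher in somatic cells at an adjusted p under 0.01. DESeq2 gave 2123 genes higher in germ cells and 1888 higher in somatic cells, and limma voom 1580 and 1993. With tissue as the only term in place of the 6 groups, a design chosen after seeing the values, edgeR called 1060 and 797 genes and DESeq2 1639 and 1216. With each library left out in turn, the number of genes called ranged from 2201 without germ cell late replicate 3 to 3549 without germ cell mid replicate 1.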

The DE analysis between the somatic and germ line tissues across all three stages revealed 1880 genes significantly upregulated (adjusted *P*-value < 0.01) in germ cells and 1585 genes significantly upregulated in the somatic cells (Figure 4A; Supplementary Table S4).

**Figure 4:**
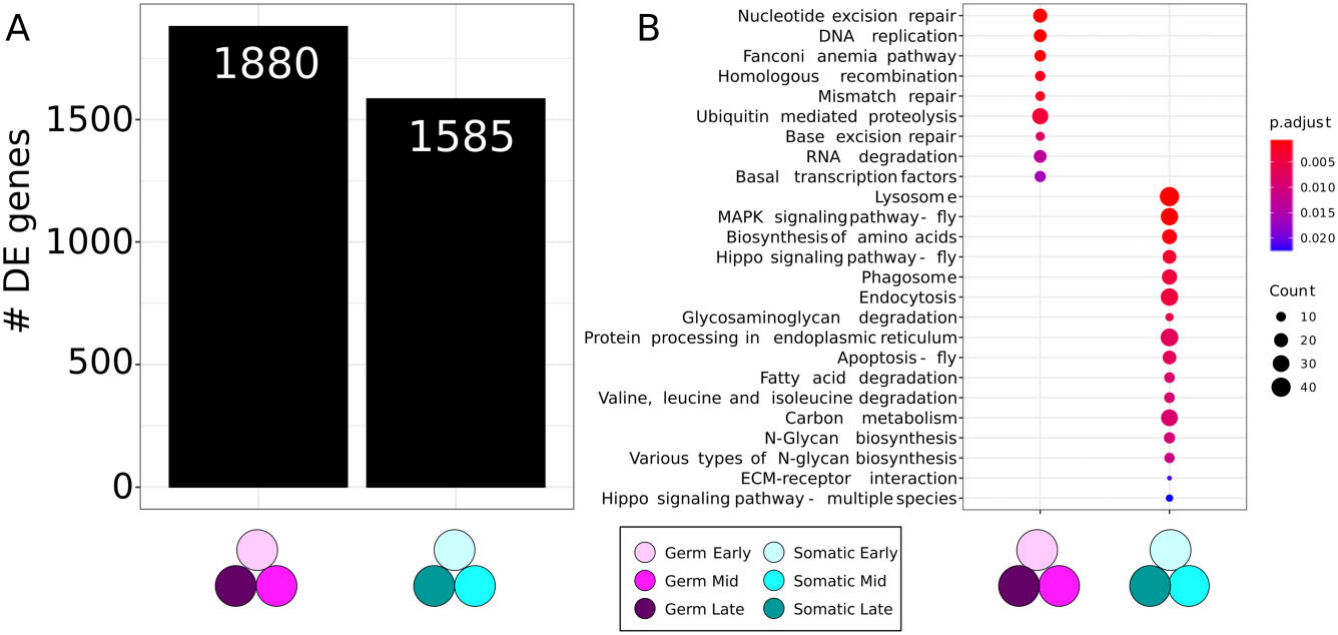
Transcriptomic differences between germ cells and somatic cells. (A) Number of significantly upregulated genes (adjusted *P*-value < 0.01) in germ cells and somatic cells. See Supplementary Table S4 for gene list. (B) Significantly enriched KEGG pathways (adjusted *P*-value < 0.05) within the upregulated genes of each cell type. The circle size is proportional to the number of differentially expressed genes that the indicated KEGG pathway contains, and the color gradient indicates the *P*-value.

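*AGO3*, *krimp*, *tej*, *aub*, *sunn*, *bgcn*, CG32814 and CG12851 were each higher in every germ cell library than in every somatic library. *tej* (FBgn0033921), on chromosome 2R from 14300103 to 14302353, had the smallest adjusted p of all genes, with 113 ± 29.6 CPM (SD, n = 9) in germ cells, 1.27 ± 0.677 CPM in somatic cells and a log2 fold change of 6.64 (adjusted p = 1.01e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 6.76 for *AGO3* (FBgn0250816), 7.33 for *krimp* (FBgn0034098), 7.50 for *aub* (FBgn0000146), 6.69 for *sunn* (FBgn0052088) and 6.22 for *bgcn* (FBgn0004581). It was 5.84 for CG32814, which the annotation places on chromosome X, and 5.83 for CG12851, which it places on chromosome 2R. Of these 8 genes, *aub* had the largest adjusted p, 1.78e-08 by edgeR.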

Among the 20 most significant genes (with the lowest adjusted *P*-value) overexpressed in germ cells relative to somatic cells, we detected known germ line-specific genes including piRNA biogenesis genes *Argonaute3 (AGO3)*, *krimper (krimp)*, and *tejas (tej)*, along with *Aubergine (aub)*, (Brennecke *et al.* 2007; Olivieri *et al.* 2010; Patil and Kai 2010; Sato *et al.* 2015), *sisters unbound (sunn)* (Krishnan *et al.* 2014)*, benign gonial cell neoplasm (bgcn)* (Ohlstein *et al.* 2000), and uncharacterized genes including *CG32814* and *CG12851* on chromosome 2R. 

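Among the genes higher in somatic cells, *Cyp4p2* (FBgn0033395, chromosome 2R from 9237512 to 9239831) had the smallest adjusted p, 9.38e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level was 118 ± 13.2 CPM (SD, n = 3) in early, 60.9 ± 14.8 CPM in mid and 35.6 ± 1.80 CPM in late somatic libraries, and 0 in 8 of the 9 germ cell libraries. *Cyp4p1* (FBgn0015037, chromosome 2R from 9240041 to 9242139) and CG42329 (FBgn0259229, chromosome 2L) had no counts in any germ cell library and were at least 1821-fold and at least 1663-fold higher in somatic cells, against a floor of 3 counts over the 9 germ cell libraries together. CG32581 (FBgn0052581, chromosome X) had 20.8 ± 4.27 CPM (SD, n = 9) in somatic and 0.0191 ± 0.0379 CPM in germ cell libraries. The adjusted p was 5.6e-08 for *Cyp4p1*, 4.99e-08 for CG42329 and 2.02e-07 for CG32581 by edgeR. The tissues came from crosses with different driver stocks, and in the whole ovaries of yet another stock, Oregon R, *Cyp4p2* was at 0.175%, 0.585% and 0.438% of its somatic level at early, mid and late. There, CG32581 had no counts, CG42329 was at no more than 0.385% and *Cyp4p1* at 46.7%, 84.4% and 4.76% of the somatic level.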

As for the somatic cells, the most significantly overexpressed gene relative to the germ cells is the cytochrome gene *Cyp4p2*, whose role is unknown in the ovary, followed by cytochrome *Cyp4p1* and the uncharacterized genes CG32581 and CG42329. Some genes known to play roles in the ovary were also among this group, including the regulator of the niche cells and ecdysone receptor *Taiman (tai)* (König *et al.* 2011), and the regulator of vitellogenesis *apterous (ap)* (Gavin and Williamson 1976).

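*tai* (FBgn0041092) had 203 ± 47.5 CPM (SD, n = 9) in somatic and 62.7 ± 12.4 CPM in germ cell libraries, and its level fell by 1.68 on the log2 scale from somatic to germ cells (adjusted p = 4.99e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ap* (FBgn0267978) had 84.1 ± 31.3 and 1.62 ± 1.43 CPM, a log2 fold change of -5.69 (adjusted p = 9.47e-06 by edgeR). For both genes, every somatic library lay above every germ cell library.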

### Temporally dynamic expression of genes previously studied in somatic ovary development

We explored the expression dynamics of some of the previously studied genes expressed in the *Drosophila* ovary. To our knowledge, temporal gene expression studies in the larval ovary for many of these genes have not yet been conducted.

First, we considered the temporal expression patterns of some adhesion proteins known to play a role in ovary development. *RanBPM* is an adhesion linker protein expressed in the germ line niche in the adult ovary (Dansereau and Lasko 2008). 

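*RanBPM* (FBgn0262114) lies on chromosome 2R from 10429708 to 10436581. In germ cell libraries its level was 253 ± 23.5 CPM (SD, n = 3) at early, 187 ± 68.3 CPM at mid and 226 ± 38.2 CPM at late, after scaling over the 18 libraries. In somatic libraries it was 206 ± 16.5, 240 ± 15.4 and 272 ± 8.77 CPM. The log2 fold change in germ cells was -0.45 from early to mid (adjusted p = 0.421) and 0.29 from mid to late (adjusted p = 0.799), and in somatic cells it was 0.21 (adjusted p = 0.327) and 0.20 (adjusted p = 0.319), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over both transitions together, it was 0.414 in somatic cells, without overlap of the early and late libraries (adjusted p = 0.0192 by edgeR and 0.00349 by DESeq2). From early to late, the change in germ cells differed from that in somatic cells by -0.57 on the log2 scale (adjusted p = 0.517 by edgeR). The germ cell change from early to mid was smaller than the spread among the mid replicates, which ranged from 117 to 253 CPM.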

In our dataset, we see opposing trends of expression levels in somatic and germ line tissues, such that in germ line tissue *RanBPM* expression decreases progressively from early to mid to late stages, while in the somatic tissue it increases from early to mid to late stages (Supplementary Figure S4A). Cofilin (encoded by the gene *twinstar*) is an adhesion protein required for terminal filament cell rearrangement during terminal filament morphogenesis, as well as for adult border cell migration (Chen *et al.* 2001). 

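*tsr* (FBgn0011726), which encodes cofilin, lies on chromosome 2R from 24044453 to 24046805. Its level was 950 ± 156 CPM (SD, n = 3) at early, 348 ± 118 CPM at mid and 474 ± 41.2 CPM at late in germ cells, and 785 ± 308, 503 ± 65.5 and 389 ± 95.5 CPM in somatic cells. In germ cells the log2 fold change was -1.45 from early to mid (adjusted p = 0.135) and 0.46 from mid to late (adjusted p = 0.555), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave an adjusted p of 4.81e-05 for the change from early to mid in germ cells, and edgeR gave 0.0033 without germ cell mid replicate 4. In somatic cells the log2 fold change was -0.65 (adjusted p = 0.158) and -0.35 (adjusted p = 0.435), all by edgeR, and the fall from early to late had an adjusted p of 0.0122 by edgeR and 0.00038 by DESeq2. The difference between the tissues in the change from early to late was 0.01 on the log2 scale (adjusted p = 1 by edgeR), and its sign changed by DESeq2 and with 4 of the 18 libraries left out in turn.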

Cofilin shows similar germ line and somatic cell expression trends, with higher levels at early stages that decrease progressively at mid and late stages (Supplementary Figure S4B).

We then looked at temporal expression of *RhoGEF64C* and *Wnt4*, genes involved in cell motility*.* RhoGEF64C is a small apically localized RhoGTPase that regulates cell shape and migration in the ovary (Simoes *et al.* 2006). In our datasets, we found *RhoGEF64C* expressed at higher levels in early and late stage somatic cells than at mid stages (Supplementary Figure S4C). 

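*RhoGEF64C* (FBgn0035574) lies on chromosome 3L from 4692783 to 4796253. Its level in somatic cells was 16.0 ± 10.6 CPM (SD, n = 3) at early, 2.48 ± 0.953 CPM at mid and 17.4 ± 2.10 CPM at late. The log2 fold change was -2.68 from early to mid (standard error 0.47, adjusted p = 0.00652) and 2.81 from mid to late (standard error 0.47, adjusted p = 0.00266), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All early and all late replicates lay above all mid replicates. The early replicates ranged from 7.96 to 28.1 CPM, and the adjusted p for early to mid was above 0.01 with 8 of the 9 libraries left out in turn, up to 0.0229 without mid replicate 1. That for mid to late was above 0.01 without mid replicate 2 (0.0129) and without mid replicate 3 (0.0128). By limma voom, the adjusted p was 0.0537 and 0.0346.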

*Wnt4* is involved in cell motility during ovarian morphogenesis (Cohen *et al.* 2002) and is expressed in the posterior terminal filaments and other somatic cell types of the third instar larval ovary (Slaidina *et al.* 2020). 

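*Wnt4* (FBgn0010453) lies on chromosome 2L from 7255419 to 7277171. Its level in somatic cells was 879 ± 58.8 CPM (SD, n = 3) at early, 804 ± 92.9 CPM at mid and 1198 ± 40.3 CPM at late. The log2 fold change from early to mid was -0.14 (adjusted p = 0.614) and from mid to late 0.60 (adjusted p = 0.011), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against the mean of early and mid, the log2 fold change at late was 0.53 (adjusted p = 0.00379 by edgeR). For the change from mid to late, DESeq2 gave an adjusted p of 1.57e-05, and all late replicates lay above all mid replicates.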

We found *Wnt4* to be expressed in lower levels in early and mid stages, with significantly increased expression in the late stage (Supplementary Figure S4D).

We also examined the temporal expression dynamics of a number of terminal filament cell-type-specific genes previously identified in a single cell sequencing study of the late third larval instar ovary (Slaidina *et al.* 2020). For example, *Diuretic hormone 44 receptor 2 (Dh442)* was identified as highly expressed in terminal filament cells (Slaidina *et al.* 2020). 

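*Dh44-R2* (FBgn0033744) lies on chromosome 2R from 12474424 to 12487986. Its level in somatic cells was 3.14 ± 0.777 CPM (SD, n = 3) at early, 8.26 ± 7.97 CPM at mid and 51.3 ± 8.22 CPM at late. The log2 fold change was 1.41 from early to mid (adjusted p = 0.192), 2.63 from mid to late (adjusted p = 0.02) and 4.04 from early to late (adjusted p = 0.00128), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mid mean rests on replicate 1 at 17.4 CPM, with the others at 4.98 and 2.46 CPM, and without it the log2 fold change from mid to late was 3.79 (adjusted p = 0.000206 by edgeR). DESeq2 gave an adjusted p of 1.52e-05 for the change from mid to late with all libraries.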

In our datasets, we observed a significant increase in expression levels only at the late stage relative to early and mid stage expression levels (Supplementary Figure S4E). Additional genes known to function in terminal filaments are *engrailed*, *invected*, *hedgehog*, and *patched* (Forbes *et al.* 1996; Besse *et al.* 2005; Bolívar *et al.* 2006; Saler *et al.* 2020). 

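*en* (FBgn0000577, chromosome 2R from 11524006 to 11528210) had 0.893 ± 0.810 CPM (SD, n = 3) at early, 2.90 ± 0.730 CPM at mid and 5.35 ± 0.378 CPM at late in somatic cells. Its paralog *inv* (FBgn0001269, chromosome 2R from 11474465 to 11509695) had 6.33 ± 3.12, 22.5 ± 4.38 and 26.6 ± 5.83 CPM. From mid to late, the log2 fold change was 0.90 for *en* (adjusted p = 0.656) and 0.27 for *inv* (adjusted p = 0.687), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From early to late, it was 2.58 for *en* (adjusted p = 0.0842) and 2.08 for *inv* (adjusted p = 0.000691), by edgeR.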

In our datasets, we observed *engrailed* and its paralog *invected* expressed at lowest levels at the early stage, showing a progressive increase in expression levels from mid to late stages (Supplementary Figure S4, F and G). Interestingly, *invected*, but not *engrailed*, showed significant differential expression between early and mid stages. 

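From early to mid, the log2 fold change in somatic cells was 1.81 for *inv* (standard error 0.34, adjusted p = 0.0102) and 1.68 for *en* (standard error 1.06, adjusted p = 0.391), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p of *inv* fell below 0.01 with DESeq2 size factors in edgeR (0.00929), without the filter on low counts (0.00243) and by DESeq2 (3.15e-05), and was above 0.01 with 8 of the 9 libraries left out in turn, but 0.00391 by edgeR without early replicate 1. The difference between the 2 genes was not tested.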

The genes *patched* and *hedgehog* also showed significant increase from early to mid stage (Supplementary Figure S4, H and I).

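In somatic cells, *ptc* (FBgn0003892, chromosome 2R from 8649649 to 8665223) had 412 ± 76.0 CPM (SD, n = 3) at early, 801 ± 32.9 CPM at mid and 1048 ± 149 CPM at late. *hh* (FBgn0004644, chromosome 3R from 23128169 to 23141906) had 50.6 ± 23.1, 119 ± 21.9 and 93.4 ± 9.79 CPM. From early to mid, the log2 fold change was 0.95 for *ptc* (standard error 0.16, adjusted p = 0.00574) and 1.23 for *hh* (standard error 0.27, adjusted p = 0.0227), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave *hh* an adjusted p of 0.00037, and edgeR gave 0.00139 without early replicate 1. The adjusted p of *ptc* rose above 0.01 with 6 of the 9 libraries left out in turn, up to 0.0268. From mid to late, the log2 fold change was 0.41 for *ptc* (adjusted p = 0.106) and -0.33 for *hh* (adjusted p = 0.483), by edgeR.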

Finally, we considered members of the fibroblast growth factor (FGF) signaling pathway, which controls sheath cell proliferation in the pupal ovary (Irizarry and Stathopoulos 2015). 

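From early to mid in somatic cells, the log2 fold change was 4.24 for *ths* (standard error 0.70, adjusted p = 0.0152), 5.07 for *stumps* (standard error 1.53, adjusted p = 0.106) and 0.73 for *htl* (standard error 0.15, adjusted p = 0.0144), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From mid to late, it was 2.39 for *ths* (adjusted p = 0.0461), 4.34 for *stumps* (adjusted p = 0.0907) and 0.66 for *htl* (adjusted p = 0.0128), by edgeR. The adjusted p by DESeq2 was 1.82e-07 and 0.00489 for *ths*, 0.0108 and 0.022 for *stumps* and 0.00059 and 0.00143 for *htl*. The difference between the transitions, as the change from mid to late minus that from early to mid, was -1.86 for *ths* (adjusted p = 0.533), -0.74 for *stumps* (adjusted p = 0.944) and -0.075 for *htl* (adjusted p = 0.953), by edgeR. Without somatic mid replicate 1, the difference was -0.57 for *ths* and 4.36 for *stumps*, and the adjusted p of *stumps* from mid to late was 0.00961 by edgeR. Without early replicate 1, that of *ths* was 0.0027 from early to mid and 0.00964 from mid to late, and without early replicate 2 that of *htl* from mid to late was 0.00547, by edgeR.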

Three key genes of this pathway, the FGF ligand *thisbe*, the FGF scaffolding protein *stumps* and the upstream FGF signaling activator *heartless*, show significantly higher differential expression levels at early to mid stages than at mid to late stages (Supplementary Figure S4, J–L). These temporal profiles add to our understanding of the roles of these genes in ovarian morphogenesis by suggesting distinct putative critical regulatory periods for different genetic pathways.

### Functional enrichment analysis of differentially expressed genes in somatic and germ line tissues across all stages

To gain insight into the general functional categories of genes likely involved in ovarian germ cell and somatic behaviors during terminal filament development, we performed a GO enrichment analysis of the biological processes (BPs) of differentially expressed genes across cell types and developmental stages (Ashburner *et al.* 2000). We found 31 level four GO-terms enriched (adjusted *P*-value < 0.05) within the upregulated genes in germ cells, and 188 level four GO-terms enriched in the upregulated genes in somatic cells (Supplementary Figure S5). This analysis highlighted clear differences in the biological functions performed by the genes expressed in each tissue. The GO-terms enriched in the germ cells are primarily related to meiotic processes (9/31 contain the words “meiosis” or “meiotic”), chromosome stability (6/31 contain the words “chromosome” or “karyosome”) and cell cycle (12/31 contain “cell cycle”). In contrast, the GO-terms enriched in the somatic cells are principally related to cellular response (21/188 contain “response”), development (18/188), growth (16/188), morphogenesis (10/188), cell migration (6/188 contain the word “migration”), and signaling pathways (6/188).

To complement this GO enrichment analysis, we performed a KEGG pathway enrichment analysis on the same cell-type-specific overexpressed genes. The KEGG pathway database is a manually curated database of molecular interactions used to study enrichment of genetic regulatory pathways in gene lists (Kanehisa and Goto 2000). With this analysis, we identified nine KEGG pathways significantly enriched in the germ cells, and 16 significantly enriched pathways in the somatic cells (adjusted *P*-value < 0.05) (Figure 4B). The KEGG pathways enriched in the germ cells are generally related to meiosis and genome protection, while upregulated genes in the somatic cells are enriched for pathways involved in cell proliferation and cell death, including the previously identified *Hippo* (Barry and Camargo 2013; Sarikaya and Extavour 2015; Zheng and Pan 2019) and *MAPK* (Shaul and Seger 2007) signaling pathways.

### Stage- and tissue-specific differential gene expression analysis

To explore the functions of the stage-specific upregulated genes in each tissue type, we performed a DE analysis of somatic and germ line tissue at each of the three stages (Supplementary Figure S6 and Table S5) and then performed a GO analysis of biological functions and KEGG pathway enrichment analysis on the six sets of differentially expressed genes (upregulated at early, mid, and late stages in germ and somatic cells). 

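At each stage, the 3 germ cell libraries were compared with the 3 somatic libraries in the fit of all 18. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 539 genes differed at early (363 higher in germ cells), 840 at mid (436 higher) and 881 at late (550 higher) at an adjusted p under 0.01. DESeq2 called 1784, 2050 and 1920 genes, and limma voom 1520, 1141 and 1084. With the 6 libraries of a stage fitted alone, edgeR called 181 genes at early, 40 at mid and 3302 at late. The count at late was 314 without somatic late replicate 3 and 1528 without germ cell mid replicate 4. Among the genes higher in somatic cells with the smallest adjusted p, *Oseg5* (FBgn0032891) had 122 ± 11.3 against 16.0 ± 1.92 CPM at early (SD, n = 3), *mRpL43* (FBgn0034893) 10.7 ± 1.74 against 0.0127 ± 0.0219 CPM at mid and *hid* (FBgn0003997) 275 ± 48.3 against 46.7 ± 6.91 CPM at late. *c(3)G* (FBgn0000246) was among those higher in germ cells at late, with 314 ± 70.9 against 11.1 ± 1.43 CPM. In germ cells, *mRpL43* lay between 7.95 and 10.5 CPM at early and between 5.49 and 9.63 CPM at late. Its difference at mid thus rests on its near absence from the germ cell libraries of mid. These had the lowest cDNA concentrations, and a loss of transcripts there was not excluded.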

The GO enrichment analysis of the genes differentially expressed in somatic cells over time (Supplementary Figure S6, A–C) revealed that four key BPs are consistent throughout all three stages including the mid stage, which has the smallest number of differentially expressed genes across stages. Specifically, these are the GO terms taxis, cell growth, actin filament-based process, and cell adhesion. At early and late stages, we additionally observe many key BPs related to morphogenesis in the somatic cells, including cell proliferation, differentiation, and migration.

To obtain a finer-grained view of the dynamic regulation of ovary development during terminal filament formation, we also performed DE analysis and functional enrichment analysis of somatic and germ line tissue types at each of the three stages. In the somatic cells, the number of differentially expressed genes between the early and mid stages (867 genes) is lower than between the mid and late stages (1404 genes) (Figure 5A; Supplementary Table S6). 

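In somatic cells, 189 genes changed from early to mid (89 higher, 100 lower at mid) and 651 from mid to late (306 higher, 345 lower at late) at an adjusted p under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 867 and 1412 genes, with all 189 and 651 among them. By limma voom, the counts were 298 and 403. With all 18 libraries in 1 fit, edgeR called 18 and 82. The count from early to mid was 66 without mid replicate 1, and that from mid to late was 218 without mid replicate 2. Among the genes with the smallest adjusted p from early to mid, *Fas3* (FBgn0000636, chromosome 2L) rose to 105 ± 7.58 CPM (SD, n = 3) from 42.9 ± 2.12 CPM, and *egr* (FBgn0033483) had a log2 fold change of -3.13 (adjusted p = 0.000557 for both by edgeR). From mid to late, *drl* (FBgn0015380) rose from 16.7 ± 5.39 to 94.5 ± 9.57 CPM and *fru* (FBgn0004652) fell from 318 ± 44.7 to 40.0 ± 7.78 CPM (adjusted p = 9.07e-05 and 1.19e-05 by edgeR).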

To identify genes with stage-specific upregulation, we compared each stage to the other two stages. We identified a higher number of stage-specific upregulated genes in early stages (1227) and late stages (1409) than at mid stages (139) (Figure 5B; Supplementary Table S7).

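Compared with the mean of the other 2 stages, 870 genes were higher at early, 20 at mid and 1079 at late in somatic cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.01. DESeq2 gave 1238, 139 and 1426 genes and limma voom 759, 10 and 988. The number at mid was 44 without the filter on low counts and ranged from 6 to 29 with each library left out in turn. The genes with the smallest adjusted p were *TM4SF* (FBgn0020372) at early, with 212 ± 32.9 CPM (SD, n = 3), CG15611 (FBgn0034194) at mid, with 59.6 ± 4.05 against 23.9 ± 22.7 CPM in the 6 other libraries, and CG5292 (FBgn0038491) and *Fas3* at late, with 91.0 ± 17.6 against 16.7 ± 5.48 CPM and 176 ± 3.81 against 73.9 ± 34.3 CPM.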

**Figure 5:**
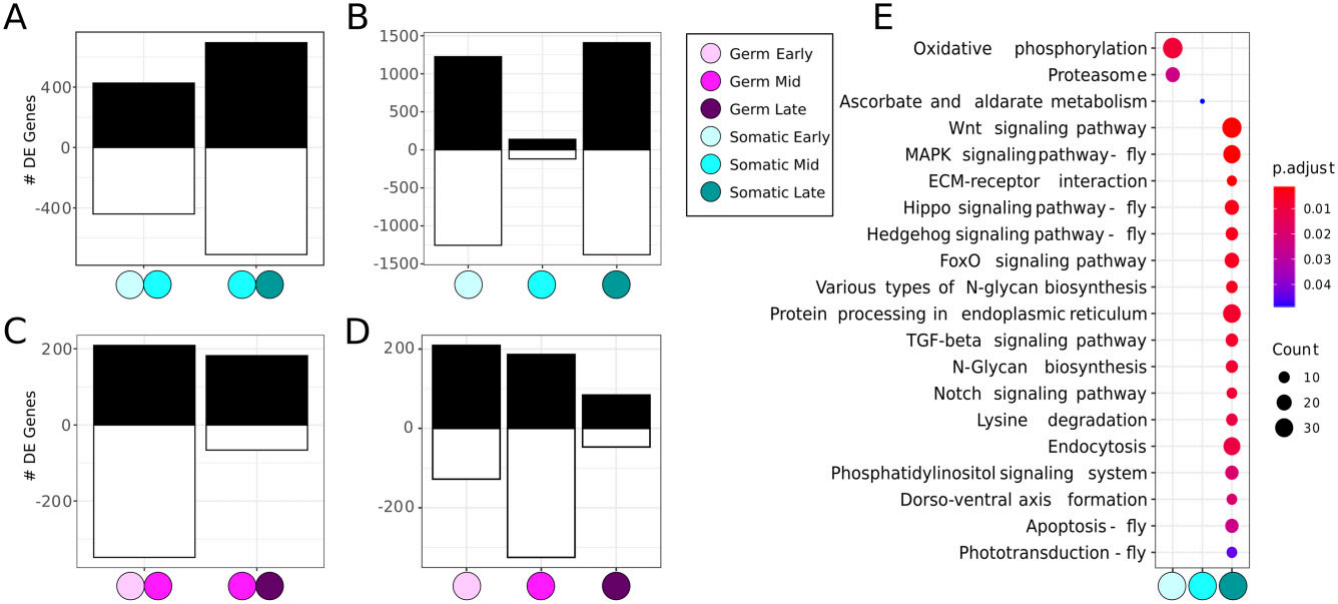
Cell type-specific DE analysis. (A) Number of differentially expressed genes (adjusted *P*-value < 0.01) upregulated (black) and downregulated (white) in somatic cells between early and mid, and between mid and late stages. See Supplementary Table S6 for gene list. (B) Number of differentially expressed genes (adjusted *P*-value < 0.01) upregulated (black) and downregulated (white) in somatic cells at each stage compared to the two other stages. See Supplementary Table S7 for gene list. (C) Number of differentially expressed genes (adjusted *P*-value < 0.01) upregulated (black) and downregulated (white) in germ cells between early and mid, and between mid and late stages. See Supplementary Table S8 for gene list. (D) Number of differentially expressed genes (adjusted *P*-value < 0.01) upregulated (black) and downregulated (white) in germ cells at each stage compared to the two other stages. See Supplementary Table S9 for gene list. (E) Significantly enriched (adjusted *P*-value < 0.05) KEGG pathways within the upregulated genes at each somatic stage. Circle size is proportional to the number of differentially expressed genes it contains, and the color gradient indicates the *P*-value.

The germ cells, in general, display fewer differentially expressed genes between stages than the somatic cells. 

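In germ cells, 0 genes passed an adjusted p of 0.01 from early to mid and 0 from mid to late by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with smallest adjusted p of 0.0165 and 0.279. At an unadjusted p under 0.05, edgeR counted 1940 and 1203 of the 10340 genes. limma voom called 0 genes at both transitions, and DESeq2 called 549 and 247. In data simulated on the germ cell libraries from early to mid with 200 changed genes, edgeR recovered 16.7% of the genes changed 4-fold, against 60.2% in data simulated on the somatic libraries. Without germ cell mid replicate 4, edgeR called 485 genes from early to mid and 0 from mid to late. The mid replicates kept, 1 and 3, had estimated shares of somatic RNA of 47.9% and 31.0%, against 11.6% in replicate 4. A part of somatic RNA in these calls was not excluded. In the fit of all 18 libraries, which gives both tissues 1 estimate of the spread, edgeR called 61 and 27 genes in germ cells, and 1399 and 607 without germ cell mid replicate 4, a fit chosen after seeing the values. The common biological coefficient of variation over all 18 libraries, 0.771, lay below the 0.842 of germ cells alone, which favours calls in germ cells.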

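The 549 genes that DESeq2 called in germ cells from early to mid comprised 204 higher and 345 lower at mid, and the 247 from mid to late comprised 182 higher and 65 lower at late. The median absolute log2 fold change over all genes was 0.62 from early to mid and 0.49 from mid to late by edgeR. When the 6 germ cell libraries of early and mid were divided into 3 and 3 in the 9 other possible ways, DESeq2 called a median of 123 and at most 217 genes. For mid and late, the median was 29 and the largest count 131.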

From early to mid stages there are twice as many differentially expressed genes (557 genes) as from mid to late stages (248 genes) (Figure 5C; Supplementary Table S8). 

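Of the stage-specific genes in germ cells, edgeR called 1 as higher at early, 0 at mid and 0 at late at an adjusted p under 0.01, and limma voom 1, 1 and 0. DESeq2 called 209, 186 and 85. At an unadjusted p under 0.05, edgeR counted 1469, 1688 and 734 genes in either direction. The gene called by edgeR at early, singled out after its values were seen, is the ribosomal RNA pseudogene 28SrRNA-Psi:CR45851 (FBgn0267511), with 122 ± 35.5 CPM (SD, n = 3) at early and no counts at mid and late, at least 2625-fold higher at early than at mid against a floor of 3 counts over the 3 mid libraries (adjusted p = 0.00209 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 4 of the 9 libraries left out in turn, its adjusted p by edgeR was above 0.01, up to 0.0576 without early replicate 3. This pseudogene had 9302 CPM in somatic early replicate 2 and no counts in the other 8 somatic libraries. Without germ cell mid replicate 4, edgeR called 103 genes as higher at early and 223 at mid.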

In terms of stage-specific upregulated genes, the highest number of such genes is found at early stages (209), followed by mid (186), and late (84) stages (Figure 5D; Supplementary Table S9). The 1227, 139, and 1409 genes found upregulated at early, mid, and late stages, respectively of somatic tissue were enriched for two KEGG pathways at early stages, one at mid stage and 17 in late stages (Figure 5E). This analysis allowed us to pinpoint the stage(s) at which specific pathways were enriched in somatic cells relative to germ cells, which included apoptosis, Hippo signaling, and MAPK signaling. In addition, we detected some signaling pathways enriched only in somatic cells at late stages, such as the *Hedgehog*, *FoxO*, and *Notch* pathways (Figure 5E).

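KEGG gene lists were not used here, and lists of genes by symbol stood for some of the pathways. Against mid and late, 32 of 35 proteasome subunit genes and 59 of 66 nuclear genes of oxidative phosphorylation were higher in early somatic libraries, with median log2 fold changes of 0.51 and 0.67. Individually, 12 and 26 of them were called by edgeR over all genes tested, and 16 and 27 when adjusted over the list alone. The lists thus held more early-specific genes than the 870 of 9931 tested (Fisher's exact test, two-sided, adjusted p = 9.48e-05 and 9.84e-11). camera, with a preset correlation between genes of 0.01, gave adjusted p of 1.55e-05 and 1.39e-09 over the 8 lists tested. Of the 6 lists that camera called over the 8, the Notch, Hedgehog and TGF-beta lists were also under 0.01 by fry, the ribosomal protein, proteasome and oxidative phosphorylation lists were not, and none was when camera estimated the correlation.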

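A list of 12 Hedgehog pathway genes was higher in late somatic libraries than in early and mid, with a median log2 fold change of 0.52 and 11 genes above 0 (camera, adjusted p = 0.00041). Of these, 6 were called individually by edgeR, also when adjusted over the list alone, against 1079 of all 9931 genes. The largest log2 fold change was that of *boi* (FBgn0040388), with 574 ± 38.4 CPM at late (SD, n = 3) against 153 ± 128 CPM in the 6 other libraries (log2 fold change 2.24, adjusted p = 0.000635 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *smo* (FBgn0003444) had a log2 fold change of 1.06 (adjusted p = 0.000244) and *hh* of 0.28 (adjusted p = 0.405), by edgeR. FoxO pathway genes were not analysed here.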

Given the known role of the Hippo pathway in cell proliferation (Wu *et al.* 2003; Huang *et al.* 2005; Barry and Camargo 2013), and specifically in terminal filament cell and terminal filament number regulation (Sarikaya and Extavour 2015), we proceeded to analyze the expression patterns of the genes belonging to the core Hippo signaling pathway. 

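In somatic cells, *hpo* (FBgn0261456) had 114 ± 7.91 CPM (SD, n = 3) at early, 131 ± 8.97 CPM at mid and 149 ± 6.02 CPM at late, *sav* (FBgn0053193) had 30.7 ± 4.01, 32.4 ± 3.77 and 32.8 ± 3.92 CPM, and *wts* (FBgn0011739) had 88.0 ± 15.9, 146 ± 15.4 and 226 ± 39.1 CPM. *mats* (FBgn0038965) had 74.1 ± 3.58, 87.6 ± 4.49 and 92.5 ± 12.9 CPM, *yki* (FBgn0034970) had 19.0 ± 4.56, 24.0 ± 1.03 and 29.6 ± 3.97 CPM, and *Rae1* (FBgn0034646) had 46.1 ± 5.96, 28.9 ± 4.04 and 23.0 ± 5.02 CPM. From early to late, the log2 fold change was 1.37 for *wts* (adjusted p = 0.000139) and -0.99 for *Rae1* (adjusted p = 0.00291), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.40 for *hpo* (adjusted p = 0.0206), 0.65 for *yki* (adjusted p = 0.0332), 0.33 for *mats* (adjusted p = 0.068) and 0.10 for *sav* (adjusted p = 0.707), by edgeR, and DESeq2 gave *hpo* an adjusted p of 0.00335. The early to late change of *sav* was -0.01 without somatic early replicate 3, and the adjusted p of *Rae1* rose above 0.01 with 4 of the 9 libraries left out in turn, up to 0.014. The 6 genes as a list had a median log2 fold change of 0.26 at late against the other stages (camera, adjusted p = 0.279, and by fry 0.00736).

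**Figure D2:**
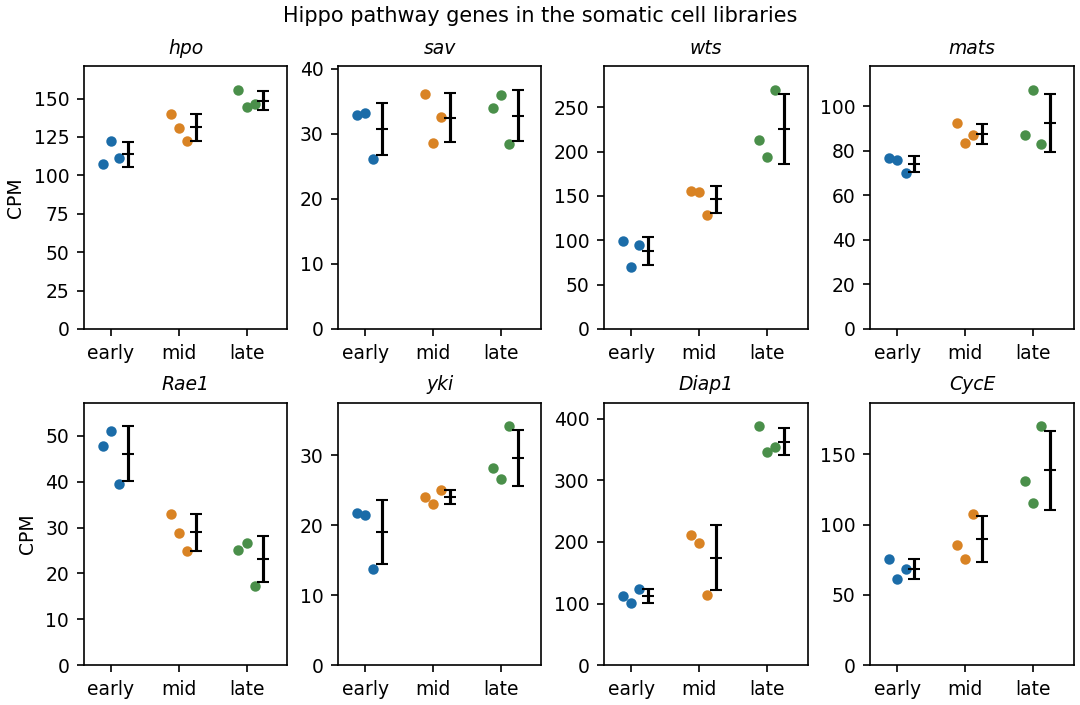
Levels of Hippo pathway genes, *Diap1* and *CycE* in the somatic libraries by stage, in CPM scaled over the 18 sorted libraries. Points are replicates and bars give the mean and SD of the 3. *wts* lies highest at late and *Rae1* highest at early, and the replicates of *sav* overlap between all stages.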

We found that most Hippo pathway core genes display increasing expression levels from early to mid to late stages, with the exception of the expression of the core gene *Rae1*, which progressively decreases in expression level from early to late stages (Supplementary Figure S7).

In the germ cells, across stages we find fewer processes directly involved in development and morphogenesis, with GO categories belonging to meiosis and cell cycle (Supplementary Figure S6). Among the 209, 186, and 84 upregulated genes in germ cells at early, mid, and late stages respectively, only one KEGG pathway (Ribosome) and one BP GO-term (cytoplasmic translation) were found significantly enriched at early stages. 

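Genes of cytosolic ribosomal proteins, taken by symbol, were higher in the early than in the mid and late germ cell libraries for 81 of 90 genes tested, with a median log2 fold change of 0.81 and a mean of 0.69 (camera, adjusted p = 2.23e-26). This p rests on a preset correlation between genes of 0.01. The adjusted p was 0.157 when camera estimated the correlation and 0.0128 by fry. In 3 of 100 divisions of these libraries, the real one included, the camera p was as small, and its median over the others was 0.00186. No gene of the list was called individually by edgeR over all genes tested, where 1 gene was called at all, and 21 were called when adjusted over the list alone. DESeq2 called 22. Because of the single call, the overlap with the early-specific genes (Fisher's exact test, adjusted p = 1) could show no enrichment.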

No such enrichment was detected at mid stages, and three KEGG pathways were enriched at late stages (Supplementary Figure S8).

### Uncharacterized genes

The detection of uncharacterized genes among the top differentially expressed genes in germ cells drove us to ask if there were any differences in the proportion of uncharacterized genes in each set of differentially expressed genes. We found that in the genes significantly upregulated in somatic cells compared to germ cells, 29.15% are categorized as “uncharacterized proteins” in FlyBase (Larkin *et al.* 2021), while within the significantly upregulated genes in germ cells, the proportion of uncharacterized genes was 39.10%. 

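Genes were counted as uncharacterized when their symbol consists of CG or CR and digits, since a gene name was at hand for only 74.6% of the genes higher in somatic cells. Of the 1429 genes higher in germ cells by edgeR, 528 or 36.9% were uncharacterized (95% Clopper-Pearson interval 34.4% to 39.5%). Of the 1415 genes higher in somatic cells, 411 or 29.0% were (interval 26.7% to 31.5%). The difference of 7.9 percentage points had p = 7.88e-06 (Fisher's exact test, two-sided). Among all 11243 genes tested, the share was 36.2%, close to that of the germ cell genes. With the genes called by DESeq2, the shares were 39.1% and 29.4%.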

Within the stage-specific upregulated genes, the proportion of uncharacterized genes remained constant (between 28.96% and 29.63%) in somatic cells, while in germ cells it increased from 29.08% in early stages, to 34.83% in mid stages, and to 37.40% in late stages (Supplementary Figure S9).

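Among the somatic stage-specific genes of edgeR, 32.5% of 870 were uncharacterized at early (95% Clopper-Pearson interval 29.4% to 35.8%), 35.0% of 20 at mid (15.4% to 59.2%) and 24.8% of 1079 at late (22.3% to 27.5%), so that the intervals of early and late did not overlap. With the genes called by DESeq2, the shares were 31.5%, 33.8% and 25.6%. In germ cells, where edgeR called 1 stage-specific gene, the shares were taken from the DESeq2 calls, at 34.9% of 209 at early (28.5% to 41.8%), 30.1% of 186 at mid (23.6% to 37.2%) and 42.4% of 85 at late (31.7% to 53.6%). All 3 intervals overlapped in germ cells.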

### Expression of cell type-specific markers

A previous single cell RNA-sequencing dataset of the late third stage larval ovary (Slaidina *et al.* 2020) identified transcriptional profile clusters interpreted as indicative of cell types, and suggested gene markers associated with each cell type. To determine whether the cell types identified at this late stage might also be present at earlier developmental stages than those previously assessed, we examined the expression levels of those suggested markers across our datasets. As expected, the majority of the germ cell markers are highly expressed in our germ cell libraries and expressed only at low levels in the somatic cells (Supplementary Figure S10). Among the somatic markers detected in our somatic tissue libraries, we do not observe any particular temporal expression pattern specific to a given somatic cell type. Nevertheless, we clearly distinguish two groups of somatic markers (Supplementary Figure S11). One group is composed of somatic markers whose expression levels are highest at early and mid stages, and decay at the late stage, and a larger group of makers that are less strongly expressed at early stages, show increased expression at the mid stage, and show the highest expression at late stages. By contrast, the germ cell markers detected in our germ cell libraries do not display any clear temporal expression pattern. Instead, most of these genes were expressed at similar levels across the three studied stages (Supplementary Figure S12). This is consistent with our previous observations that the germ line dataset is not enriched for any signaling pathway directly implicated in development during these three time points (Supplementary Figure S6).

## Discussion

### Temporal gene expression during ovary morphogenesis

We systematically staged and sequenced entire larval ovaries to generate a gene expression dataset during terminal filament formation. We then separated somatic and germ line tissues during these stages and generated tissue-specific transcriptomes. While the development of the *Drosophila* ovary has been studied for the last several decades, and progress has been made in identifying the roles of some signaling pathways in its morphogenesis (Cohen *et al.* 2002; Besse *et al.* 2005; Gilboa and Lehmann 2006; Gancz *et al.* 2011; Gancz and Gilboa 2013; Matsuoka *et al.* 2013; Gilboa 2015; Irizarry and Stathopoulos 2015; Lengil *et al.* 2015; Mendes and Mirth 2016; Panchal *et al.* 2017) to our knowledge, there are no publicly available transcriptomes of larval ovaries of *Drosophila* across developmental time. Recent articles have reported single cell RNA-sequencing for *Drosophila* ovaries, focusing either on a single larval time point or on adult ovaries (Jevitt *et al.* 2020; Rust *et al.* 2020; Slaidina *et al.*^2020^, ^2021^). Our stage and tissue-type specific data thus represent a valuable complementary transcriptomic resource on the morphogenesis of the larval ovaries of *Drosophila*, a complex process that ultimately influences reproductive capacity.

### Differential gene expression across developmental stages of the larval ovary

Both the whole ovary datasets and the somatic tissue datasets show increased numbers of differentially expressed genes from the mid to late stage transition, and in the late stage of terminal filament formation in the larval ovary (Figures 2D and 5A). In contrast, germ cells show higher numbers of differentially expressed genes in the early-to-mid stage transition, and in the early stages. 

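Of the 9057 genes tested in both whole ovaries and somatic cells, 365 were called in both from mid to late, where 89.5 would be shared by chance, and 364 of them changed in the same direction. From early to mid, 11 were called in both, all in the same direction, against 1.59 by chance. Genes are not independent of each other, so these numbers have no p.

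**Figure D3:**
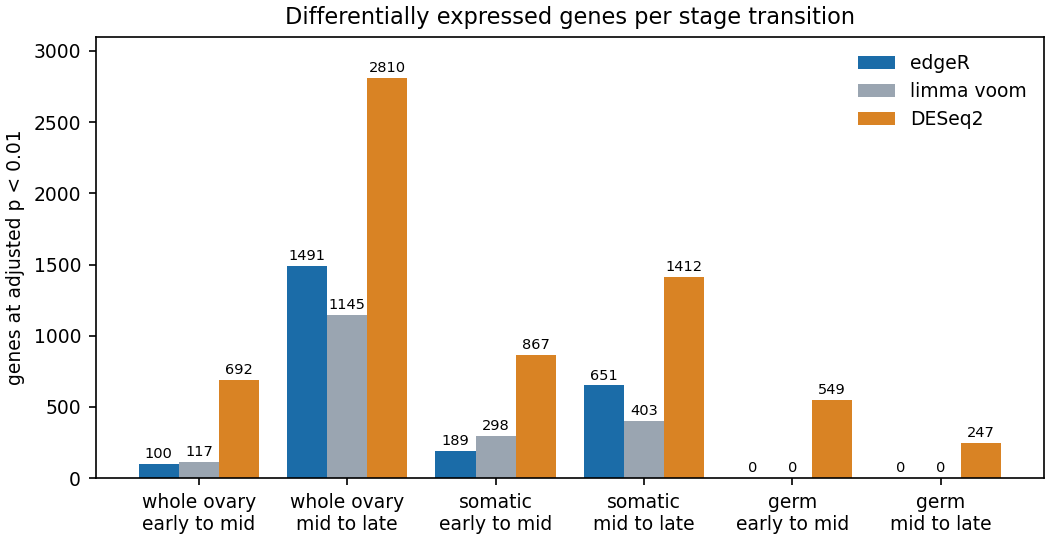
Number of genes at an adjusted p under 0.01 for each stage transition in whole ovaries, somatic cells and germ cells, by edgeR, limma voom and DESeq2. In whole ovaries and somatic cells the bars are higher from mid to late than from early to mid by each tool, and in germ cells edgeR and limma voom call 0 genes at both.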

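Whether a gene changed differently in the tissues was tested in the fit of the 18 libraries. From early to mid, 4 genes changed differently in germ cells and somatic cells, and from mid to late 31 genes, at an adjusted p under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 418 and 555 genes and limma voom 42 and 6. The 4 genes, named after their values were seen, are *mRpL43*, *ND-13B* (FBgn0047038), CG31075 (FBgn0051075) and CG31812 (FBgn0051812). *ND-13B* and CG31812 had no counts in the 3 germ cell libraries of mid and were at least 329-fold and at least 163-fold higher in those of early, against a floor of 3 counts over the 3 libraries, and *mRpL43* had a total of 1 count at mid. These folds cover counting error only, and not transcripts lost in the germ cell libraries of mid, which were made from little cDNA. CG31075 was between 1.73 and 2.99 CPM in early and between 15.9 and 24.9 CPM in mid somatic libraries, and between 20.7 and 35.0 CPM in early and mid germ cell libraries together.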

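From mid to late, the log2 fold changes of whole ovaries were compared with those of the sorted tissues across the 8832 genes tested in all 3 datasets. Across genes, which are not independent replicates, Spearman's rho was 0.627 with somatic cells and -0.0491 with germ cells. Pearson's r was 0.575 and 0.0782. From early to mid, rho was 0.0561 with somatic cells and -0.162 with germ cells. With log2 fold changes from DESeq2, rho from mid to late was 0.412 with somatic cells.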

The similarity in differentially expressed gene numbers and signaling pathways in the whole ovary and somatic cell datasets suggests that because the somatic cells are higher in number than the germ cells (Supplementary Figure S2), their transcriptomes dominate the whole-ovary transcriptomes derived from late stages of larval ovary development. Further functional enrichment analyses of somatic and germ line tissue revealed that distinct functions and pathways likely operate in these two cell types during larval ovary development.

It is possible that germ cells may be especially sensitive to DNA damage given their role in propagating genetic material, which we speculate may explain the enrichment of processes related to nucleotide replication, recombination and repair in our analysis of the differentially expressed genes in germ cells (Figure 4B, Supplementary Figure S5). Similarly, we observed many genes of the piRNA pathway (*e.g.*, *AGO3*, *aub*, *krimp*, and *tej*), which protect the genome from transposable elements (Supplementary Table S5) (Sato and Siomi 2020) among the top significantly enriched genes in germ cells. On the other hand, the somatic tissue is enriched for different signaling pathways including Hippo, MAPK, and apoptosis (Figure 5E, Supplementary Figure S6), which are known to play a role in either larval or adult ovary morphogenesis (Lynch *et al.* 2010; Khammari *et al.* 2011; Elshaer and Piulachs 2015; Sarikaya and Extavour 2015). 

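Stage by stage, *AGO3* had 487 ± 63.2 CPM (SD, n = 3) in germ cell and 5.15 ± 1.28 CPM in somatic libraries at early and 1275 ± 788 against 7.52 ± 2.16 CPM at mid. *tej* had 132 ± 22.6 against 0.502 ± 0.0641 CPM at late, a log2 fold change of 8.02 (adjusted p = 1.38e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and log2 fold changes of 5.95 at both early and mid. Over all stages, *aub* had 564 ± 143 CPM (SD, n = 9) in germ cell and 3.68 ± 3.44 CPM in somatic libraries, and *krimp* 183 ± 62.2 and 1.17 ± 0.602 CPM.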

The observation of a higher number of uncharacterized genes in the germ line tissue datasets (Supplementary Figure S9) highlights the importance of future functional characterization of these genes to understand their possible roles in germ line gene regulation.

### Cell adhesion and migration during ovary morphogenesis

We assessed the temporal dynamics of genes expressed in specific cell types during development to serve as generators of new hypotheses to understand the role of genes and pathways during morphogenesis. *RhoGEF64C* is a RhoGTPase with some role in regulating control cell shape changes that lead to epithelial cell invagination (Simoes *et al.* 2006; Toret and Le Bivic 2021). In a genome-wide association study on ovariole number phenotypes in natural populations of *Drosophila*, *RhoGEF64C* driven in somatic tissue had a significant effect on adult ovariole number (Lobell *et al.* 2017). The significant increase in expression of *RhoGEF64C* we observed in early and late stages (Supplementary Figure S4C) suggests its role in somatic cell shape and migration in both early and late stages.

GO-terms related to cell adhesion, motility and taxis were enriched in all three stages in somatic cells (Supplementary Figure S6). Previous studies have shown signaling pathways involved in ovary development to affect cell adhesion and migration processes (Cohen *et al.* 2002; Li *et al.* 2003; Besse *et al.* 2005; Lai *et al.* 2017). Migratory events in mid to late stages of the larval ovary have been described for two ovarian cell types, swarm cells and sheath cells (Sahut-Barnola *et al.*^1995^, ^1996^; Green and Extavour 2012; Slaidina *et al.* 2020). The increased number of differentially expressed genes that correspond to the processes of cell migration and adhesion may be due to the migratory events in the mid to late stages of larval ovary morphogenesis.

The FGF signaling pathway supports terminal filament cell differentiation in the early larval stages through the ligand *thisbe (ths)* and the upstream activator *heartless (htl)*, and also controls sheath cell proliferation in late larval and pupal stages (Irizarry and Stathopoulos 2015). 

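In somatic cells, *ths* (FBgn0033652, chromosome 2R from 11756817 to 11814424) had 6.76 ± 5.18 CPM (SD, n = 3) at early, 129 ± 81.0 CPM at mid and 666 ± 213 CPM at late. *stumps* (FBgn0020299, chromosome 3R from 14577217 to 14608079) had 0.948 ± 0.969, 33.8 ± 48.4 and 679 ± 173 CPM, and *htl* (FBgn0010389, chromosome 3R from 18045216 to 18052984) had 31.6 ± 5.37, 52.8 ± 1.08 and 82.1 ± 3.28 CPM. For all 3 genes, the replicates of consecutive stages did not overlap. The mid level of *stumps* rests on replicate 1 at 89.6 CPM, with the others at 6.27 and 5.37 CPM. From early to late, the log2 fold change was 6.63 for *ths* (adjusted p = 0.000614), 9.41 for *stumps* (adjusted p = 0.00735) and 1.39 for *htl* (adjusted p = 5.22e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

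**Figure D4:**
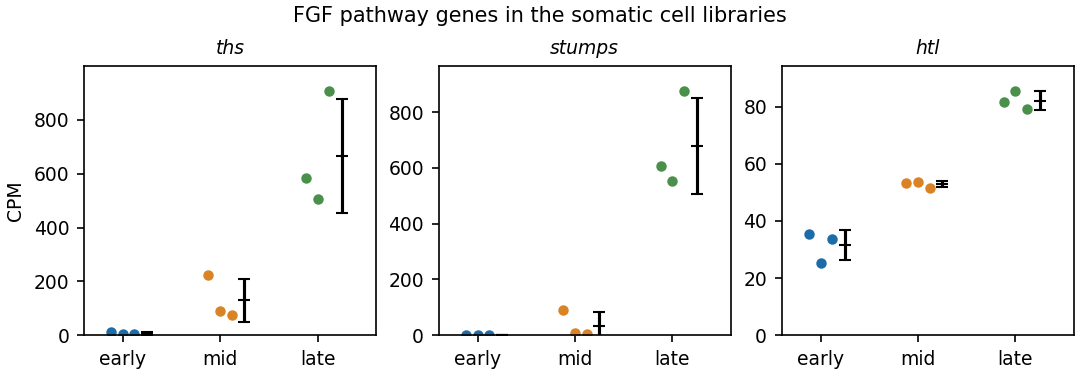
Levels of *ths*, *stumps* and *htl* in the somatic libraries by stage, in CPM scaled over the 18 sorted libraries. Points are replicates and bars give the mean and SD of the 3. All late replicates lie above all mid replicates, and these above all early replicates.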

In our dataset, we observe that in somatic cells these FGF pathway genes show a significant progressive upregulation from early to mid and from mid to late stages (Supplementary Figure S4, J–L). Consistently, *ths* and *stumps* were identified as markers of a distinct migratory ovarian cell population, the sheath cells (Slaidina *et al.* 2020). The gene *stumps* is expressed in sheath cells in stages corresponding to our “late” stage in the differentiating terminal filament cells and in pupal stages (144 h AEL), of migratory sheath cells (Irizarry and Stathopoulos 2015).

### Functional enrichment analysis and signaling pathways

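A list of 20 Wnt pathway genes, of which 19 were tested, went both ways in late somatic libraries, with a median log2 fold change of 0.53 and a mean of -0.40. Of these, 8 were called higher and 3 lower at late by edgeR, and 9 higher and 4 lower when adjusted over the list alone. camera gave an adjusted p of 0.0758 and the overlap with the late-specific genes an adjusted p of 0.00127 (Fisher's exact test, two-sided). *fz2* (FBgn0016797) rose to 1235 ± 105 CPM at late (SD, n = 3) from 474 ± 301 CPM in the 6 other libraries and *Wnt2* (FBgn0004360) fell to 29.9 ± 2.37 from 142 ± 52.9 CPM (adjusted p = 7.39e-05 and 3.84e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAPK pathway genes were not analysed here.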

Our results show that in the late stage of somatic cells there is an increase in expression of genes involved in multiple signaling pathways, including the Wnt, MAPK, Hippo, Hedgehog, FoxO, TGF, and Notch pathways (Figure 5E). The molecular mechanisms of all these signaling pathways during larval ovary development have not yet been extensively studied, but all of them have been functionally implicated in ovariole number determination by a large-scale genetic screen (Kumar *et al.* 2020).

We previously showed that the Hippo signaling pathway controls proliferation of somatic cells, which affects terminal filament number (Sarikaya and Extavour 2015). Our differential gene expression data show that members of the Hippo pathway are significantly differentially expressed in the somatic tissue (Figure 4B; Supplementary Figure S8). Loss of function mutations in Yki, an effector of the Hippo signaling pathway, cause increased growth and reduced apoptosis through an increase in the levels of the cell cycle protein Cyc E and the apoptosis inhibitor Diap1 (Harvey *et al.* 2003; Huang *et al.* 2005). 

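*Diap1* (FBgn0260635, chromosome 3L from 16038410 to 16051034) had 112 ± 11.1 CPM (SD, n = 3) at early, 175 ± 52.4 CPM at mid and 362 ± 22.0 CPM at late in somatic cells. *CycE* (FBgn0010382, chromosome 2L from 15727581 to 15748150) had 68.6 ± 6.94, 89.7 ± 16.3 and 139 ± 28.2 CPM. The log2 fold change of *Diap1* from early to late was 1.70 (standard error 0.21, adjusted p = 0.000101 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of *CycE* was 0.65 from mid to late (standard error 0.17, adjusted p = 0.0258) and 1.03 from early to late (adjusted p = 0.000789), by edgeR. DESeq2 gave an adjusted p of 0.0109 for *CycE* from mid to late, where all late replicates lay above all mid replicates.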

In our somatic cell datasets, we observe *Diap1* transcript levels significantly increase from early to late stages, and those of *CycE* increase from mid to late stages (Supplementary Figure S13, A and B). However, the apoptosis KEGG pathway appears significantly enriched in the somatic late stage (Figure 5E; Supplementary Figure S6). Furthermore, apoptosis-related genes *Dronc* and *Dark*, which form the apoptosome (Supplementary Figure S13, C and D) (Yuan *et al.* 2011), are also significantly upregulated in the late stage, as are the caspases *Dcp-1*, *Drice*, and *Dredd* (Supplementary Figure 13, C, E–G) (Harvey *et al.* 2001). Thus, we observe both an upregulation of apoptosis and an upregulation of the apoptosis inhibition genes in late stage somatic cells. This could mean that genes controlling apoptosis both positively and negatively are acting to exert tight control of this process. 

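At the late stage against the mean of early and mid in somatic cells, the log2 fold change was 0.85 for *Dronc* (FBgn0026404, adjusted p = 0.000678), 0.64 for *Drice* (FBgn0019972, adjusted p = 0.00233) and 0.53 for *Dredd* (FBgn0020381, adjusted p = 0.00374), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.54 for *Dark* (FBgn0263864, adjusted p = 0.0143) and 0.37 for *Dcp-1* (FBgn0010501, adjusted p = 0.0562), by edgeR. DESeq2 gave adjusted p of 0.0106 for *Dark* and 0.0426 for *Dcp-1*. At late, the levels were 64.2 ± 2.44 CPM (SD, n = 3) for *Dronc*, 172 ± 5.20 CPM for *Drice*, 86.3 ± 3.67 CPM for *Dredd*, 104 ± 7.67 CPM for *Dark* and 58.1 ± 7.06 CPM for *Dcp-1*. The late replicates lay above all early and mid replicates for each of these except *Dcp-1*. The adjusted p rose above 0.01 for *Drice* with 2 and for *Dredd* with 4 of the 9 libraries left out in turn, up to 0.0141 and 0.0321. Without early replicate 3, that of *Dark* was 0.00913 by edgeR.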

Alternatively, our observations may reflect that each process is upregulated within different somatic cell types.

Cap cells and intermingled cells are somatic cells that interact with the germ cells for the maintenance of germ line stem cell niches (Li *et al.* 2003; Song *et al.* 2007). The Notch signaling pathway, enriched in the late stage somatic dataset (Figure 5E; Supplementary Figure S6C), is required for cap cell fate (Panchal *et al.* 2017; Yatsenko and Shcherbata 2021). We observed an expression level increase in Notch pathway components at late stages, suggesting that the role of the Notch pathway in cap cell fate determination may be particularly important at mid to late stages of larval ovary development.

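A list of 18 Notch pathway genes had a median log2 fold change of 0.73 at late against early and mid in somatic cells, with 14 genes above 0 (camera, adjusted p = 0.000514). By edgeR, 7 were called higher and 0 lower over all genes tested, and 12 higher when adjusted over the list alone. DESeq2 called 11 higher. *N* (FBgn0004647, chromosome X from 3134870 to 3172221) had 1422 ± 254 CPM at late (SD, n = 3) and 802 ± 192 CPM in the 6 other libraries (log2 fold change 0.85, adjusted p = 0.00191 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *kuz* (FBgn0259984) had the largest log2 fold change of the list, 1.42 (adjusted p = 0.000277 by edgeR). The ligands *Dl* (FBgn0000463) and *Ser* (FBgn0004197) had 0.91 (adjusted p = 0.0176) and 0.56 (adjusted p = 0.301), by edgeR. From this increase, the paper raises the possibility that the role of the pathway in cap cell fate has a particular weight at mid to late stages.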

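Of a list of 13 TGF-beta pathway genes, 12 were tested, and they had a median log2 fold change of 0.69 at late against early and mid in somatic cells, with 9 above 0 (camera, adjusted p = 0.000771). By edgeR, 6 were called higher and 0 lower over all genes tested, and 7 higher when adjusted over the list alone. The receptors *tkv* (FBgn0003716) and *wit* (FBgn0024179) had log2 fold changes of 1.85 (adjusted p = 1.34e-05) and 1.45 (adjusted p = 4.53e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *dpp* (FBgn0000490) had 7.22 ± 0.514 CPM at late (SD, n = 3) and 3.26 ± 2.55 CPM in the 6 other libraries (log2 fold change 1.43, adjusted p = 0.027 by edgeR).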

Components of the TGFβ pathway, enriched in late stage somatic cells in our dataset (Figure 5C), are known to contribute to ovarian development. These include the bone morphogenetic protein (BMP) and Activin pathways of the TGFβ pathway superfamily (Pangas and Woodruff 2000; Guo and Wang 2009). The BMP ligand *decapentaplegic* (*dpp)* was previously documented as expressed in all larval ovarian somatic cells and in cap cells of the late third instar larval ovary (Xie and Spradling 1998; Sato *et al.* 2010; Saler *et al.* 2020). The expression of *dpp* in the larval ovary is dependent on the expression of *bab* genes (Saler *et al.* 2020). The activin pathway controls terminal filament cell proliferation and differentiation (Lengil *et al.* 2015). We find that the activin receptor *baboon* shows a significant expression level increase in the late stage somatic cells (adjusted *P*-value of 0.002602), which could indicate its role in terminal filament cell differentiation in late stages.

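*babo* (FBgn0011300), which encodes baboon, lies on chromosome 2R from 8952339 to 8962796. Its level in somatic cells was 188 ± 9.51 CPM (SD, n = 3) at early, 231 ± 32.1 CPM at mid and 332 ± 66.4 CPM at late. At late against the mean of early and mid, the log2 fold change was 0.69 (standard error 0.14, adjusted p = 0.00262 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all late replicates lay above all others. DESeq2 gave an adjusted p of 7.17e-05. The late replicates ranged from 281 to 407 CPM, and without late replicate 3 the log2 fold change was 0.50 (adjusted p = 0.019 by edgeR). From the change at late, the paper proposes a role of *babo* in the differentiation of terminal filament cells at that stage.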

## Conclusions

Here, we provide a dataset that explores gene expression during larval ovary development and morphogenesis, which is crucial to understand how the ovary is shaped in early stages to develop into a functional adult organ. This work offers a dataset for the developmental biology community to probe the genetic regulation of larval ovarian morphogenesis.

## Supplementary Material

jkab305_Table_S1 Click here for additional data file.

jkab305_Table_S2 Click here for additional data file.

jkab305_Table_S3 Click here for additional data file.

jkab305_Table_S4 Click here for additional data file.

jkab305_Table_S5 Click here for additional data file.

jkab305_Table_S6 Click here for additional data file.

jkab305_Table_S7 Click here for additional data file.

jkab305_Table_S8 Click here for additional data file.

jkab305_Table_S9 Click here for additional data file.

jkab305_Supplementary_File1 Click here for additional data file.

## Data Availability

All the raw data are publicly available at NCBI-Gene Expression Omnibus (GEO) database under the accession code GSE172015. The scripts used to process and analyze the data are available at GitHub repository https://github.com/guillemylla/Ovariole_morphogenesis_RNAseq. Supplementary material is available at *G3* online.

## References

[jkab305-B1] Ashburner M , BallCA, BlakeJA, BotsteinD, ButlerH, et al2000. Gene ontology: tool for the unification of biology. The gene ontology consortium. Nat Genet. 25:25–29.1080265110.1038/75556PMC3037419

[jkab305-B2] Ashburner M , GolicKG, HawleyRS. 2005. Drosophila: A Laboratory Handbook. Cold Spring Harbor, NY: Cold Spring Harbor Laboratory Press.

[jkab305-B3] Barolo S , CarverLA, PosakonyJW. 2000. GFP and beta-galactosidase transformation vectors for promoter/enhancer analysis in Drosophila. Biotechniques. 29:726, 728, 730, 732.10.2144/00294bm1011056799

[jkab305-B4] Barry ER , CamargoFD. 2013. The Hippo superhighway: signaling crossroads converging on the Hippo/Yap pathway in stem cells and development. Curr Opin Cell Biol. 25:247–253.2331271610.1016/j.ceb.2012.12.006

[jkab305-B5] Besse F , BussonD, PretAM. 2005. Hedgehog signaling controls Soma-Germen interactions during Drosophila ovarian morphogenesis. Dev Dyn. 234:422–431.1614566710.1002/dvdy.20537

[jkab305-B6] Bolivar J , PearsonJ, Lopez-OnievaL, Gonzalez-ReyesA. 2006. Genetic dissection of a stem cell niche: the case of the Drosophila ovary. Dev Dyn. 235:2969–2979.1701387510.1002/dvdy.20967

[jkab305-B7] Brand AH , PerrimonN. 1993. Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. Development. 118:401–415.822326810.1242/dev.118.2.401

[jkab305-B8] Brennecke J , AravinAA, StarkA, DusM, KellisM, et al2007. Discrete small RNA-generating loci as master regulators of transposon activity in *Drosophila*. Cell. 128:1089–1103.1734678610.1016/j.cell.2007.01.043

[jkab305-B9] Büning J. 1994. The Insect Ovary: ultrastructure, Previtellogenic Growth and Evolution. London: Chapman and Hall.

[jkab305-B10] Cabrera GR , GodtD, FangPY, CoudercJL, LaskiFA. 2002. Expression pattern of Gal4 enhancer trap insertions into the bric a brac locus generated by P element replacement. Genesis. 34:62–65.1232494910.1002/gene.10115

[jkab305-B11] Carlson M. 2015. AnnotationDbi: Introduction to Bioconductor Annotation Packages. http://bioconductor.statistik.tu-dortmund.de/packages/2.11/bioc/vignettes/AnnotationDbi/inst/doc/IntroToAnnotationPackages.pdf.

[jkab305-B12] Chen J , GodtD, GunsalusK, KissI, GoldbergM, et al2001. Cofilin/ADF is required for cell motility during Drosophila ovary development and oogenesis. Nat Cell Biol. 3:204–209.1117575410.1038/35055120

[jkab305-B13] Church SH , de MedeirosBAS, DonougheS, Marquez ReyesNL, ExtavourCG. 2021. Repeated loss of variation in insect ovary morphology highlights the role of developmental constraint in life-history evolution. Proc R Soc Lond B Biol Sci. 288:20210150.10.1098/rspb.2021.0150PMC809722033947234

[jkab305-B14] Cohen ED , MariolMC, WallaceRM, WeyersJ, KamberovYG, et al2002. DWnt4 regulates cell movement and focal adhesion kinase during Drosophila ovarian morphogenesis. Dev Cell. 2:437–448.1197089410.1016/s1534-5807(02)00142-9

[jkab305-B15] Couderc JL , GodtD, ZollmanS, ChenJ, LiM, et al2002. The bric a brac locus consists of two paralogous genes encoding BTB/POZ domain proteins and acts as a homeotic and morphogenetic regulator of imaginal development in Drosophila. Development. 129:2419–2433.1197327410.1242/dev.129.10.2419

[jkab305-B16] Dansereau DA , LaskoP. 2008. RanBPM regulates cell shape, arrangement, and capacity of the female germline stem cell niche in *Drosophila melanogaster*. J Cell Biol. 182:963–977.1876257510.1083/jcb.200711046PMC2528568

[jkab305-B17] David J. 1970. Le nombre d'ovarioles chez la Drosophila: relation avec la fecondite et valeur adaptive [Number of ovarioles in *Drosophila melanogaster*: relationship with fertility and adaptive value. Arch Zool Exp Gen. 111:357–370.

[jkab305-B18] Dobin A , DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, et al2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[jkab305-B19] Elshaer N , PiulachsMD. 2015. Crosstalk of EGFR signalling with Notch and Hippo pathways to regulate cell specification, migration and proliferation in cockroach panoistic ovaries. Biol Cell. 107:273–285.2590776710.1111/boc.201500003

[jkab305-B20] Forbes AJ , LinH, InghamPW, SpradlingAC. 1996. hedgehog is required for the proliferation and specification of ovarian somatic cells prior to egg chamber formation in Drosophila. Development. 122:1125–1135.862083910.1242/dev.122.4.1125

[jkab305-B21] Gancz D , GilboaL. 2013. Insulin and Target of rapamycin signaling orchestrate the development of ovarian niche-stem cell units in Drosophila. Development. 140:4145–4154.2402611910.1242/dev.093773

[jkab305-B22] Gancz D , LengilT, GilboaL. 2011. Coordinated regulation of niche and stem cell precursors by hormonal signaling. PLoS Biol. 9:e1001202.2213190310.1371/journal.pbio.1001202PMC3222635

[jkab305-B23] Gavin JA , WilliamsonJH. 1976. Juvenile hormone-induced vitellogenesis in Apterous4, a non-vitellogenic mutant in *Drosophila melanogaster*. J Insect Physiol. 22:1737–1742.82758910.1016/0022-1910(76)90067-6

[jkab305-B24] Gilboa L. 2015. Organizing stem cell units in the *Drosophila* ovary. Curr Opin Genet Dev. 32:31–36.2570384210.1016/j.gde.2015.01.005

[jkab305-B26] Gilboa L , LehmannR. 2006. Soma-germline interactions coordinate homeostasis and growth in the Drosophila gonad. Nature. 443:97–100.1693671710.1038/nature05068

[jkab305-B27] Godt D , LaskiFA. 1995. Mechanisms of cell rearrangement and cell recruitment in *Drosophila* ovary morphogenesis and the requirement of *bric à brac*. Development. 121:173–187.786749810.1242/dev.121.1.173

[jkab305-B28] Green DA II , ExtavourCG. 2012. Convergent evolution of a reproductive trait through distinct developmental mechanisms in *Drosophila*. Dev Biol. 372:120–130.2302229810.1016/j.ydbio.2012.09.014

[jkab305-B29] Green DA II , ExtavourCG. 2014. Insulin signalling underlies both plasticity and divergence of a reproductive trait in Drosophila. Proc Biol Sci. 281:20132673.2450016510.1098/rspb.2013.2673PMC3924071

[jkab305-B30] Guo X , WangXF. 2009. Signaling cross-talk between TGF-beta/BMP and other pathways. Cell Res. 19:71–88.1900215810.1038/cr.2008.302PMC3606489

[jkab305-B31] Harvey KF , PflegerCM, HariharanIK. 2003. The Drosophila Mst ortholog, hippo, restricts growth and cell proliferation and promotes apoptosis. Cell. 114:457–467.1294127410.1016/s0092-8674(03)00557-9

[jkab305-B32] Harvey NL , DaishT, MillsK, DorstynL, QuinnLM, et al2001. Characterization of the Drosophila caspase, DAMM. J Biol Chem. 276:25342–25350.,1133748610.1074/jbc.M009444200

[jkab305-B33] Hodin J. 2009. Chapter 11: She Shapes Events As They Come: Plasticity in Female Insect Reproduction. In: WhitmanD, AnanthakrishnanTN, editors. Phenotypic Plasticity of Insects. Enfield, NH: Science Publishers, Inc. p. 423–521.

[jkab305-B34] Hodin J , RiddifordLM. 2000. Different mechanisms underlie phenotypic plasticity and interspecific variation for a reproductive character in drosophilids (Insecta: Diptera). Evolution. 54:1638–1653.1110859110.1111/j.0014-3820.2000.tb00708.x

[jkab305-B35] Honěk A , HonekA. 1993. Intraspecific variation in body size and fecundity in insects - a general relationship. Oikos. 66:483–492.

[jkab305-B36] Huang J , WuS, BarreraJ, MatthewsK, PanD. 2005. The Hippo signaling pathway coordinately regulates cell proliferation and apoptosis by inactivating Yorkie, the Drosophila Homolog of YAP. Cell. 122:421–434.1609606110.1016/j.cell.2005.06.007

[jkab305-B37] Irizarry J , StathopoulosA. 2015. FGF signaling supports Drosophila fertility by regulating development of ovarian muscle tissues. Dev Biol. 404:1–13.2595809010.1016/j.ydbio.2015.04.023PMC4469552

[jkab305-B38] Jevitt A , ChatterjeeD, XieG, WangX-F, OtwellT, et al2020. A single-cell atlas of adult Drosophila ovary identifies transcriptional programs and somatic cell lineage regulating oogenesis. PLoS Biol. 18:e3000538.3233916510.1371/journal.pbio.3000538PMC7205450

[jkab305-B39] Kanehisa M , GotoS. 2000. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res. 28:27–30.1059217310.1093/nar/28.1.27PMC102409

[jkab305-B40] Khammari A , AgnesF, GandilleP, PretAM. 2011. Physiological apoptosis of polar cells during Drosophila oogenesis is mediated by Hid-dependent regulation of Diap1. Cell Death Differ. 18:793–805.2111314410.1038/cdd.2010.141PMC3131922

[jkab305-B41] King RC. 1970. Ovarian Development in Drosophila melanogaster. Robert C King, editor. New York: Academic Press. p. 227.

[jkab305-B42] King RC , AggarwalSK, AggarwalU. 1968. The development of the female *Drosophila* reproductive system. J Morphol. 124:143–166.565440810.1002/jmor.1051240203

[jkab305-B43] König A , YatsenkoAS, WeissM, ShcherbataHR. 2011. Ecdysteroids affect Drosophila ovarian stem cell niche formation and early germline differentiation. EMBO J. 30:1549–1562.2142315010.1038/emboj.2011.73PMC3102283

[jkab305-B44] Krishnan B , ThomasSE, YanR, YamadaH, ZhulinIB, et al2014. Sisters unbound is required for meiotic centromeric cohesion in *Drosophila melanogaster*. Genetics. 198:947–965.2519416210.1534/genetics.114.166009PMC4224182

[jkab305-B45] Kumar T , BlondelL, ExtavourCG. 2020. Topology-driven analysis of protein-protein interaction networks detects functional genetic sub-networks regulating reproductive capacity. eLife. 9:e54082.3290161210.7554/eLife.54082PMC7550192

[jkab305-B46] Lai CM , LinKY, KaoSH, ChenYN, HuangF, et al2017. Hedgehog signaling establishes precursors for germline stem cell niches by regulating cell adhesion. J Cell Biol. 216:1439–1453.2836397010.1083/jcb.201610063PMC5412570

[jkab305-B47] Larkin A , MarygoldSJ, AntonazzoG, AttrillH, Dos SantosG, et al; FlyBase Consortium. 2021. FlyBase: updates to the *Drosophila melanogaster* knowledge base. Nucleic Acids Res. 49:D899–D907.3321968210.1093/nar/gkaa1026PMC7779046

[jkab305-B49] Lehmann R , Nusslein-VolhardC. 1991. The maternal gene nanos has a central role in posterior pattern formation of the Drosophila embryo. Development. 112:679–691.193568410.1242/dev.112.3.679

[jkab305-B50] Lengil T , GanczD, GilboaL. 2015. Activin signaling balances proliferation and differentiation of ovarian niche precursors and enables adjustment of niche numbers. Development. 142:883–892.2563335510.1242/dev.113902

[jkab305-B51] Li B , DeweyCN. 2011. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics. 12:323.in2181604010.1186/1471-2105-12-323PMC3163565

[jkab305-B52] Li M , HuX, ZhangS, HoMS, WuG, et al2019. Traffic jam regulates the function of the ovarian germline stem cell progeny differentiation niche during pre-adult stage in Drosophila. Sci Rep. 9:10124.3130066310.1038/s41598-019-45317-6PMC6626045

[jkab305-B53] Li MA , AllsJD, AvanciniRM, KooK, GodtD. 2003. The large Maf factor Traffic Jam controls gonad morphogenesis in *Drosophila*. Nat Cell Biol. 5:994–1000.1457890810.1038/ncb1058

[jkab305-B54] Lobell AS , KaspariRR, Serrano NegronYL, HarbisonST. 2017. The genetic architecture of ovariole number in *Drosophila melanogaster*: Genes with major, quantitative, and pleiotropic effects. G3 (Bethesda). 7:2391–2403.2855001210.1534/g3.117.042390PMC5499145

[jkab305-B55] Love MI , HuberW, AndersS. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[jkab305-B56] Lynch JA , PeelAD, DrechslerA, AverofM, RothS. 2010. EGF signaling and the origin of axial polarity among the insects. Curr Biol. 20:1042–1047.2047126910.1016/j.cub.2010.04.023PMC2902724

[jkab305-B57] Markow TA , O'GradyPM. 2007. *Drosophila* biology in the genomic age. Genetics. 177:1269–1276.1803986610.1534/genetics.107.074112PMC2147954

[jkab305-B58] Matsuoka S , HiromiY, AsaokaM. 2013. Egfr signaling controls the size of the stem cell precursor pool in the Drosophila ovary. Mech Dev. 130:241–253.2337616010.1016/j.mod.2013.01.002

[jkab305-B59] Mendes CC , MirthCK. 2016. Stage-specific plasticity in ovary size is regulated by insulin/insulin-like growth factor and ecdysone signaling in Drosophila. Genetics. 202:703–719.2671566710.1534/genetics.115.179960PMC4788244

[jkab305-B60] Ohlstein B , LavoieCA, VefO, GateffE, McKearinDM. 2000. The Drosophila cystoblast differentiation factor, benign gonial cell neoplasm, is related to DExH-box proteins and interacts genetically with bag-of-marbles. Genetics. 155:1809–1819.1092447610.1093/genetics/155.4.1809PMC1461197

[jkab305-B61] Olivieri D , SykoraMM, SachidanandamR, MechtlerK, BrenneckeJ. 2010. An *in vivo* RNAi assay identifies major genetic and cellular requirements for primary piRNA biogenesis in Drosophila. EMBO J. 29:3301–3317.2081833410.1038/emboj.2010.212PMC2957214

[jkab305-B62] Panchal T , ChenX, AlchitsE, OhY, PoonJ, et al2017. Specification and spatial arrangement of cells in the germline stem cell niche of the Drosophila ovary depend on the Maf transcription factor Traffic jam. PLoS Genet. 13:e1006790.2854217410.1371/journal.pgen.1006790PMC5459507

[jkab305-B63] Pangas SA , WoodruffTK. 2000. Activin signal transduction pathways. Trends Endocrinol Metab. 11:309–314.1099652510.1016/s1043-2760(00)00294-0

[jkab305-B64] Patil VS , KaiT. 2010. Repression of retroelements in Drosophila germline via piRNA pathway by the Tudor domain protein tejas. Curr Biol. 20:724–730.2036244610.1016/j.cub.2010.02.046

[jkab305-B65] Rust K , ByrnesLE, YuKS, ParkJS, SneddonJB, et al2020. A single-cell atlas and lineage analysis of the adult Drosophila ovary. Nat Commun. 11:5628.3315907410.1038/s41467-020-19361-0PMC7648648

[jkab305-B66] Sahut-Barnola I , DastugueB, CoudercJ-L. 1996. Terminal filament cell organization in the larval ovary of *Drosophila melanogaster*: ultrastructural observations and pattern of divisions. Rouxs Arch Dev Biol. 205:356–363.2830608610.1007/BF00377215

[jkab305-B67] Sahut-Barnola I , GodtD, LaskiFA, CoudercJ-L. 1995. *Drosophila* ovary morphogenesis: analysis of terminal filament formation and identification of a gene required for this process. Dev Biol. 170:127–135.760130310.1006/dbio.1995.1201

[jkab305-B68] Saler LMM , HauserV, BartolettiM, MallartC, MalartreM, et al2020. The bric-à-brac BTB/POZ transcription factors are necessary in niche cells for germline stem cells establishment and homeostasis through control of BMP/DPP signaling in the *Drosophila melanogaster* ovary. PLoS Genet. 16:e1009128.3315193710.1371/journal.pgen.1009128PMC7643948

[jkab305-B69] Sarikaya DP , BelayAA, AhujaA, DortaA, GreenDA, et al2012. The roles of cell size and cell number in determining ovariole number in Drosophila. Dev Biol. 363:279–289.2220059210.1016/j.ydbio.2011.12.017

[jkab305-B70] Sarikaya DP , ExtavourCG. 2015. The Hippo pathway regulates homeostatic growth of stem cell niche precursors in the *Drosophila* ovary. PLoS Genet. 11:e1004962.2564326010.1371/journal.pgen.1004962PMC4333732

[jkab305-B71] Sato K , SiomiMC. 2020. The piRNA pathway in Drosophila ovarian germ and somatic cells. Proc Jpn Acad Ser B Phys Biol Sci. 96:32–42.10.2183/pjab.96.003PMC697440531932527

[jkab305-B72] Sato K , IwasakiYW, ShibuyaA, CarninciP, TsuchizawaY, et al2015. Krimper enforces an antisense Bias on piRNA pools by binding AGO3 in the Drosophila germline. Mol Cell. 59:553–563.2621245510.1016/j.molcel.2015.06.024

[jkab305-B73] Sato T , OgataJ, NikiY. 2010. BMP and Hh signaling affects primordial germ cell division in Drosophila. Zool Sci. 27:804–810.10.2108/zsj.27.80420887178

[jkab305-B74] Schupbach T , WieschausE. 1986. Maternal-effect mutations altering the anterior-posterior pattern of the Drosophila embryo. Rouxs Arch Dev Biol. 195:302–317.2830605510.1007/BF00376063

[jkab305-B75] Shaul YD , SegerR. 2007. The MEK/ERK cascade: from signaling specificity to diverse functions. Biochim Biophys Acta. 1773:1213–1226.1711260710.1016/j.bbamcr.2006.10.005

[jkab305-B76] Simoes S , DenholmB, AzevedoD, SotillosS, MartinP, et al2006. Compartmentalisation of Rho regulators directs cell invagination during tissue morphogenesis. Development. 133:4257–4267.1702103710.1242/dev.02588

[jkab305-B77] Slaidina M , BanischTU, GuptaS, LehmannR. 2020. A single-cell atlas of the developing Drosophila ovary identifies follicle stem cell progenitors. Genes Dev. 34:239–249.3191919310.1101/gad.330464.119PMC7000915

[jkab305-B78] Slaidina M , GuptaS, BanischT, LehmannR. 2021. A single cell atlas reveals unanticipated cell type complexity in Drosophila ovaries. bioRxiv: 427703.10.1101/gr.274340.120PMC849422834389661

[jkab305-B79] Song X , CallGB, KirillyD, XieT. 2007. Notch signaling controls germline stem cell niche formation in the Drosophila ovary. Development. 134:1071–1080.1728724610.1242/dev.003392

[jkab305-B80] Toret CP , Le BivicAL. 2021. A potential Rho GEF and Rac GAP for coupled Rac and Rho cycles during mesenchymal-to-epithelial-like transitions. Small GTPases. 12:13–19.3003271510.1080/21541248.2018.1502592PMC7781753

[jkab305-B81] Tracey WD Jr , NingX, KlinglerM, KramerSG, GergenJP. 2000. Quantitative analysis of gene function in the Drosophila embryo. Genetics. 154:273–284.1062898710.1093/genetics/154.1.273PMC1460918

[jkab305-B82] Twombly V , BlackmanRK, JinH, GraffJM, PadgettRW, et al1996. The TGF-beta signaling pathway is essential for Drosophila oogenesis. Development. 122:1555–1565.862584210.1242/dev.122.5.1555

[jkab305-B83] Wang Z , LinH. 2004. Nanos maintains germline stem cell self-renewal by preventing differentiation. Science. 303:2016–2019.1497626310.1126/science.1093983

[jkab305-B84] Wu S , HuangJ, DongJ, PanD. 2003. hippo encodes a Ste-20 family protein kinase that restricts cell proliferation and promotes apoptosis in conjunction with Salvador and Warts. Cell. 114:445–456.1294127310.1016/s0092-8674(03)00549-x

[jkab305-B85] Xie T , SpradlingAC. 1998. decapentaplegic is essential for the maintenance and division of germline stem cells in the Drosophila ovary. Cell. 94:251–260.969595310.1016/s0092-8674(00)81424-5

[jkab305-B86] Yatsenko AS , ShcherbataHR. 2021. Distant activation of Notch signaling induces stem cell niche assembly. PLoS Genet. 17:e1009489.3378045610.1371/journal.pgen.1009489PMC8031783

[jkab305-B87] Yu G , WangLG, HanY, HeQY. 2012. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 16:284–287.2245546310.1089/omi.2011.0118PMC3339379

[jkab305-B88] Yuan S , YuX, TopfM, DorstynL, KumarS, et al2011. Structure of the Drosophila apoptosome at 6.9 a resolution. Structure. 19:128–140.2122012310.1016/j.str.2010.10.009PMC3053581

[jkab305-B89] Zheng Y , PanD. 2019. The Hippo signaling pathway in development and disease. Dev Cell. 50:264–282.3138686110.1016/j.devcel.2019.06.003PMC6748048

# Supplementary material for: Distinct gene expression dynamics in germ line and somatic tissue during ovariole morphogenesis in Drosophila melanogaster
**Source:** G3 (Bethesda). 2021 Sep 6;12(2):jkab305. doi: 10.1093/g3journal/jkab305
**Supplement:** jkab305_Supplementary_File1

1 **SUPPLEMENTARY MATERIALS (File S1)**

2  
3 **Distinct gene expression dynamics in germ line and somatic tissue during ovariole**  
4 **morphogenesis in *Drosophila melanogaster***

5  
6 *Shreeharsha Tarikere, Guillem Ylla and Cassandra G. Extavour*  
7

8  
9 These Supplementary Materials contain the following:

- 10  
11 • Detailed Protocols  
12     I. Detailed protocol for staging larvae  
13     II. Detailed protocol for dissection and dissociation of larval ovaries  
14     III. Detailed RNA extraction protocol  
15     IV. Detailed library preparation protocol  
16 • Key Resources Table  
17 • Supplementary References  
18 • Legends for Supplementary Tables S1 through S9 (this document)  
19 • Supplementary Tables are provided in Supplementary Table files S1 through S9  
20 • Supplementary Figures S1 through S13 with Legends (this document)  
21  
22

## DETAILED PROTOCOLS

### I. Detailed Protocol to stage larvae

1. Day 1: Collect 100 virgin females on the day before egg collection. Set the cross in a 50 ml media bottle with 50 males and leave at room temperature for 12h (overnight) to mate.
2. Make apple juice plates as follows:
  - i. Boil 9g bacterial agar (Becton Dickinson catalog # 214050) in 300ml autoclaved distilled water.
  - ii. Separately, dissolve and boil 10g Sucrose in 100ml apple juice.
  - iii. Mix the two solutions together while stirring with a magnetic stir bar.
  - iv. Pour the media into 60x15mm plates once the temperature has cooled down to approximately 50°C.
  - v. Cool plates without lids for two hours and then cover with lids and store inverted at 4°C.
  - vi. These plates can be used for up to two weeks.
3. Day 2: Remove apple juice agar plates needed for each hour for up to eight hours and allow them to warm up to room temperature.
4. In a glass vial, place some yeast granules and add tap water to cover the granules. There must be a drop of water more than the yeast granules can soak up. This makes a paste of peanut butter consistency.
5. Using a steel spatula, smear a pea-sized amount of paste onto one end of a plate, for all the plates. Optimize this based on the number of flies such that the paste is neither completely consumed nor remains in excess after an hour-long collection.
6. Transfer the cross in the bottle to a 100 ml collection cage and cover it immediately with an apple juice egg-collection plate containing yeast smear. Fasten the setup with two rubber bands.
7. Incubate with the plate at the bottom for one hour at 25°C. All activity from this point until the point of dissection is done at 25°C. For the first hourly change, tap the bottom of the cage and quickly replace the old plate with a fresh collection plate.
8. Remove any flies stuck to the yeast patch with forceps, crush and discard them in the freezer.
9. After the final egg plate flip transfer the flies back into a bottle using a funnel. Discard the first two collection plates. Incubate all the remaining plates at 25°C.
10. Day 3: Start collecting larvae at the end of the second hour egg collection done the previous day. Collect uniformly sized larvae.
11. Transfer around 50 larvae from the same staged egg collection into a vial. Some yeast paste may be carried to the vial during this collection; try to keep this amount constant.
12. Collect until the final hour of the previous days' collection. Incubate the vials containing larvae at 25°C.

## II. Detailed protocol for dissection and dissociation of larval ovaries

1. Begin dissections at the same time as that of the third plate from the egg collection day. Early-stage dissections take place three days from egg laying (72h AEL), middle (mid) stage four days from egg laying (96h AEL), and larval pupal stage (late) five days from egg laying (120h AEL).
2. Late stages are the easiest stage to locate and dissect, recognizable once the late third instar larvae have immobilized on the side of the vial and have a thickened cuticle. Use a fine wet paintbrush to dislodge them and place into cold 1x phosphate-buffered saline (PBS).
3. For early and middle stages, scrape the soggy layer of food from the vial using a spatula and spread it on a glass petri dish. Under a dissecting stereomicroscope select uniformly sized larvae, wash them in 1xPBS and place them into a fresh glass dish with 1xPBS.
4. Male larvae are easily identified by the two translucent spots that are the testes located at approximately 75% the length of the larval body from the anterior, and by their relatively smaller body size compared to females. Adjusting the light sources to be closer to the stage at the base of the glass dish allows better visualization of ovaries and testes. Discard the males by using forceps to transfer them onto a paper towel or kimwipe.
5. Using forceps, decapitate the larva. Gently squeeze out the inner contents from posterior to anterior using forceps.
6. Pull the larval body away gently with forceps from the fat-body/gut, while holding the body with another forceps. If done properly (after some experience) the larval body and the gut material separate from the fat body lobes. Well-fed and later stages of larvae are easier to dissect than younger stages.
7. The ovaries are located in the middle of the larval fat bodies. Ovaries are in a flower-like circular patch in the center of the fat body. They are around 100-500  $\mu\text{m}$  in size depending on the stage, and appear as transparent tiny dots (early) to large dots (pupal) within the fat body.
8. Using two insulin needles, hold the fat body close to the ovary with one needle and use the other needle to cut closely around the ovary until it is released. Some areas of the fat body may remain initially, which will be removed later when the dissected ovaries are treated with trypsin.
9. Record the number of ovaries acquired in each batch.
10. Start to thaw an aliquot of liberase (stored at  $-20^{\circ}\text{C}$ ) to room temperature.
11. Dissect approximately 20 ovaries in this way, then place the glass dish on ice. Use a fresh dish for the next round of dissections.
12. Use a 12-well glass plate and add 200 $\mu\text{l}$  of trypsin to one well and the contents of the thawed liberase aliquot ( $\sim 150\mu\text{l}$ ) to the next well.
13. Clear any debris that surrounds the collected ovaries into a separate glass dish using a needle. Using a 2 $\mu\text{l}$  pipette filter tip pre-rinsed in trypsin solution, transfer the dissected ovaries into the trypsin well.
14. After transferring the last batch of ovaries into trypsin solution, incubate for 10 minutes in trypsin solution. Meanwhile label two RNA lobind tubes (Eppendorf 8077-230), with a black waterproof marker indicating the genotype of the

- dissection, the date and the number of ovaries. Add the desired amount (100-200µl) of Trizol (based on the anticipated number of cells after sorting) to one of the two tubes (tube #1) – this tube will be used to collect cells following FACS (step 18). Leave the second tube (tube #2) empty – this will be used to collect the dissociated cells following enzymatic treatment (step 17). Place both tubes on ice.
15. Using a 2µl filter tip pre-rinsed in liberase solution, transfer the ovaries from trypsin into liberase. Dissociate them using needles until no clusters of cells can be seen. Incubate them in liberase solution for ten minutes, starting the clock when the ovaries are transferred from trypsin (includes time needed to dissociate using needles).
  16. Place 200ml of liquid nitrogen in a liquid nitrogen container.
  17. Using a 200µl pipette filter tip pre-rinsed in 1xPBS, pipette the tissue in liberase up and down gently ten times to dissociate and resuspend the cells. Transfer the contents to tube #2 and place it on a microtube vortexer for one minute. Meanwhile rinse the well that contained liberase with 1.4 ml of 1xPBS and pipette up and down 10 times. Add this volume into the tube and vortex for an additional 10 minutes.
  18. Place the tube on ice, remove one glove (so you can safely touch door handles) and carry the tube on ice, and your liquid nitrogen container, to your FACS facility/machine.
  19. Collect cells following FACS into the Trizol in tube #1.

### III. Detailed RNA extraction protocol

1. Because RNA extraction from FACS-sorted samples involves precious samples, take care to work in an RNase-free environment. Wear lab coat, gloves and safety goggles while working with Trizol and handling RNA samples.
2. Clean the table, ice bucket, pipettes, centrifuge, pellet pestle motor, table top vortexer and tabletop mini-vortex first with 70% ethanol and then with RNase zap (Thermo Fisher AM9780) on tissue paper.
3. Pellet pestles are cleaned first in 100% ethanol and then in nuclease free water (Thermo Fisher 10977015). Prior to use the pestles should be sterilized in a glass beaker covered in aluminum foil by autoclaving in a liquid cycle for 30 min.
4. Add 500  $\mu$ l Trizol into a lo-bind tube, which will be used to pre-rinse the pellet pestle before crushing each sample.
5. Thaw Trizol cell samples (retrieved in tube #1 at step 19 in Protocol II) at room temperature (RT) and place them on ice. Spin in tabletop mini-vortex for 10 seconds.
6. Crush each cell sample with a separate pellet pestle pre-rinsed in the Trizol set aside for this purpose in step 4.
7. Crush cells in Trizol with a pre-rinsed pellet pestle. Add an equal volume of 100% ethanol, mix with pestle and vortex briefly. Spin samples briefly in tabletop mini-vortex.
8. Pipette the sample onto a zymo spin column.
9. Wash column in 400  $\mu$ l RNA wash buffer. Centrifuge at 10,000 g for 1 minute at RT.
10. Thaw DNase (Zymo kit: 6unit/ $\mu$ l) from storage at -20°C. Mix 5  $\mu$ l DNase with 35  $\mu$ l DNase digestion buffer per sample. Add 40  $\mu$ l of DNase mix to each column.
11. Incubate at RT for 15 minutes. Centrifuge at 10,000 g for 1 minute at RT..
12. Add 400  $\mu$ l RNA pre-wash buffer to the column and centrifuge. Repeat this step one more time.
13. Add 700  $\mu$ l of RNA wash buffer. Centrifuge twice to completely remove the buffer from the column, each time at 10,000 g for 1 minute at RT..
14. The column-bound RNA is eluted in two steps using nuclease-free water. Add 25  $\mu$ l water and incubate for 15 minutes at RT. Centrifuge at 10,000 g for 1 minute at RT. Add another 20  $\mu$ l of water to elute a second time.
15. The library preparation protocol below (IV) requires RNA in a 50  $\mu$ l volume; an additional 5  $\mu$ l is reserved for quality control measurements.
16. Quantify RNA first in Nanodrop RNA-40 measurement with 1.5  $\mu$ l of the sample. Then use Qubit high sensitivity RNA kit to quantify 1 $\mu$ l of the sample (10 $\mu$ l Standard1/2+190 Buffer/Reagent, 1  $\mu$ l sample+199 Buffer/Reagent).
17. Use a high-sensitivity RNA tape to quantify and measure the RNA integrity (RIN) in a Tapestation. Use the standard protocol for high-sensitivity RNA quantification using an electronic ladder for estimation of size.

#### IV. Detailed library preparation protocol (Takara Apollo system)

This is the Wafergen/Takara protocol. Low-throughput protocols process a maximum of eight samples at a time in the Apollo liquid handling unit. Label the individual tubes in the strip with the respective sample identifiers and make sure the marked wells are in the same 1-8 sequence direction at all times. Use the protocol images to ensure accurate placement of strip tubes and double check tube placements regularly. RNA extraction, Poly A selection and Library preparation should be done on the same day.

##### IV.i. Poly A selection protocol

1. Verify that the volumes of RNA samples are at least 50 µl using micropipettes and pipette them into a strip tube (Fisher scientific 14-222-252). Label tube as "RNA samples". Spin down in a tabletop mini-centrifuge and keep on ice until step 7.
2. Wipe the inner surface of the Apollo system with RNase zap (Thermo Fisher AM9780) and 70% Ethanol.
3. Ensure the trash container is empty. The machine shows an error when trash is full.
4. Cool the Apollo machine to 4°C using the standard protocol 'cooling' function.
5. Place empty reservoirs (Apollo 640087) in Block-6 row 1 and 2.
6. Fill Block-5 row 1,2 and 3 with filter tips (Apollo 640084).
7. Place a new microplate in Block-2.
8. In two new reservoirs, add 10 ml (protocol says 4/5ml) of Reagent 1 and place it in row 1 and 10ml of reagent 2 in row 2.
9. Place empty 8 strip tubes in Block-3 row 4 and 5 and in Block-4 row 1, 2 and 3.
10. Label an empty strip tube as "products" and place it in Block-3 row 8. This strip tube will contain the poly-A selected mRNA at the end of this run. Label each tube with the sample names.
11. Aliquot 80µl of Reagent 3 (it is a clear solution) into an 8 well strip tube into wells corresponding to the RNA sample. Label as "Reagent 3" to distinguish it from RNA samples.
12. Place Reagent 3 strip tube into Block-3 row 3.
13. Gently pipette the magnetic bead reagent 4 until it is uniformly resuspended. Aliquot 15 µl into the same number and locations of the strip tube containing RNA sample.
14. Place the RNA sample tube in Block-3 row 1.
15. At last place the magnetic bead reagent 4 in Block-3 row 2. Place retainers for Blocks 3 and 4 and lock them.
16. Restart the machine by switching off and on. On the touchscreen navigate to the latest version of PolyA8 protocol ("User Maintenance" > "PrepX\_PolyA8\_betaV2").
17. The run lasts for 45 minutes, during which time the reagent mixes for the subsequent library preparation protocol (IV.ii) should be set up.
18. Remove strip tubes while checking for uniform volumes. Note any discrepancies.

19. Check the volume of the “product” tube, cap it and spin it in a minispin. The volume should be approximately 19µl. Cap and store on ice until the next step. This mRNA “product” strip tube will be used as “sample” in the cDNA library preparation step.

#### ***IV.ii. PrepX mRNA8 Library preparation protocol.***

1. Prepare the RNase III mix and Reverse Transcription (RT) reaction mix for the number of mRNA samples and an additional sample.
2. In a RNase free tube mix 2µl each of RNase Buffer III and RNase III enzyme (Thermo Fisher 18080093) per sample required. Pipette gently and give a brief spin on a tabletop mini-centrifuge. Leave the tube on ice.
3. Mix the following reagents per reaction to make the RT reaction mix and place it on ice:
  - 5X First strand buffer 16µl
  - 0.1M DTT 08µl
  - dNTP 04µl
  - Superscript III Reverse Transcriptase 02µl
  - Murine RNase inhibitors 01µl

Setting the apollo system blocks:

4. Place empty strip tubes in Block-3 rows 1 and 2 and in Block-4 row 6.
5. Label a strip tube as products and place it in Block-3 row 5.
6. Fill filter tips in Block-5 rows 1-7, fill black piercing tips (Apollo 640085) in row 12.
7. Fill 1.1 ml tube strips in Block-1 row 1,2 and 3.
8. Place a used microplate in Block-2.
9. Cool the Apollo machine to 4°C using standard protocol ‘cooling’ function.
10. Place empty reservoirs in position 2 and 4 of Block-6. Add 15 ml of 100% molecular grade ethanol (Sigma E7023) in reservoir 3 and 15 ml of nuclease free water (part of Takara library prep kit 640096) in reservoir 1.
11. In a new strip tube, aliquot 4 µl of RNase III mix into each tube corresponding to the sample and place it in Block-4 row 5.
12. In a new strip tube, aliquot 31 µl of RT reaction mix into each corresponding sample tube and place it in Block-4 row 7.
13. Gently pipette A-line beads and aliquot 200µl into a fresh strip tube at the corresponding wells to that of the sample and place it in Block-4 row 8.
14. Thaw blue enzyme and orange adapter/primer strips of the PrepX mRNA8 kit (Takara 640096) on ice. The number of these strips is the same as the sample number. Flick the bottom of tubes to dislodge liquid and mix uniformly. Spin down and place it back on ice.
15. Sometimes a solid precipitate might be visible in the enzyme strip tubes. It generally dissolves after flicking. Do not use the strip if it is not soluble after thawing and mixing.
16. Place the Blue strip tubes with the arrow pointing up in Block4 rows 9-12 in columns corresponding to the mRNA samples.

17. Place the orange strip tubes in Block-4 from row 1-4 in columns corresponding to the mRNA sample tubes.
18. Verify the filter and piercing tips in Block-5, 1.1ml tubes in Block-1, mock microplate in Block-2, Reservoir 3 with 100% ethanol and Reservoir-1 with Nuclease free water, Reservoirs 4-5 empty place holders, three sets of empty tubes (one for cDNA products) and mRNA sample tube in Block-3 and in Block-4 Blue and orange strips, one empty strip tube, RT, RNase III and bead strip tubes in specified locations.
19. Lock Block-3 and 4 with retainer plates.
20. In the touchscreen control select User maintenance > Run the protocol 'PrepX\_mRNA8\_200bp\_BetaV1.scb'. The screen does not show any progress bar. This program runs for 5 hours.
21. cDNA after this step is fairly stable and can be processed the next day. Keep at 4°C until processing.

#### **IV.iii. PCR Amplification of the Libraries.**

1. Check the volume of the “product” tube, cap it and spin it in a minispin. The volume should be around 19µl. Cap and store on ice until the next step.
2. Prepare PCR master mix with 25µl long Amp Taq (NEB M0323S) and 2.5 µl of SR primer per sample on ice.
3. Add unique index primers (PrepX RNAseq index 1-48) to each of the cDNA products and add the PCR master mix. Make up the total volume in each tube to 50µl with Nuclease free water.
4. Mix well and spin down. Place the strip tube in a PCR machine and run a 15 cycle PCR amplification reaction as shown below:

| Temp   | 94°C   | 94°C             | 60°C   | 65°C   | 65°C  | 10°C      |
|--------|--------|------------------|--------|--------|-------|-----------|
| Time   | 60 sec | 30 sec           | 30 sec | 30 sec | 7 min | hold      |
| Cycles |        | ----- 14 x ----- |        |        |       | extension |

6. After completion of PCR cool the samples and spin down.
7. PCR Cleanup using the Apollo system PrepX\_PCR clean up8 protocol.
8. Cool the Apollo machine to 4°C using standard protocol ‘cooling’ function.
9. Place filter tips in Block-5 row 1. Block-6 is similar to the library preparation protocol, empty reservoirs in position 2 and 4 of Block-6. 10 ml of 100% molecular grade ethanol (Sigma E7023) in reservoir 3 and 15 ml of nuclease free water (part of Takara library prep kit 640096)) in reservoir 1.
10. Place empty strip tubes in Block-3 row 2 and 3. Label a strip tube as “cleaned cDNA product” and place it in row 4. Place the amplified cDNA samples in row 1.
11. Aliquot 50 µl of A-line beads into a fresh strip tube at corresponding locations to the samples. Place this tube in the end of the set up.
12. Place retainers on Block-3 and 4 and lock it.

13. Run Utility apps> PCR cleanup 8 protocol on touch screen. The run lasts 20 minutes.
14. Check volumes of the cleaned 'product' tube. Spin down and place on ice.
15. Run Qubit to quantify the cDNA with the high sensitivity DNA kit. Use a TapeStation to run the gel and measure cDNA quantity using ladder and high sensitivity tape (Agilent 5067-5579). Depending on the qubit quantification, higher concentrations use DNA 1000 tape (Agilent 5067-5582).
16. Transfer the cDNA in strip tubes to a lobind RNA tube (Eppendorf 8077-230) and label them with details about the sample-genotype, date of cDNA prep, it is a cDNA library, the concentration of the sample, and the volume of sample remaining after quantification. Store at -80°C until it is ready to be sequenced.
17. Calculate the total molar concentration of the lane and the dilution needed for each library to make it equimolar. Mix the volumes in a single lobind tube and submit to the sequencing facility.

326 **KEY RESOURCES TABLE**

327

| REAGENT or RESOURCE                      | SOURCE        | IDENTIFIER      |
|------------------------------------------|---------------|-----------------|
| <b>Chemicals</b>                         |               |                 |
| Hoechst 33342                            | Thermo Fisher | Cat# H1399      |
| Dulbecco's Phosphate Buffered Saline PBS | Thermo Fisher | Cat# 14190144   |
| Trypsin 0.25%                            | Thermo Fisher | Cat# 25200056   |
| Liberase 2.5%                            | Sigma         | Cat# 5401119001 |
| Trizol                                   | Thermo Fisher | Cat# 15596206   |
| Ethanol molecular 200 grade              | Sigma         | Cat# E7023      |
| Nuclease free water                      | Thermo Fisher | Cat# 10977015   |
| Magnetic Beads                           | A-line        | Cat# C1003      |
| Triton X100                              | VWR           | Cat# 97062-208  |
| <b>Critical Commercial Assays</b>        |               |                 |

|                                                                                              |                                     |                                     |
|----------------------------------------------------------------------------------------------|-------------------------------------|-------------------------------------|
| Zymo RNA Micro-prep kit                                                                      | Zymo Research                       | Cat# R2060                          |
| Superscript III Reverse Transcriptase                                                        | Thermo Fisher                       | Cat# 18080093                       |
| Takara PrepX PolyA-8                                                                         | Takara                              | Cat# 640098                         |
| Takara PrepX mRNA-8                                                                          | Takara                              | Cat# 640096                         |
| Qubit RNA HS Assay Kit                                                                       | Thermo Fisher                       | Cat# Q32852                         |
| Qubit DNA HS Assay Kit                                                                       | Thermo Fisher                       | Cat# Q32854                         |
| LongAmp Taq DNA Polymerase                                                                   | New England BioLabs                 | Cat# M0287S                         |
| <b>Deposited Data</b>                                                                        |                                     |                                     |
| Raw and analyzed data                                                                        | This paper                          | GEO: GSE172015                      |
| <b>Experimental Models: Organisms/Strains</b>                                                |                                     |                                     |
| <i>D. melanogaster</i> . bab1 GAL4: w[*]; P{w[+mW.hs]=GawB}bab1[PGAL4-2]/TM6B, Tb[1]         | Bloomington Drosophila Stock Center | BDSC:6803; FlyBase:ID FBst0006803   |
| <i>D. melanogaster</i> . nos GAL4: P{w[+mC]=UAS-Dcr-2.D}1, w[1118]; P{w[+mC]=GAL4-nos.NGT}40 | Bloomington Drosophila Stock Center | BDSC:25751; FlyBase: ID FBst0025751 |

|                                                       |                             |                        |
|-------------------------------------------------------|-----------------------------|------------------------|
| <i>D. melanogaster</i> : w1118, <i>P{UAS Stinger}</i> | (BAROLO <i>et al.</i> 2000) | UAS Green Stinger on X |
| <b>Instruments</b>                                    |                             |                        |
| MoFlo Astrios EQ Cell sorter                          | Beckman Coulter             | B25982                 |
| Motorized pellet pestle                               | Kimble                      | Cat# 749540-0000       |
| NanoDrop                                              | Nanodrop                    | ND1000                 |
| Qubit 3.0 Fluorometer                                 | Thermo Fisher               | Cat# Q33216            |
| Tapestation                                           | Agilent                     | 2200/4200              |
| PCR Thermal cycler                                    | Bio-Rad                     | C1000                  |
| Illumina Hi Seq                                       | Illumina                    | 2500                   |
| <b>Consumables</b>                                    |                             |                        |
| Insulin Syringe                                       | Becton Dickinson            | Cat# 328418            |
| RNA lo-bind tubes                                     | Eppendorf                   | Cat# 8077-230          |
| High Sensitivity RNA ScreenTape                       | Agilent                     | Cat# 5067-5579         |

|                                        |                             |                                                                                                                                                                               |
|----------------------------------------|-----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| High Sensitivity DNA ScreenTape        | Agilent                     | Cat# 5067-5584                                                                                                                                                                |
| DNA 1000 ScreenTape                    | Agilent                     | Cat# 5067-5582                                                                                                                                                                |
| Axygen PCR 8-strip tubes               | Fisher Scientific           | Cat# 14-222-252                                                                                                                                                               |
| Apollo Filter tips 300027              | Takara                      | Cat# 640084                                                                                                                                                                   |
| Apollo Piercing tips 300028            | Takara                      | Cat# 640085                                                                                                                                                                   |
| Apollo Reservoirs 300031               | Takara                      | Cat# 640087                                                                                                                                                                   |
| <b>Software and Algorithms</b>         |                             |                                                                                                                                                                               |
| Drosophila melanogaster genome version | (LARKIN <i>et al.</i> 2021) | Dmel_r6.36_FB2020_05                                                                                                                                                          |
| RSEM v 1.3.3                           | (LI AND DEWEY 2011)         | <a href="https://deweylab.github.io/RSEM/">https://deweylab.github.io/RSEM/</a>                                                                                               |
| STAR aligner v 2.7.6a                  | (DOBIN <i>et al.</i> 2013)  | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                                                             |
| DESeq2 v 1.26.0                        | (LOVE <i>et al.</i> 2014)   | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>                                 |
| Bcl2fastq2 v2.20                       |                             | <a href="https://support.illumina.com/downloads/bcl2fastq-conversion-software-v2-20.html">https://support.illumina.com/downloads/bcl2fastq-conversion-software-v2-20.html</a> |

## SUPPLEMENTARY REFERENCES

- Barolo, S., L. A. Carver and J. W. Posakony, 2000 GFP and beta-galactosidase transformation vectors for promoter/enhancer analysis in *Drosophila*. *Biotechniques* 29: 726, 728, 730, 732.
- Dobin, A., C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski *et al.*, 2013 STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29: 15-21.
- Larkin, A., S. J. Marygold, G. Antonazzo, H. Attrill, G. Dos Santos *et al.*, 2021 FlyBase: updates to the *Drosophila melanogaster* knowledge base. *Nucleic Acids Res* 49: D899-D907.
- Li, B., and C. N. Dewey, 2011 RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12: 323.
- Love, M. I., W. Huber and S. Anders, 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15: 550.
- Slaidina, M., T. U. Banisch, S. Gupta and R. Lehmann, 2020 A single-cell atlas of the developing *Drosophila* ovary identifies follicle stem cell progenitors. *Genes Dev* 34: 239-249.

## SUPPLEMENTARY TABLE LEGENDS

**Supplementary Table S1:** RNA-seq sample metadata, including the sample name, biological and technical replicate information, tissue, stage, cDNA concentration, PrepX Index used, number of ovaries used, number of cells counted by FACS (not applicable to whole ovary samples), number of raw reads, aligned reads, and percentage of aligned reads as reported by the RSEM summary.

**Supplementary Table S2:** Differentially expressed genes ( $\text{padj} < 0.01$ ) between the consecutive developmental stages of whole ovary libraries. The column “Contrast” indicates whether the gene was found differentially expressed in early vs mid stages or mid vs late stages, and the column “Up\_in” indicates which library the gene was overexpressed in.

**Supplementary Table S3:** Differentially expressed genes ( $\text{padj} < 0.01$ ) at each stage compared to the other two stages of the whole ovary. The column “Stage\_up” indicates which stage the given gene was overexpressed in.

**Supplementary Table S4:** Differentially expressed genes ( $\text{padj} < 0.01$ ) between germ cells and somatic cells at all studied stages. The column “Up\_in” indicates whether the gene was found upregulated in germ cells or somatic cells.

**Supplementary Table S5:** Differentially expressed genes ( $\text{padj} < 0.01$ ) between germ cells and somatic cells at each individual stage. The column “Up\_in” indicates whether the gene was found upregulated in germ cells or somatic cells, and the column “Stage” indicates the stage (early, mid or late) in which the test was performed.

**Supplementary Table S6:** Differentially expressed genes ( $\text{padj} < 0.01$ ) between the consecutive developmental stages of somatic cell libraries. The column “Transition” indicates whether the gene was found differentially expressed in the transition from early to mid-stage or from mid to late stage, and the column “Up\_Down” indicates whether the gene was up or down regulated in the given transition.

**Supplementary Table S7:** Differentially expressed genes ( $\text{padj} < 0.01$ ) at each stage compared to the other two stages of the somatic tissue library. The column “Stage\_up” indicates the stage that a given gene was found overexpressed at.

**Supplementary Table S8:** Differentially expressed genes ( $\text{padj} < 0.01$ ) between the consecutive stages of germ cell libraries. The column “Transition” indicates whether the gene was found differentially expressed in the transition from early to mid-stage or from mid to late stage, and the column “Up\_Down” indicates whether the gene is up or down regulated in the given transition.

**Supplementary Table S9:** Differentially expressed genes ( $\text{padj} < 0.01$ ) at each stage compared to the other two stages of the germ cell library. The column “Stage\_up” indicates the stage at which the given gene was found to be overexpressed.

395 **SUPPLEMENTARY FIGURES AND LEGENDS**

396

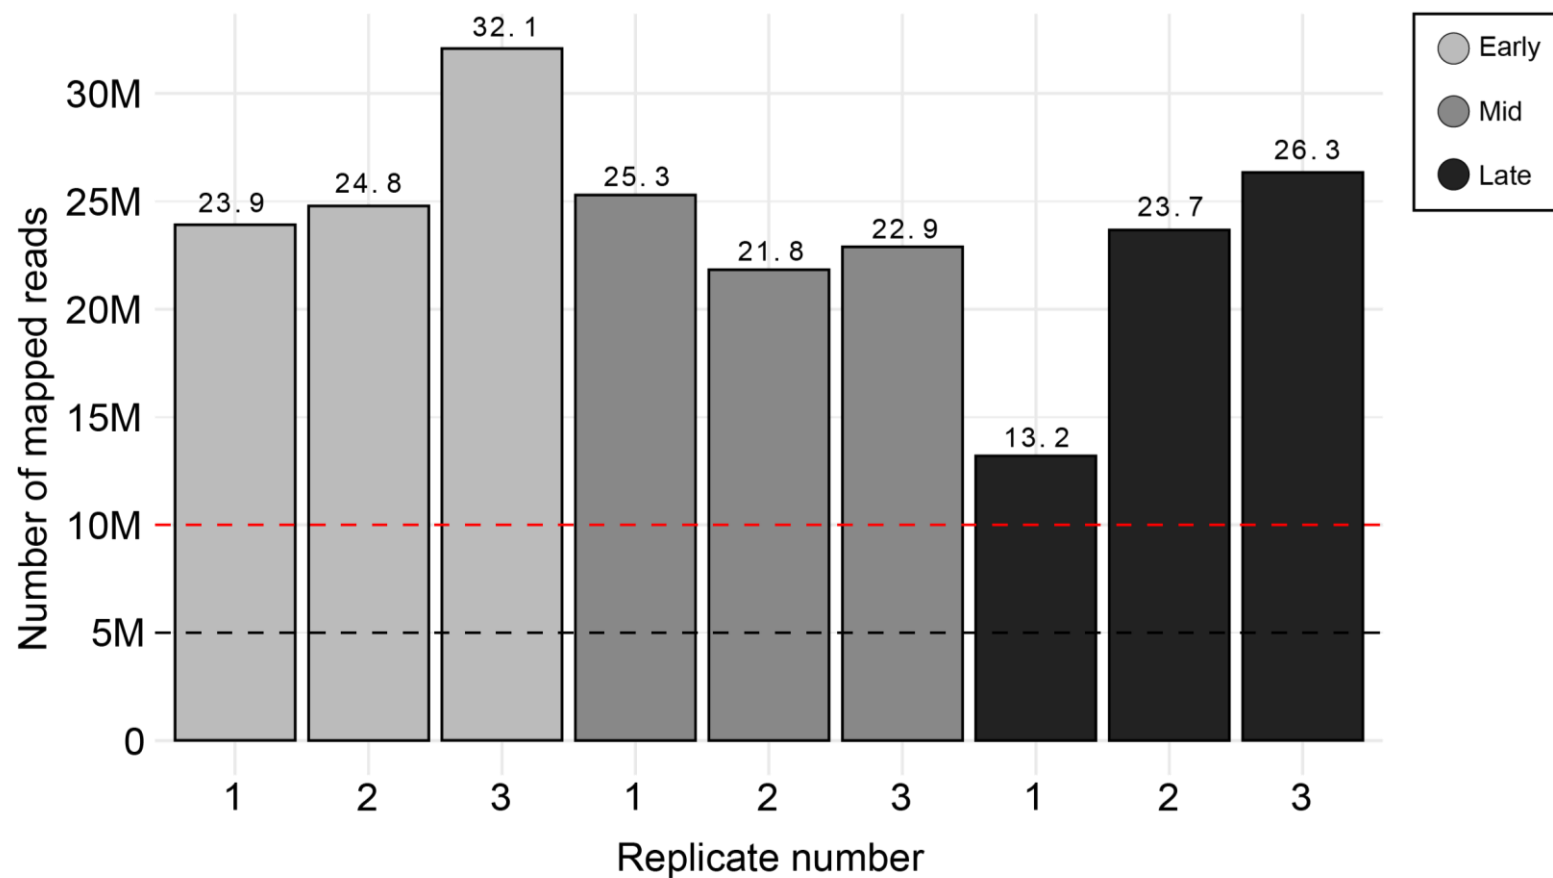

397

398

399 **Supplementary Figure S1.** Number of aligned reads in each of three biological replicates of whole ovary RNA-seq samples.

400 The Black dashed line: five million reads; red dashed line: ten million reads.

401

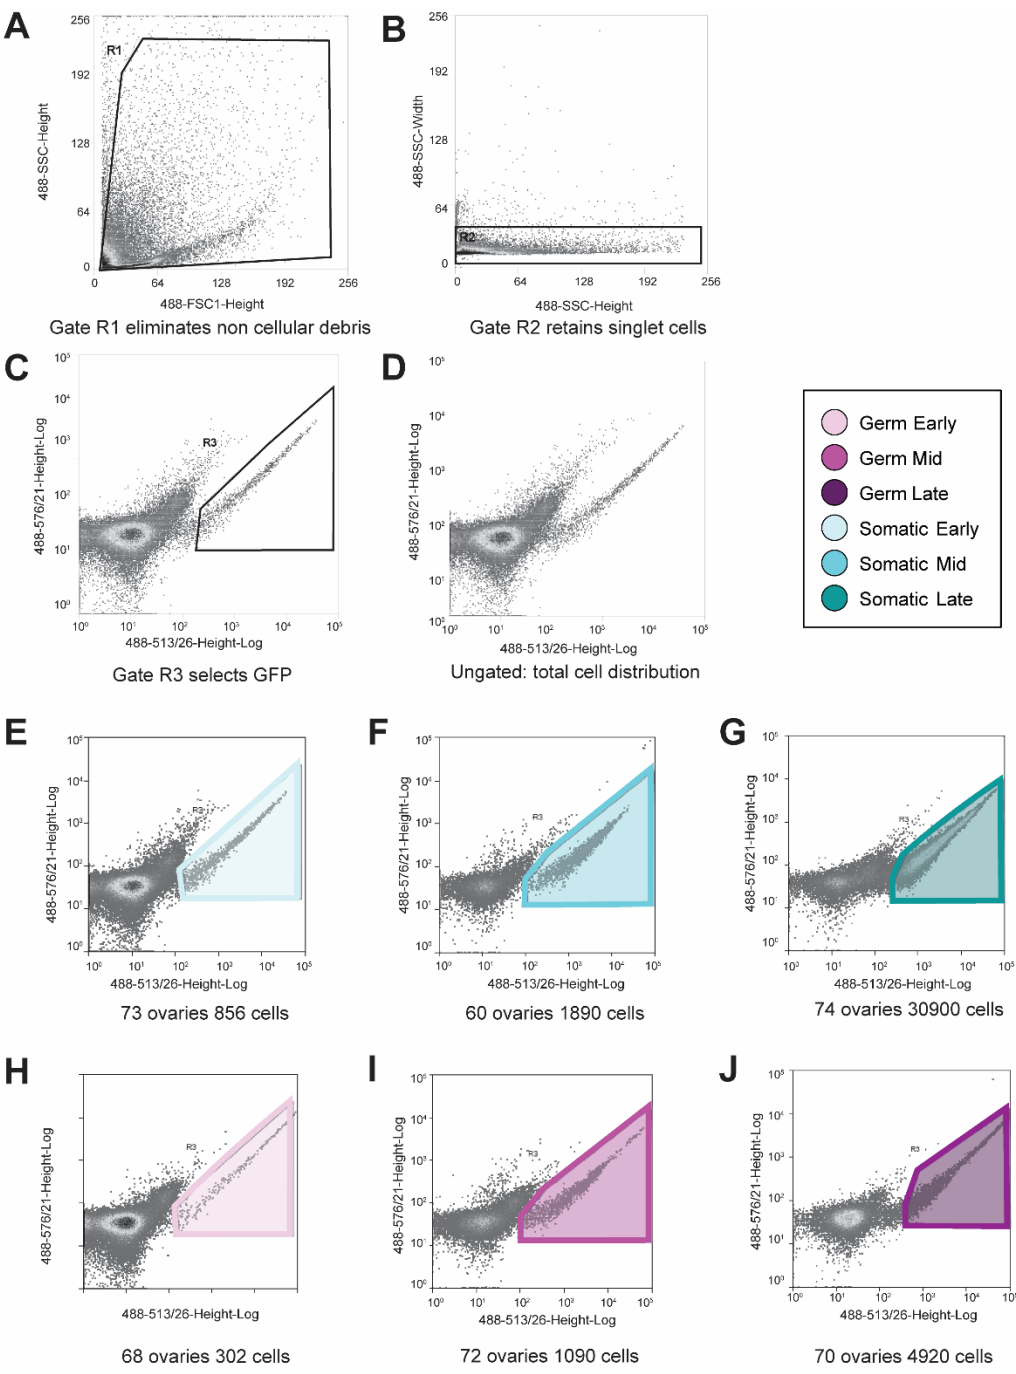

**Supplementary Figure S2.** Representative FACS cell density plots of GFP-positive cell sort from dissociated ovaries showing gating scheme used to obtain GFP-positive singlet cell population. A) Elimination of cellular debris using R1 (cells out of R1) gate. B) Elimination of non-singlets (cells outside R2) using R2 gate. C) Selection of GFP-positive cells through R3 (cells inside R3) gate. D) Ungated plot showing distribution of all cells. E-J) Representative R3 gated plots showing number of GFP-positive cells for similar number of ovaries.

412

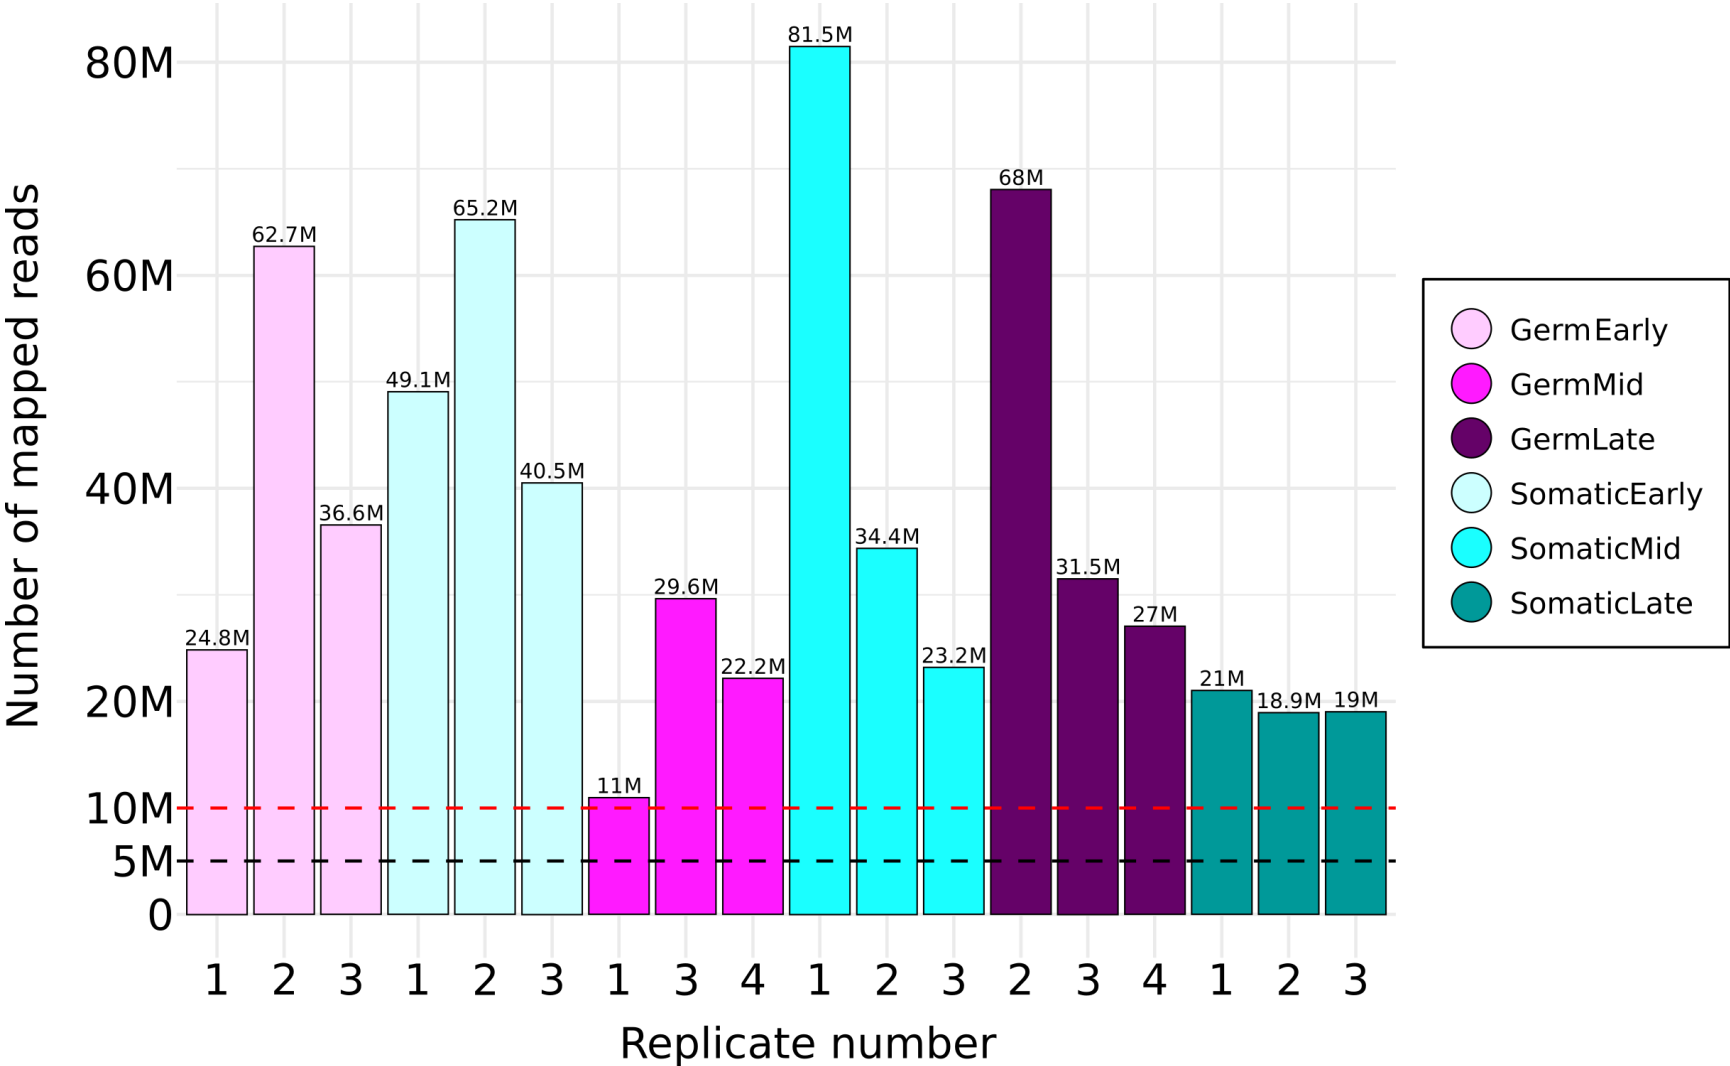

413

414

415

**Supplementary Figure S3.** Number of aligned reads in each of three tissue-specific biological replicate samples used for the analyses presented in this study. Black dashed line: five million reads; red dashed line: ten million reads.

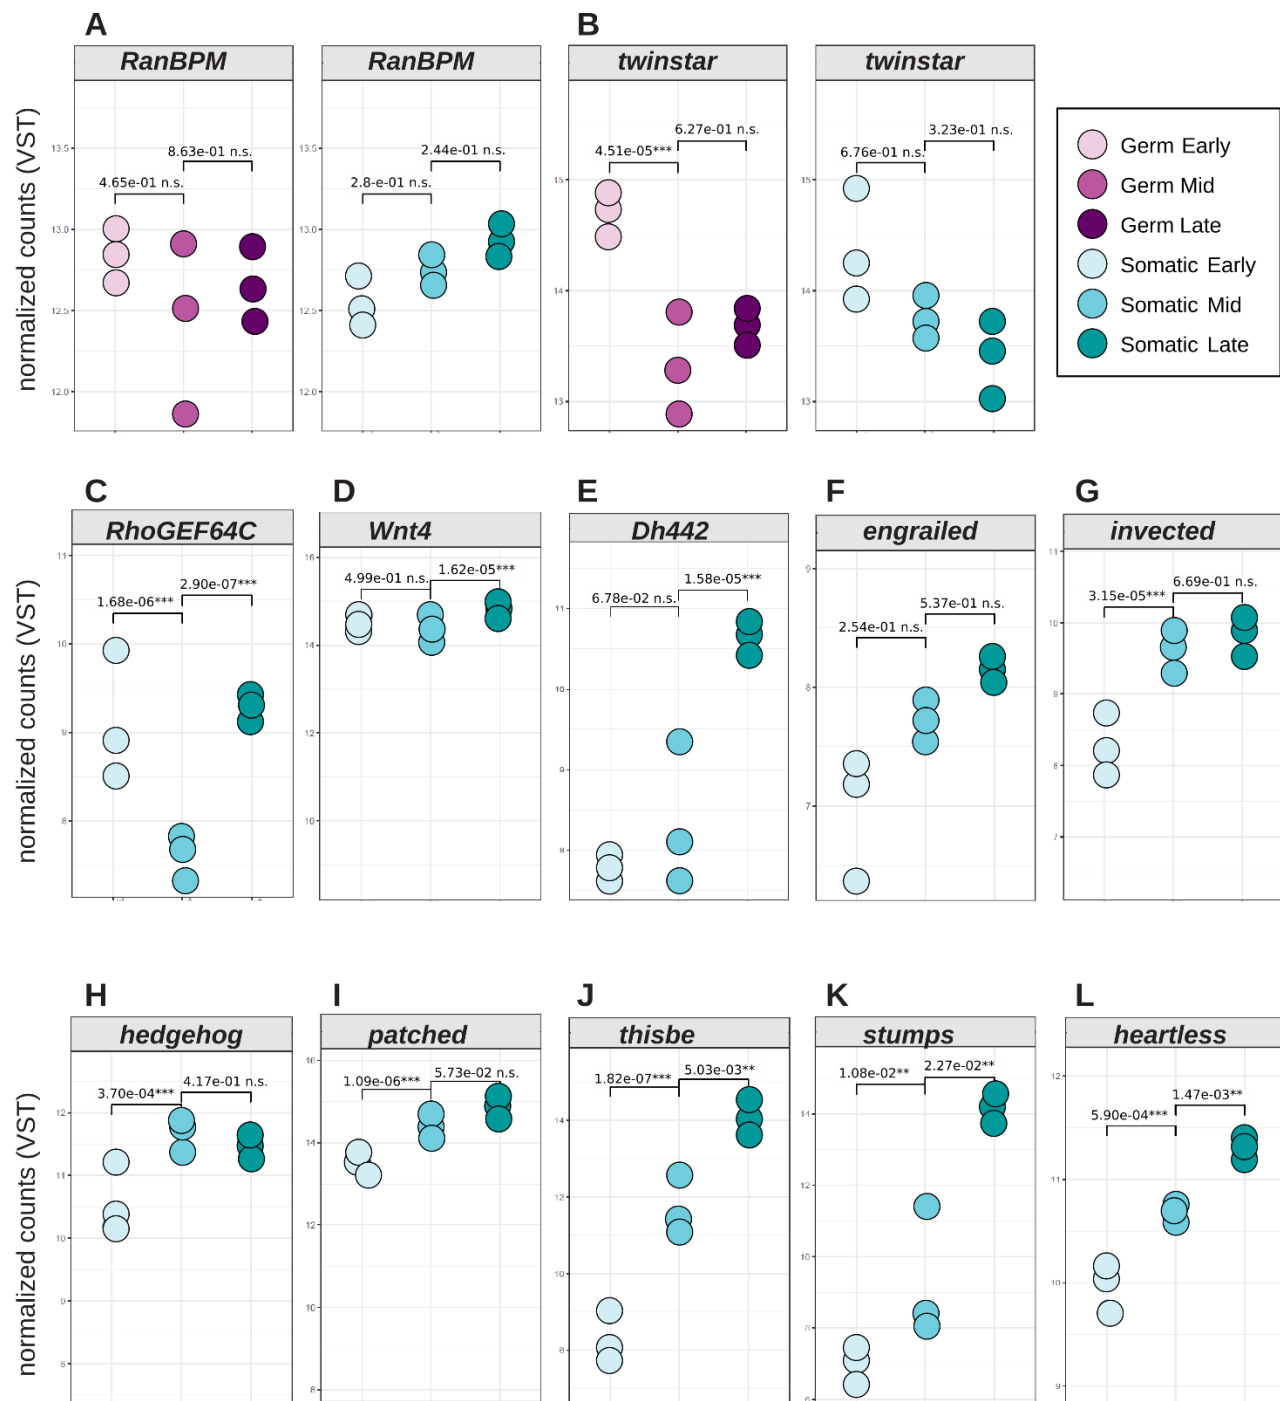

**Supplementary Figure S4.** Dot plots of genes differentially expressed across stages. Expression in VST counts of genes in each tissue-specific RNA-seq library. The adjusted p-values shown were calculated in the differential expression analysis with DESeq2. \*p-value<0.05, \*\*p-value<0.01, \*\*\*p-value<0.001, n.s. not significant

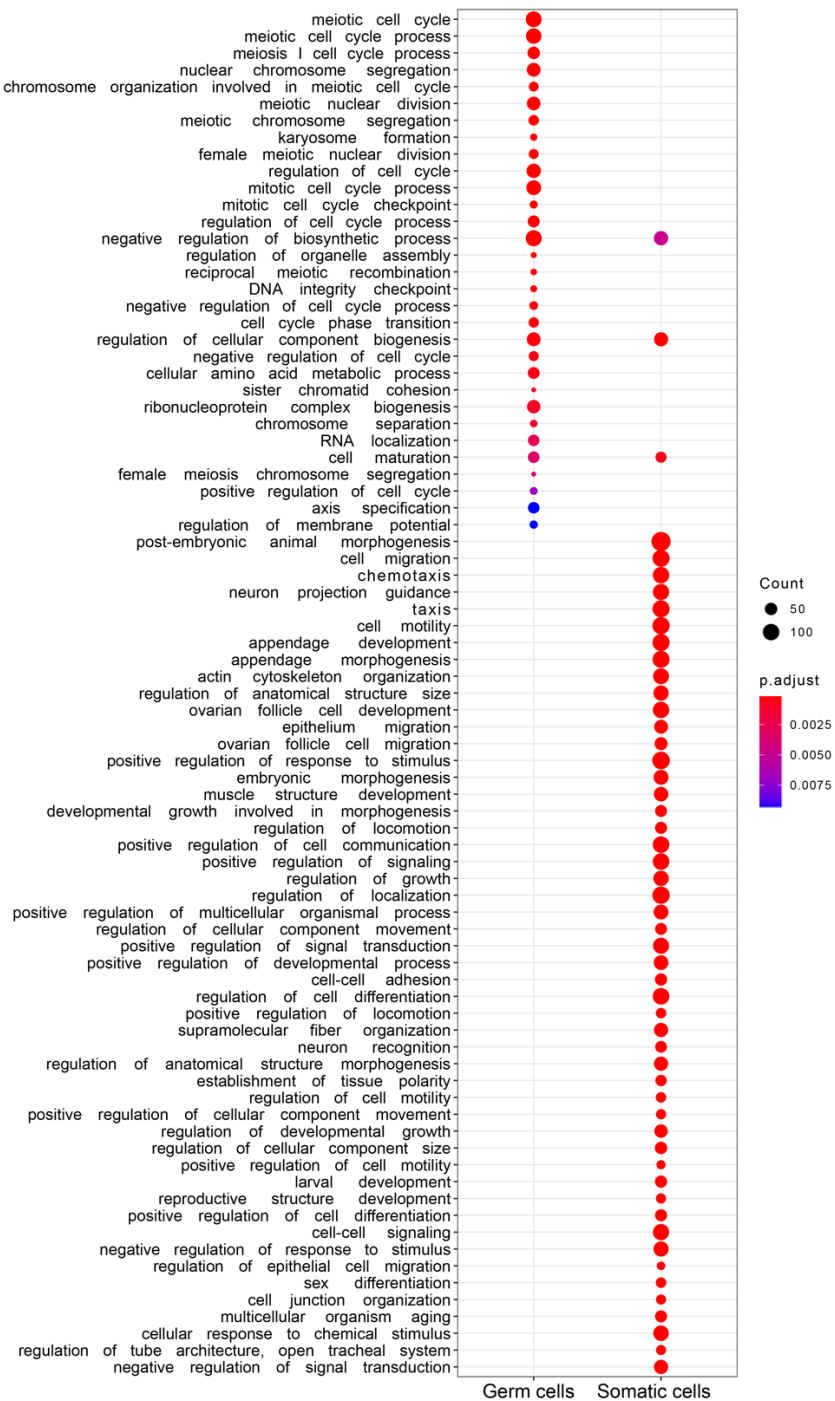

**Supplementary Figure S5.** Gene Ontology terms (GO-terms) for Biological Process level 4 that were significantly enriched (BH adjusted p-value<0.01, minimum number genes with the term=30) within the set of genes differentially expressed (BH adjusted p-value<0.01) between germ cells and somatic cells. The circle size is proportional to the number of genes with the GO-term in the corresponding gene set. The color of the circle indicates the adjusted p-value.

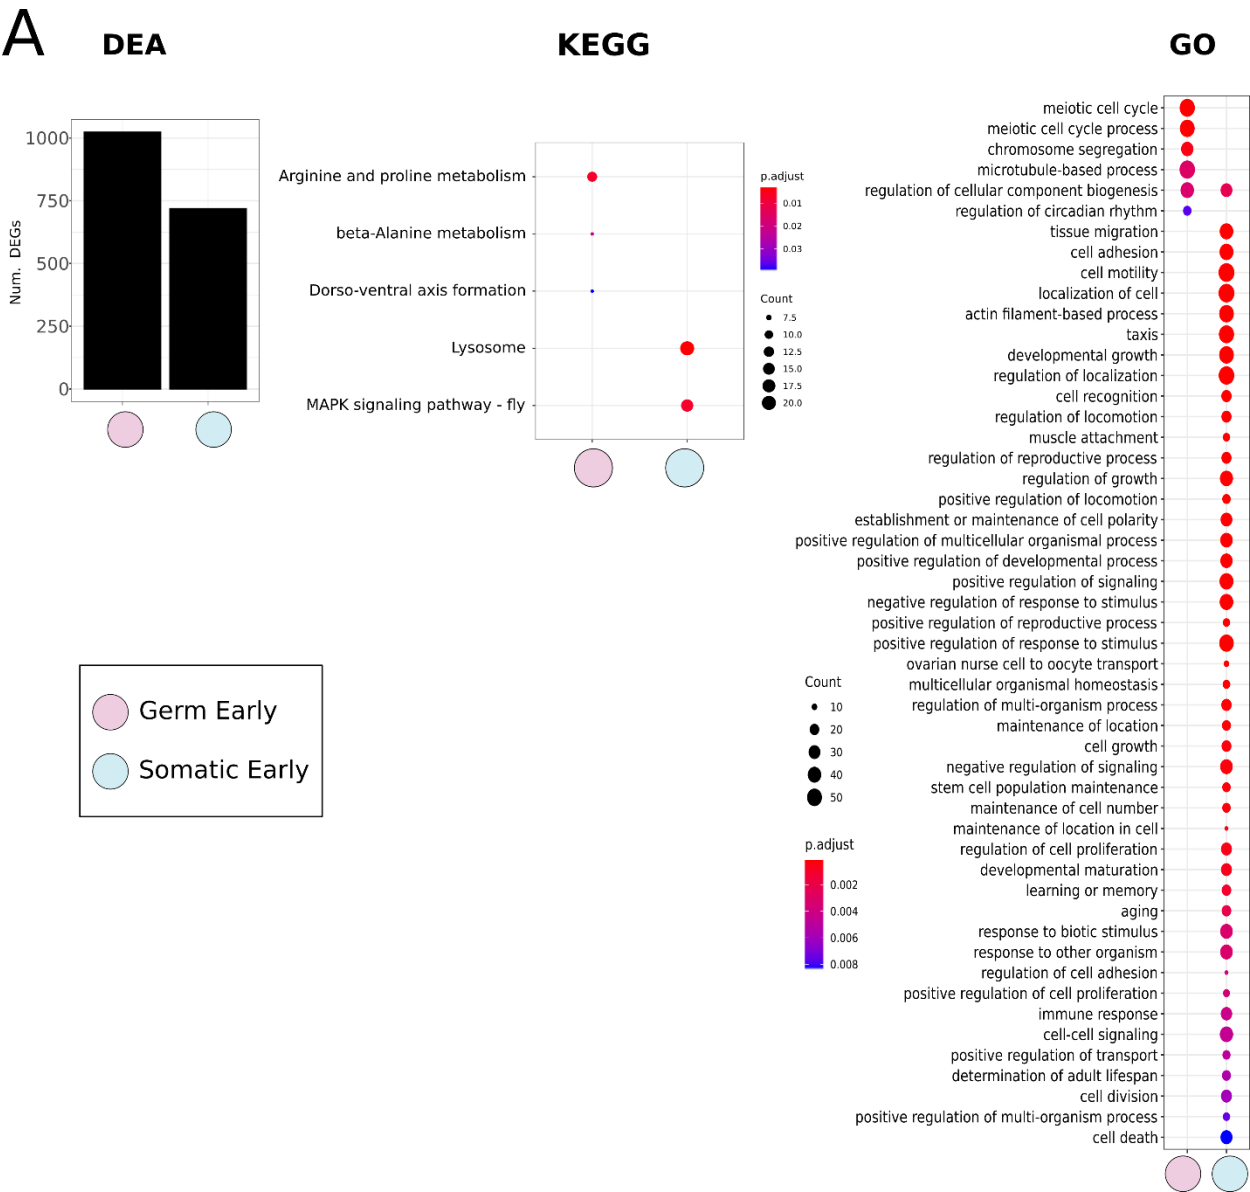

B

DEA

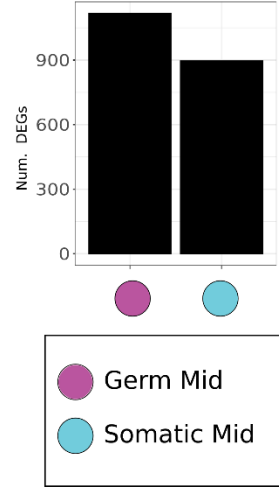

KEGG

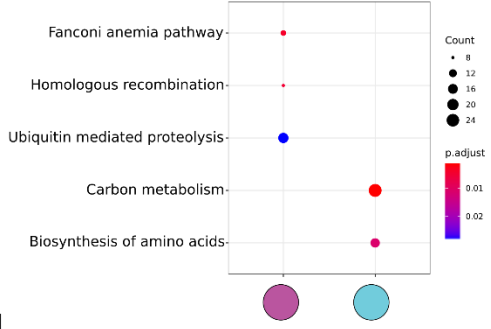

GO

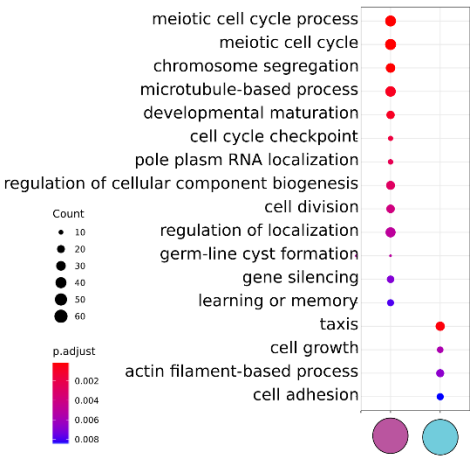

432

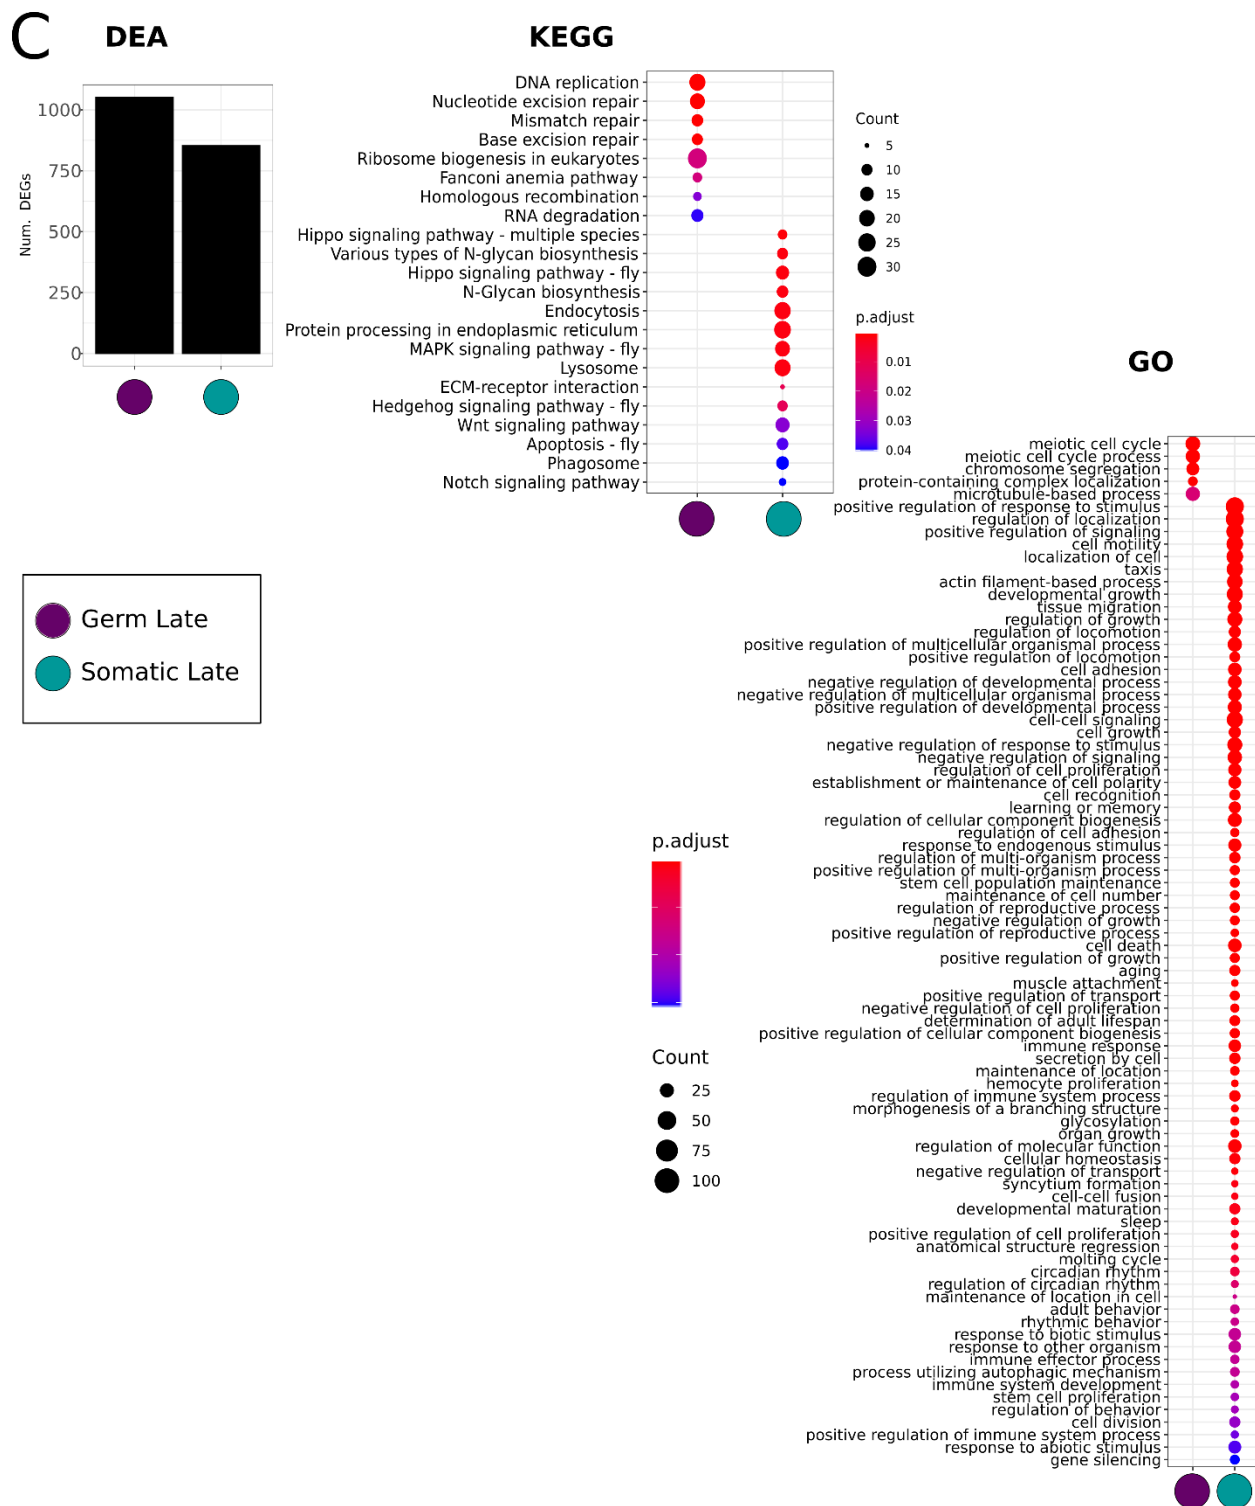

**Supplementary Figure S6.** Number of significantly upregulated genes in germ cells and somatic cells at A) early, B) mid, and C) late stages, and the KEGG pathways and GO-term identified as significantly enriched (BH adjusted p-value<0.05 for KEGG and BH p-value<0.01 for GO) within each set of upregulated genes. See Supplementary Table S5 for gene list.

440

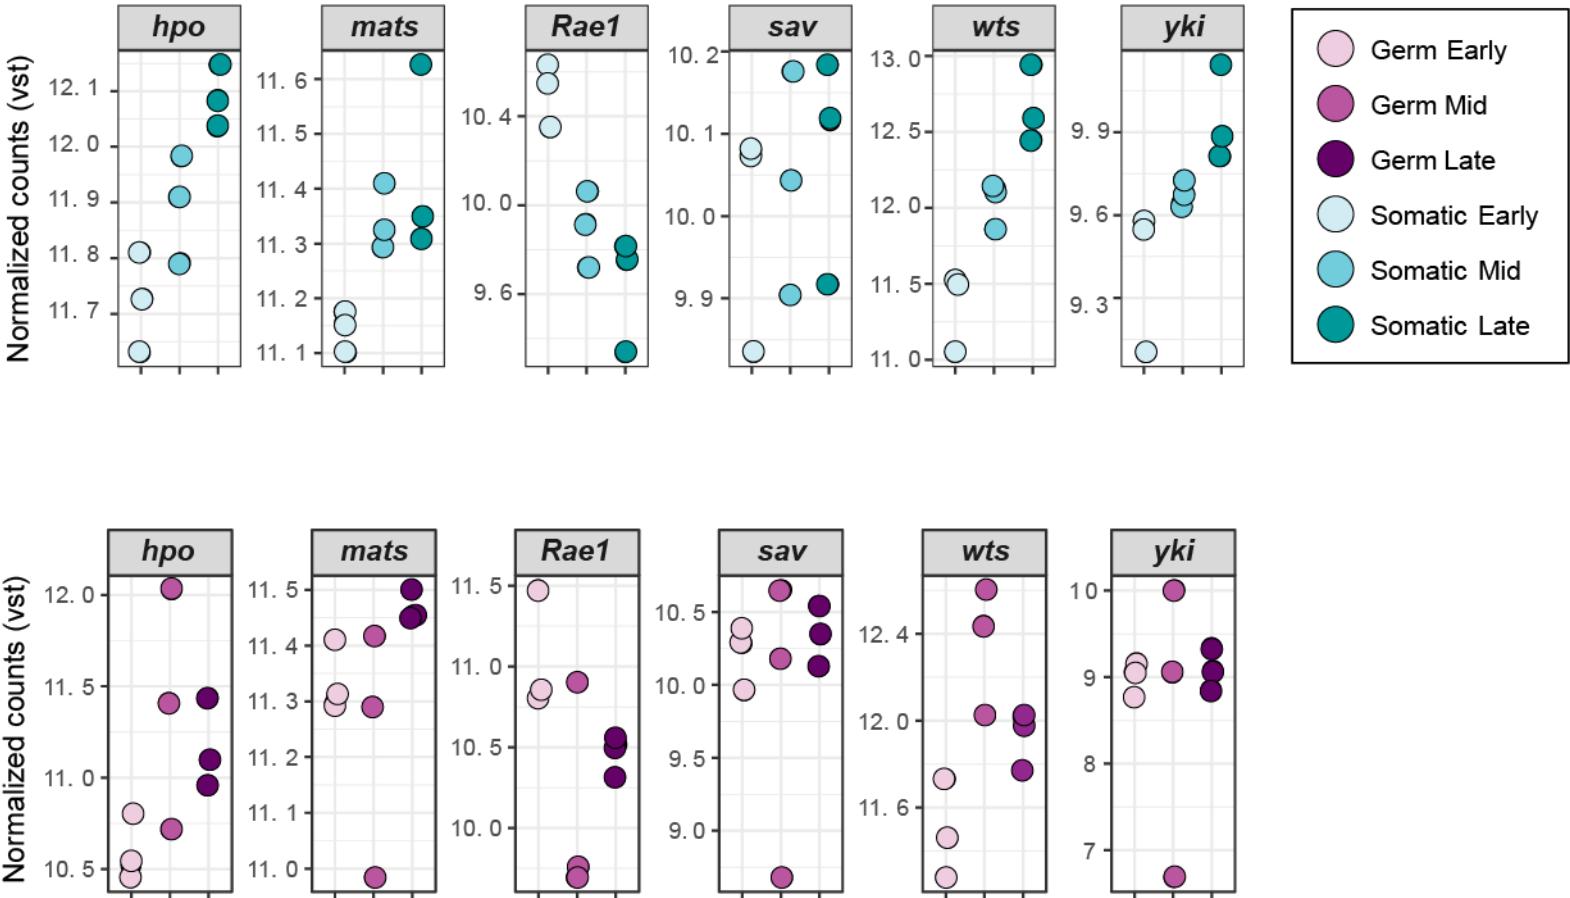

441  
442  
443  
444  
445  
446

**Supplementary Figure S7.** Expression in VST counts of the Hippo signaling pathway core component genes according to FlyBase (FBgg0000913) in each tissue-specific RNA-seq library. Note that y axes differ slightly between plots

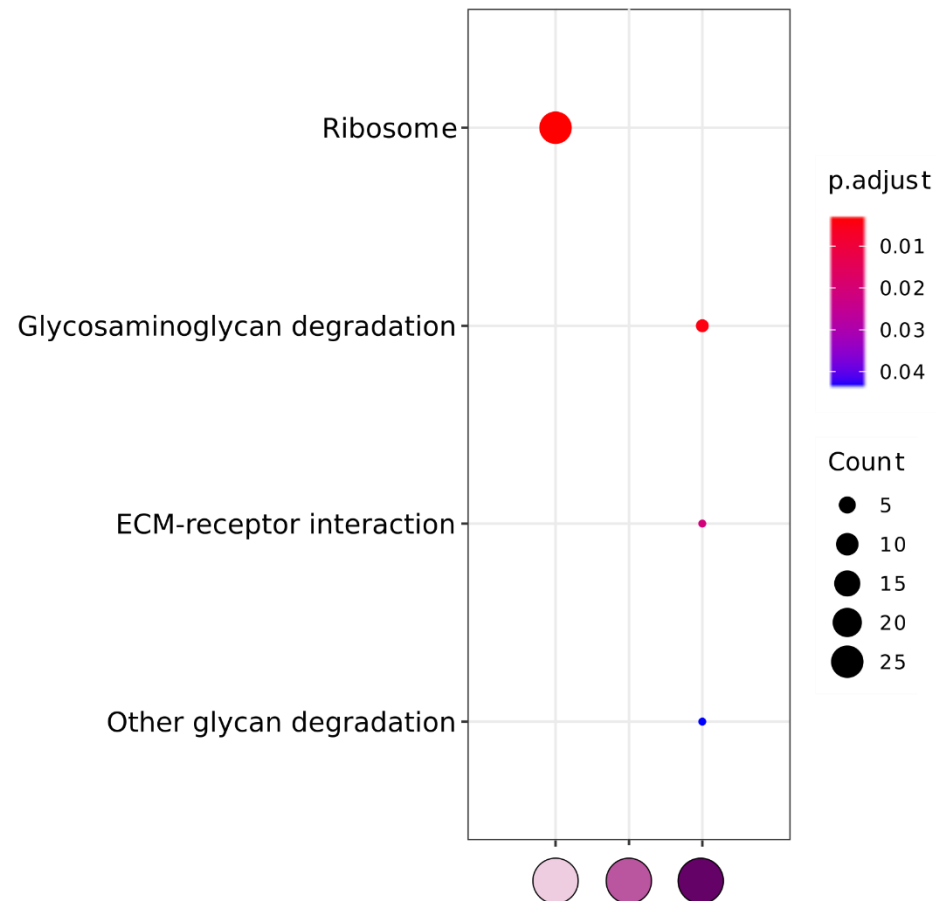

**Supplementary Figure S8.** Significantly enriched (BH adjusted p-value<0.05) KEGG pathways within the sets of genes significantly overexpressed (p-value<0.01) in each stage of the germ cell libraries. The circle size is proportional to the number of genes with the GO-term in the corresponding gene set. The color of the circle indicates the adjusted p-value.

454

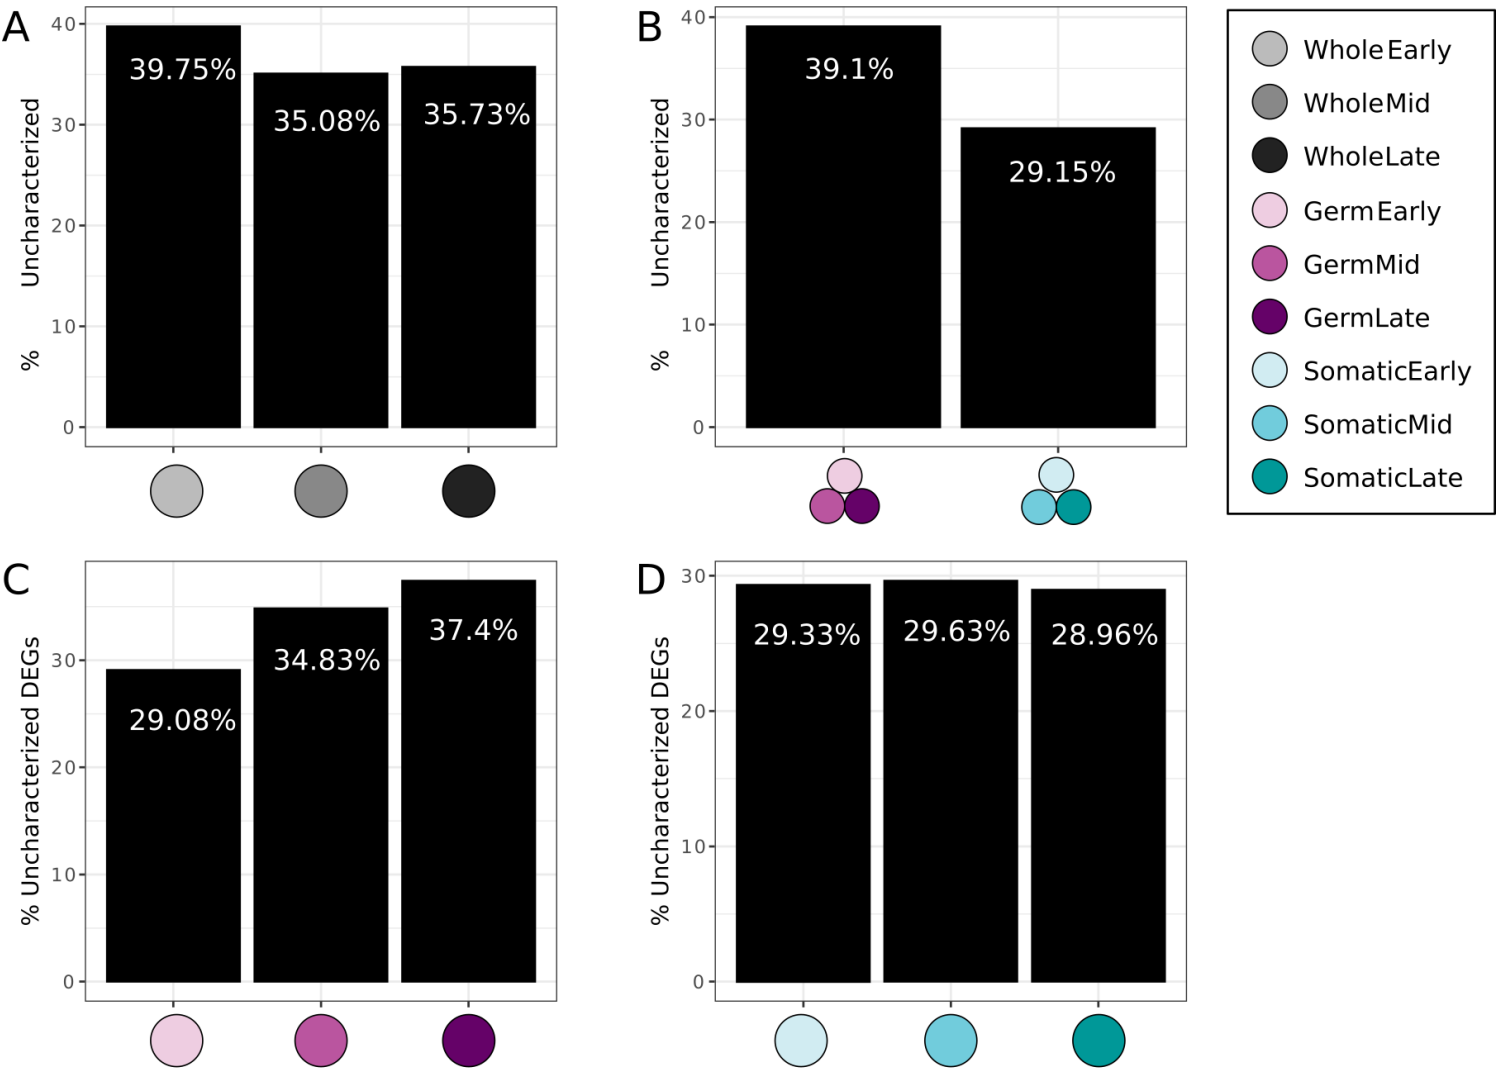

455

456

457

**Supplementary Figure S9.** Uncharacterized genes in differential expression comparisons.

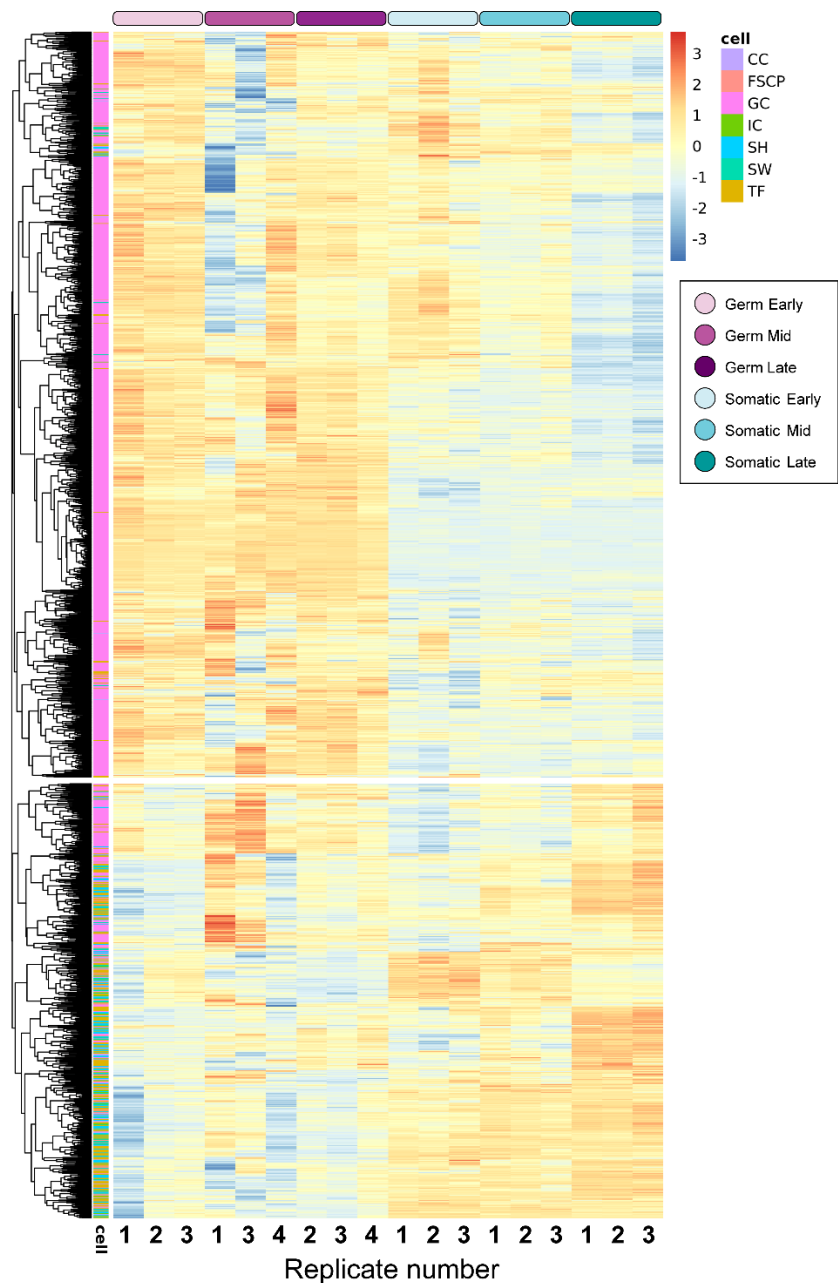

459  
460  
461  
462  
463  
464  
465  
466  
467  
468

**Supplementary Figure S10.** Expression across our dataset of the cell markers exclusive of a single cell type obtained from SLAIDINA *et al.* (2020). The color of the first indicates the cell type of which each gene is a marker of (CC: cap cells, FSCP: follicle stem cells, GC: germ cells, IC: intermingled cells, SH: sheath cells, SW: swarm cells, TF: terminal filament). Genes are clustered based on hierarchical clustering and separated into two groups using the cuttree function which resulted in the separation of the germ cell markers from somatic markers. The expression of each gene across samples is represented as a row-wise Z-Score value of the VST-normalized counts from high(red) to low (blue).

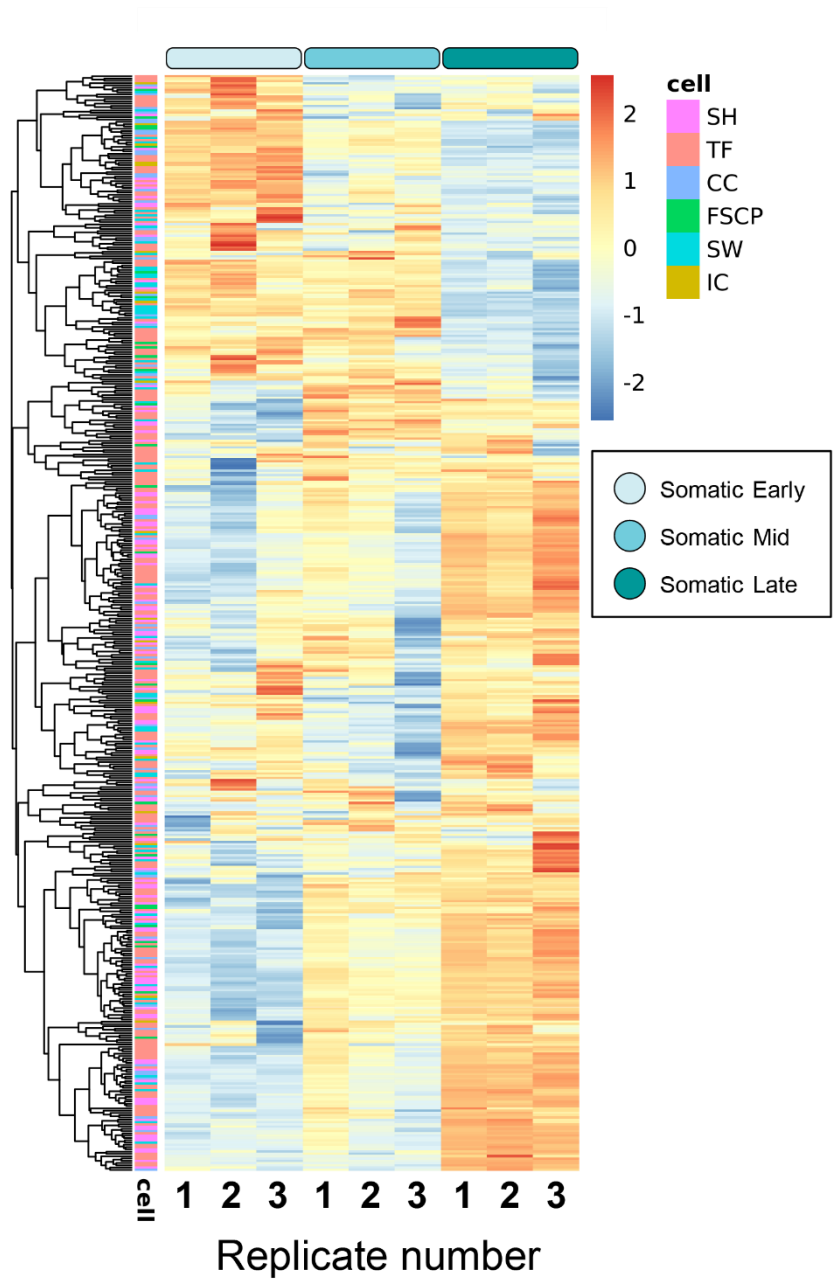

470  
471  
472  
473  
474  
475  
476  
477  
478

**Supplementary Figure S11.** Expression across stages in somatic cell libraries of the somatic markers exclusive of a single cell type obtained from SLAIDINA *et al.* (2020). The color of the leftmost column indicates the cell type suggested by each marker gene (CC: cap cells; FSCP: follicle stem cells; GC: germ cells; IC: intermingled cells; SH: sheath cells; SW: swarm cells; TF: terminal filament). Genes are grouped based on hierarchical clustering. The expression of each gene across samples is represented as a row-wise Z-Score value of the VST-normalized counts from high (red) to low (blue).

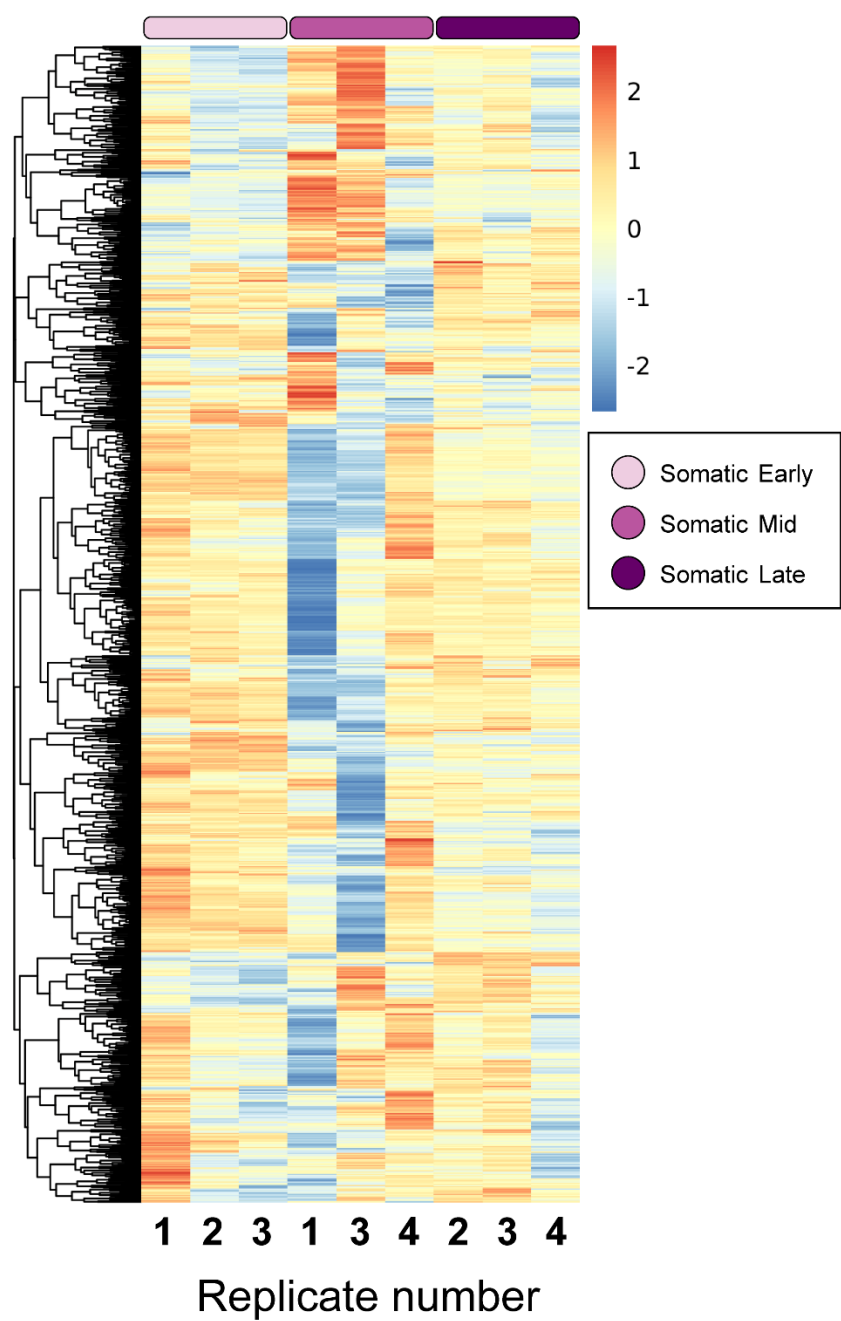

480  
481  
482  
483  
484  
485

**Supplementary Figure S12.** Expression across stages in germ cell libraries of the germ cell markers obtained from SLAIDINA *et al.* (2020). Genes are grouped based on hierarchical clustering. The expression of each gene across samples is represented as a row-wise Z-Score value of the VST-normalized counts from high (red) to low (blue).

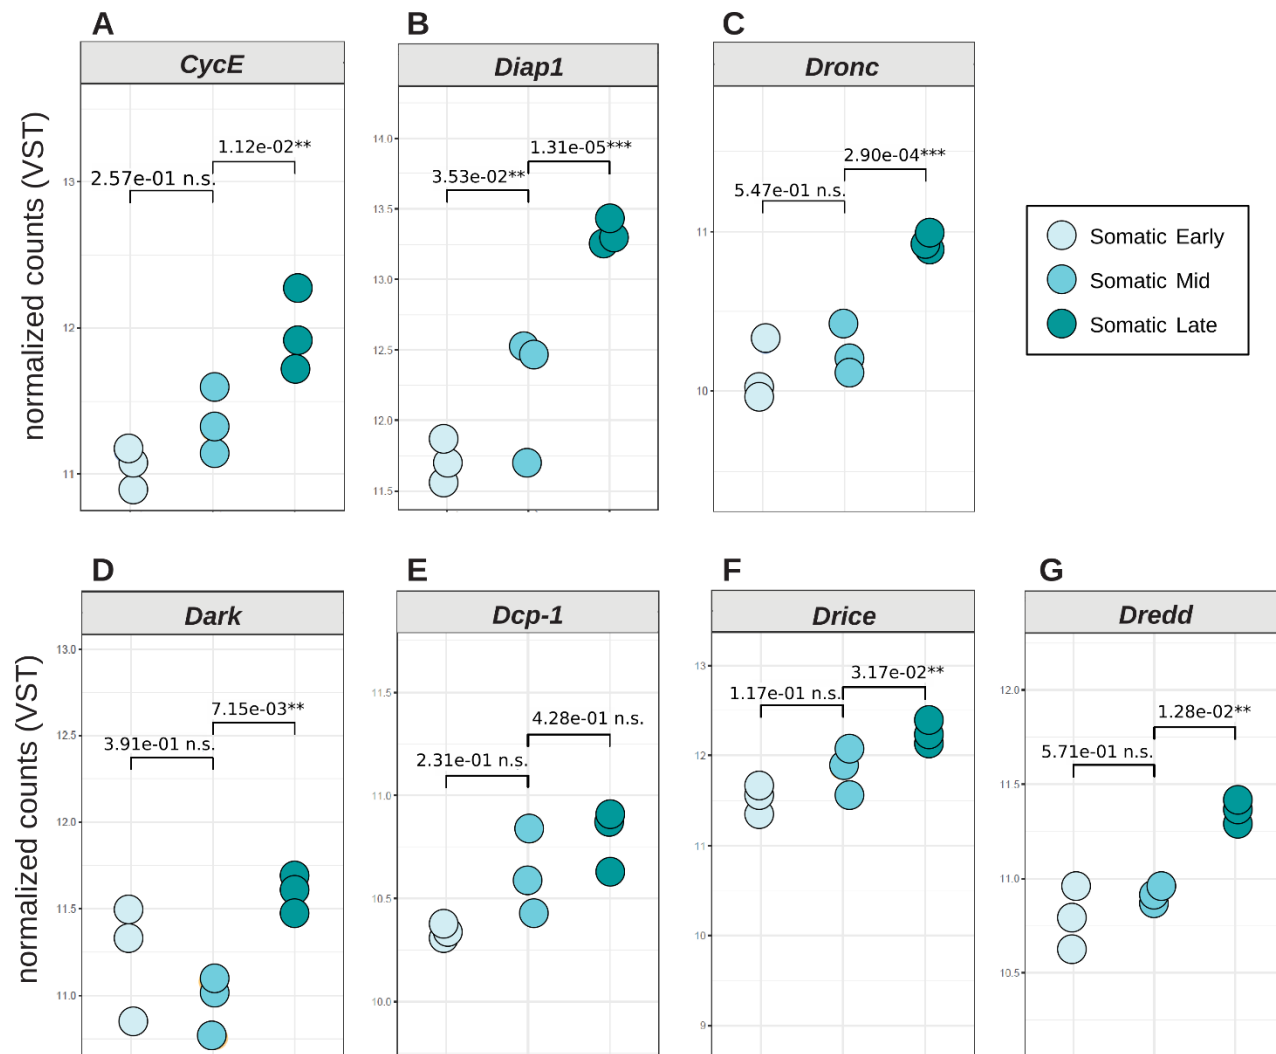

487  
488 **Supplementary Figure S13** Dot plots of selected proliferation and apoptosis control genes differentially expressed across  
489 stages. Expression in VST counts of genes in each tissue-specific RNA-seq library.

How the deposited data were processed for this re-analysis (not part of the article)

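The data comprised 27 RNA-seq libraries of larval ovaries of *D. melanogaster*. Whole ovaries of the Oregon R strain, sorted somatic cells and sorted germ cells were each sequenced at 72, 96 and 120 h AEL (early, mid and late) in 3 biological replicates. Conditions were taken from the titles and characteristics of the samples and from the paper's Table S1. By the paper's methods, sorted cells came from crosses of UAS:Green Stinger females with *bab:GAL4* males, for somatic cells, or *nos:GAL4* males, for germ cells. The tissue and the driver parent of these libraries thus differ together, and the other parent is of the same line.

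The authors deposited expected counts per gene for all 27 libraries. The paper's methods state that they trimmed adapters, aligned the single-end reads with STAR to the FlyBase genome and estimated the counts with RSEM, and that they summed the counts of a biological sample over lanes and runs. The deposited expected counts were not normalized, and each table held 16257 genes. RSEM divides a read that maps to several genes among them, so that the values were not all whole numbers. A long form of the same tables was not used here, because its values were the same to within rounding and the copy at hand of the one for the sorted tissues was incomplete. The copies at hand of Tables S2 to S7 were incomplete as well and were read only for gene symbols and for the share of uncharacterized genes among the germ cell genes of Table S4.

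Genes were named by the symbol paired with their identifier. A symbol was found for 16222 genes, for 5965 of them in the paper's supplementary tables, and 35 genes had none. Positions came from release 115 of the Ensembl annotation of the BDGP6 assembly, which held 16206 of the 16257 identifiers. A gene was counted as uncharacterized when its symbol consists of CG or CR and digits, since a name was at hand for 74.6% of the genes higher in somatic cells, fewer than the 80% set as the minimum for using names.

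From the expected counts, rounded to whole numbers, genes were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Genes with low counts were removed by filterByExpr with its minimum of 10 counts per gene and 15 in total, library sizes were scaled by TMM, and the quasi-likelihood test was run with robust estimation. Genes with a Benjamini-Hochberg adjusted p under 0.01 were called. The 9 libraries of whole ovaries, of somatic cells and of germ cells were fitted separately for the comparisons of stages, and the 18 libraries of the sorted tissues together, with 1 group per tissue and stage, for the comparisons of tissues and for the difference between tissues in a change between stages. A stage-specific gene is one that was higher in a stage than in the mean of the other stages. CPM values are counts per library size after TMM scaling, and their errors are SD over the replicates. The floors for genes without counts, 3 counts of the library or group, and the folds given as "at least" use library totals without scaling. They cover counting error only.

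Libraries were clustered on the variance stabilizing transformation of DESeq2 1.42.0 over all genes by Euclidean distance and complete linkage. Stage-specific genes of whole ovaries were clustered the same way on z-scores and divided by cutree into 3 groups. Gene lists were tested with camera of limma with a preset correlation of 0.01, and with fry beside it, and their overlap with called genes with Fisher's exact test (two-sided). Ribosomal protein, proteasome and oxidative phosphorylation genes were taken by symbol, and the Notch, Hedgehog, TGF-beta, Wnt and Hippo lists were written by hand. A symbol of a list that the tables lack was left out. Log2 fold changes of whole ovaries and sorted tissues were correlated across genes.

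The libraries held between 9680615 and 72875881 expected counts, so that 3 counts correspond to between 0.0412 and 0.31 CPM. With 3 libraries in a group, an exact permutation test of a single gene cannot give a p under 0.1, and calls rest on a spread that edgeR estimates over all genes of a fit.

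The tests were tried on counts simulated from the means and sizes of the real libraries with 200 changed genes. At an adjusted p under 0.01, edgeR recovered 65% of the genes changed 4-fold and 16% of those changed 2-fold in whole ovaries from early to mid, among 83 calls of which 2 were false. The shares were 60.2% and 26.5% in somatic cells (88 calls, 2 false), 16.7% and 0% in germ cells (19 calls, 1 false) and 55.8% and 34.4% for germ against somatic cells (91 calls, 0 false). DESeq2 recovered 75% and 53% in whole ovaries (147 calls, 19 false), 67.3% and 36.3% in somatic cells (114 calls, 11 false), 45.4% and 5.43% in germ cells (92 calls, 38 false) and 69.2% and 44.8% for germ against somatic cells (158 calls, 43 false). A list of 60 genes shifted by 0.8 on the log2 scale had a camera p of 2.39e-52, and an unshifted list of 60 genes had 0.81. The simulated genes varied independently of each other, so these values do not show how camera performs on lists of correlated genes.

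Genes named in the text are those that the paper names with a value, a direction or a call, the 2 genes with the smallest adjusted p in each direction among called genes whose libraries do not overlap in each comparison, the genes of the lists, and *Dcr-2* and *w*, which the driver stocks carry as transgenes. Other genes are marked as chosen after their values were seen.

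Lists of transcripts of other tissues were read as shares of all counts. The list of 9 fat body genes took between 0.632% and 7.1% of the counts in whole ovaries, at most 0.00105% in somatic and at most 0.28% in germ cell libraries. It was written after *Lsp2*, *Fbp2* and *Obp99b* had been seen in Table S2. The list of 6 hemocyte genes took between 0.0245% and 0.0783% in whole ovaries, between 0.00467% and 0.187% in somatic and between 0.00894% and 0.127% in germ cell libraries. Its most abundant gene was *Pxn*, and 2 of its genes reached 10 CPM in somatic libraries. The list of 7 muscle genes took at most 0.114%, 0.00228% and 0.00429% in the 3 kinds of library. The list of 6 gut genes took between 0.0134% and 0.0309%, between 0.0238% and 0.0817% and between 0.00122% and 0.0471%, with *LManII* as its most abundant gene and the 1 that reached 10 CPM in somatic libraries.

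The choices of test, filter, scaling, libraries and threshold above were made before the data were examined, and so were these alternatives: DESeq2 in place of edgeR, the size factors of DESeq2 in edgeR, no filter on low counts, the replicate number as a block, each library left out in turn, all 18 libraries of the sorted tissues or the 6 of a stage in a fit, other linkages, genes and scales for the clustering, and other tests of gene lists. limma voom, edgeR without robust estimation, tissue as the only term, and the leaving out of libraries for the clustering, the uncharacterized share, the comparison of whole ovaries with sorted tissues and the stage comparisons in the fit of all 18 libraries were added after the values were seen, as was the ranking of genes by p in each tissue. GO and KEGG enrichments were not analysed here, since gene sets of those databases were not at hand, nor were the marker genes that the paper takes from single-cell data.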

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

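The tests of transcripts lost at random and the reassignment of stages within each tissue were chosen only after the results had been seen, and so were the fits by limma voom and without robust estimation.

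By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the change from early to mid differed between germ cells and somatic cells for 4 genes, and the change from mid to late for 31 genes, at an adjusted p under 0.01. These differences between the tissues were tested as an interaction in the fit of all 18 libraries, which the paper does not report. All 4 genes were lower in germ cells at mid relative to early than in somatic cells. Of the 31 genes, 28 rose more and 3 rose less in germ cells than in somatic cells from mid to late. DESeq2 called 418 and 555 genes, with all 4 and all 31 among them. The 2 stages of each transition were reassigned at random among the libraries of each tissue, with the difference between the tissues and the change they share kept. As many genes were called in 15 of 100 divisions from early to mid, the real one included, and in 2 of 100 from mid to late, where another division gave 128. A chance division of the libraries is thus not excluded for the 4 genes, and the count argues against it for the 31. Reassigning the tissues within each stage gave 1 and 6 of 100, but this mixes the difference between the tissues into the result and decides nothing. Without germ cell mid replicate 4, the counts were 220 and 844, and without other libraries they fell to 0 (somatic early replicate 3) and 1 (somatic mid replicate 2).

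Of the 4 genes, 2 had no counts in the 3 germ cell libraries of mid and 3 had at most 3 counts there. Of the 31 genes, 12 had no counts and 14 at most 3, and 3 genes were called at both transitions. Of the 12 genes, which include the 2, 10 had between 1 and 5 CPM on average in the other germ cell libraries. If transcripts were lost independently in each of the 3 libraries, 216 genes of such levels would be at 0 in all of them, and 257 were. The ratio of 1.19 is near 1, whereas the other groups of sorted libraries had between 4.97 and 88.9 times the number that independent losses would give. Transcripts lost at random in germ cell libraries made from little cDNA are thus a candidate explanation for these 10 genes. The other 2 genes, CG31812 and *ND-13B*, had 6.52 and 8.54 CPM. At 5 CPM or more, independent losses would leave 4.56 genes at 0, and 13 were, which argues against random losses as the whole cause at these levels. Nor does this explanation reach genes with counts in those libraries, such as CG31075.

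Other explanations stay open. The deposited counts were not normalized by the authors, and with the size factors of DESeq2 in edgeR the number from mid to late was 17, as it was with no filter on low counts. The tissues came from crosses with different driver stocks at every stage, and a cross that changes differently with stage cannot be told apart from a tissue that does. A difference between germ cells and somatic cells in their development is the biological explanation that the design offers, and it was not tested apart from these.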

How the results depend on the processing

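limma voom, edgeR without robust estimation, tissue as the only term and the leaving out of libraries for the clustering, the groups of the heatmap, the uncharacterized share and the comparison of whole ovaries with sorted tissues were chosen only after the results had been seen. The cause was not tested for any change below.

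With the size factors of DESeq2, 28 of 29 results stayed on the same side of the threshold or within 1.5 times their count, and 26 of 30 did with no filter, 19 of 21 without robust estimation, 13 of 21 by limma voom and 4 of 24 by DESeq2. The uncharacterized share kept its direction and its side of the threshold in every setting tried, and so did the log2 fold changes of *nos* and *vas*. Of 85 values of named genes, 70 stayed the same by DESeq2 and 14 passed the threshold that they had not passed.

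DESeq2 called more genes than edgeR in the comparisons that follow. In whole ovaries, it called 692 genes from early to mid, 2810 from mid to late, and 1442, 540 and 1640 as higher at early, mid and late. In somatic cells, it called 867, 1412 and 139 as higher at mid. In germ cells, it called 549, 247, 209, 186 and 85. Between the tissues, it called 1784, 2050 and 1920 genes at early, mid and late, and 418 and 555 for the differences in the change from early to mid and from mid to late. The heatmap groups held 1633, 1419 and 270 genes with the genes of DESeq2, and 941, 690 and 330 on log2(CPM + 1) values.

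With no filter, 296 genes changed in somatic cells and 1 in germ cells from early to mid, 44 were higher at mid in somatic cells, and 17 differed between tissues from mid to late, as with the size factors of DESeq2 (17). By limma voom, 147 genes were higher at mid in whole ovaries, 10 at mid in somatic cells and 1 at mid in germ cells, 298 and 403 changed between stages in somatic cells, 1520 differed between tissues at early, and 42 and 6 in their change between stages. Without robust estimation, 10 genes were higher at mid in somatic cells and 15 differed between tissues in the change from early to mid. Tissue as the only term in edgeR gave 1857 genes.

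The setting with all 18 libraries in one fit called 18 and 82 genes between stages in somatic cells, 170, 1 and 319 as higher at early, mid and late, and 61, 27, 41, 19 and 7 in germ cells. With only the 6 libraries of the stage, 181, 40 and 3302 genes differed between tissues.

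With the replicate number as a block (replicate block), 14 genes changed from early to mid and 126 were higher at mid in whole ovaries, 9 were higher at mid in somatic cells, 440 differed between tissues at late, and 0 and 0 in their change between stages (unadjusted p under 0.05 without the block for 1442 and 2130 genes). The other 23 of 29 results stayed the same. Libraries with the same number did not deviate together, with mean correlations of 4.21e-05 in whole ovaries, 0.00753 in somatic and -0.0758 in germ cells, so that the number marks no shared batch.

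For gene lists, camera with an estimated correlation gave adjusted p of 0.157 for ribosomal proteins, 0.362 for the proteasome, 0.32 for oxidative phosphorylation, 0.116 for Notch and 0.116 for Hedgehog, and 0.185 for TGF-beta, none of which passed 0.01. By fry, the adjusted p was 0.0128, 0.0174 and 0.015 for the ribosomal protein, proteasome and oxidative phosphorylation lists and 0.00736 for Hippo.

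The correlation of whole ovaries with somatic cells from mid to late was 0.412 by DESeq2 and 0.744 over genes with a mean of at least 1 log2 CPM, and that with germ cells was 0.00754 (the sign reversed) and -0.13. Average linkage left 2 stages of whole ovaries with a clade. The sign of the difference between tissues in *tsr* from early to late reversed by DESeq2 (-0.008), with its size factors (-0.008), with the replicate block (-0.1) and by limma voom (-0.017), and the difference between transitions in *stumps* reversed with the block (1.004).

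With each library left out in turn, whole ovary counts ranged from 0 to 211 from early to mid, from 695 to 2939 from mid to late, and from 574 to 1159, 96 to 256 and 491 to 1819 for early-, mid- and late-specific genes. Somatic counts ranged from 66 to 226, from 218 to 728, and from 528 to 831, 6 to 29 and 552 to 1127. Germ cell counts ranged from 0 to 485 from early to mid, from 0 to 103 for early and from 0 to 223 for mid, the highest without germ cell mid replicate 4, and were 0 throughout from mid to late and for late (unadjusted p under 0.05 with all libraries for 1203 and 734 genes). Between tissues they ranged from 289 to 886 at early, 412 to 1302 at mid and 314 to 1528 at late, and from 0 to 220 and 1 to 844 for the differences in change. Clades numbered 2 to 3 in whole ovaries and 4 to 5 in the sorted tissues, the largest heatmap group held 603 to 1814 genes, and the correlations were 0.582 to 0.632 and -0.178 to 0.046. The ranges that changed sign were -0.346 to 0.225 for *tsr*, -1.814 to 4.356 for *stumps*, -0.166 to 0.027 for the difference between transitions in *htl* and -0.006 to 0.193 for *sav* from early to late.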

Differences from the paper's values

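A gap counts as closed here where the larger of the values is no more than 1.5 times the smaller. For counts of genes, this compares the numbers and not which genes were called. limma voom and the leaving out of libraries for the clustering were chosen only after the results had been seen.

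In whole ovaries, the paper's values are 685 genes changed from early to mid, 205 higher and 480 lower, and those found here by edgeR are 100, 40 and 60. From mid to late, the paper's values are 2727, 1264 higher and 1463 lower, and those found here are 1491, 579 and 912. For early-, mid- and late-specific genes, the paper's values are 1434, 538 and 1626 and those here 917, 226 and 944. DESeq2, the tool that the paper's methods name, closed each of these gaps (692, 208 and 484; 2810, 1299 and 1511; 1442, 540 and 1640). Leaving out early replicate 3 closed the gaps from mid to late and for early- and late-specific genes, and the size factors of DESeq2 in edgeR closed that for late-specific genes. The other alternatives set before the data were examined closed none of them.

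The paper's heatmap groups of whole ovaries held 1478 genes for early, 202 for mid and 1618 for late, and those here held 911, 109 and 941. With the genes called by DESeq2, the groups held 1419, 270 and 1633 genes, which closed all gaps. On log2(CPM + 1) values, 2 groups that were highest at early held 1020 genes together, which is within that factor of the paper's value, and the gaps for mid and late stayed. Average linkage closed none.

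In somatic cells, the paper's values are 867 genes from early to mid, 1404 from mid to late and 139 mid-specific, and those here 189, 651 and 20. DESeq2 gave 867, 1412 and 139 and closed the gaps, and no other alternative set before the data were examined did.

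In germ cells, the paper's values are 557 genes from early to mid, 248 from mid to late, and 209, 186 and 84 early-, mid- and late-specific. By edgeR they were 0, 0, 1, 0 and 0 here (unadjusted p under 0.05 for 1940, 1203, 1469, 1688 and 734 genes), and limma voom, chosen after seeing the values, gave 0, 0, 1, 1 and 0. DESeq2 gave 549, 247, 209, 186 and 85 and closed the gaps. Leaving out germ cell mid replicate 4 closed those from early to mid (485) and for mid-specific genes (223). The other alternatives set before the data were examined closed none.

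The paper states that the germ cell replicates of early cluster together. Here they formed no clade with complete linkage, where 4 of the 6 groups of tissue and stage did. The number of groups was also 4 with average linkage, with the 500 genes of highest variance and on log2(CPM + 1) values. Without germ cell early replicate 1, left out after seeing the values, 5 groups formed a clade.

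The paper states significant changes in somatic cells for several genes that edgeR did not call here at an adjusted p under 0.01. For the change from mid to late, these are *Wnt4* (adjusted p = 0.011 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Dh44-R2* (0.02), *ths* (0.0461), *stumps* (0.0907) and *htl* (0.0128), and from early to mid *inv* (0.0102), *hh* (0.0227), *ths* (0.0152), *stumps* (0.106) and *htl* (0.0144). DESeq2, set before the data were examined, called all of these except *stumps*. The size factors of DESeq2 in edgeR and no filter called *inv*, and the replicate block called *inv*, *hh* and *ths*, all from early to mid. Leaving out early replicate 1 called *inv* and *hh* from early to mid and *ths* at both transitions. Leaving out early replicate 2 called *htl*, and leaving out mid replicate 1 called *stumps* and *Dh44-R2*, from mid to late. limma voom, chosen after seeing the values, called *inv* from early to mid, *Dh44-R2* and *stumps* from mid to late and *ths* at both transitions. No setting tried called *stumps* from early to mid at an adjusted p under 0.01. The Wald test of DESeq2 gave *stumps* an adjusted p of 0.0108 from early to mid and 0.022 from mid to late. The legend of the paper's Supplementary Figure S4, which plots these genes, marks significance from an adjusted p under 0.05. Of the edgeR values above, only those of *stumps* were not under 0.05, and its DESeq2 values were.

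The paper also states that *Dark* and *Dcp-1* are significantly upregulated at late. Against early and mid together, their adjusted p was 0.0143 and 0.0562 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For that comparison the replicate block and leaving out early replicate 3 called *Dark*, and no setting tried called *Dcp-1*. DESeq2 called *Dark* from mid to late (adjusted p = 0.00695 by its Wald test) and *Dcp-1* from early to late (0.00858), where edgeR had 0.0209 and 0.0214.

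The paper states that *ths*, *stumps* and *htl* change significantly more from early to mid than from mid to late. The change from mid to late minus that from early to mid was -1.858, -0.737 and -0.075 on the log2 scale, and no setting tried called any of these differences (adjusted p = 0.533, 0.944 and 0.953 by edgeR's quasi-likelihood test).

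The paper states that *RanBPM* falls from stage to stage in germ cells, where the means were 253, 187 and 226 CPM here, lowest at mid. It states the same of *tsr*, and in germ cells the means were 950, 348 and 474 CPM, also lowest at mid. No setting tried gave a fall from mid to late for either gene.

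The paper states that germ cell replicates of mid had more *bab1*, and one of them more *bab2*, than the somatic replicates. Here replicates 1 and 3 had 84.2 and 87.2 CPM of *bab1*, above 1 and 2 of the 3 somatic replicates. Replicate 1 was above 1 of the 3 somatic replicates for *bab2*.

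The paper names 8 genes among the most significant of those higher in germ cells. By edgeR, 6 of them ranked from 1 to 10 here, CG12851 ranked 21 and *aub* 32. The replicate block put both among the first 20. DESeq2 and leaving out somatic mid replicate 2 or 3 did so for *aub* alone (18 by DESeq2), and leaving out somatic mid replicate 1, germ cell mid replicate 3, any germ cell replicate of early, or germ cell late replicate 2 or 3 for CG12851 alone. So did edgeR without robust estimation and tissue as the only term, in edgeR and in DESeq2, all chosen after seeing the values, for CG12851.

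Among the genes higher in somatic cells, the paper ranks *Cyp4p1*, CG32581 and CG42329 right after *Cyp4p2*. Here *Cyp4p2* ranked 1 by edgeR, and the others 7, 11 and 6. By DESeq2 they ranked 5, 3 and 4. limma voom and tissue as the only term in DESeq2, both chosen after seeing the values, put them right after *Cyp4p2* in another order (4, 3 and 2, and 4, 2 and 3), and no setting tried gave the paper's order.

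The paper states that the share of uncharacterized genes is constant over the stage-specific genes of somatic cells. Here it was 32.5% at early and 24.8% at late, with 95% Clopper-Pearson intervals that did not overlap (29.4% to 35.8% and 22.3% to 27.5%), 31.5% and 25.6% with the genes called by DESeq2, and 32.4% and 25.3% with no filter.

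The paper states that the share of uncharacterized genes rises from stage to stage among germ cell stage-specific genes. By the calls of DESeq2 and counted by symbol, it was 34.9% at early, 30.1% at mid and 42.4% at late here. Counted by gene name, it was 34.4%, 26.3% and 40% here and 34.4%, 26.3% and 39.3% in the paper's own Table S9.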

Other observations

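The tests on somatic transcripts in the germ cell libraries, on the stock and tissue difference of the *Cyp4p* genes, CG32581 and CG42329, on different shares of somatic RNA, on transcripts lost at random, on germ cell mid replicate 4, on fat body tissue, on the spread from mid to late and on the calls of DESeq2 in other divisions were chosen only after the results had been seen.

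Other divisions of the same libraries into groups of the same sizes gave as many called genes as the real one, itself included, in 1 of 10 divisions for early against mid and 1 of 10 for mid against late in whole ovaries, in 1 and 1 of 10 in somatic cells, and in 1, 1 and 1 of 10 for germ against somatic cells at early, mid and late. In germ cells, where edgeR called 0 genes, all 10 and 10 did. With 10 divisions the share cannot be under 0.1. Of 100 divisions, 1, 3 and 1 gave as many early-, mid- and late-specific genes in whole ovaries, 1, 1 and 1 in somatic cells and 4, 100 and 100 in germ cells, and 1 gave as many genes for germ against somatic cells over all stages. The camera p was as small in 23 of 100 divisions for the proteasome and 28 for oxidative phosphorylation, 1 for Notch, 3 for Hedgehog, 1 for TGF-beta, 25 for Wnt, 11 for Hippo and 3 for the ribosomal protein genes of germ cells. The proteasome and oxidative phosphorylation lists thus moved together between somatic libraries also in divisions that do not follow the stages.

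Germ cell libraries other than early replicate 1 held transcripts that this library nearly lacked and that were abundant in somatic libraries. Among transcripts at 100 CPM or more in somatic libraries, at most 1.28% lay below 10% of that level in these libraries, apart from mid replicate 4 with 3.77%, and 9.58% did in early replicate 1. Somatic cells or their RNA in the sorted samples may therefore be a source of these transcripts. Reads carried over from somatic libraries during sequencing would bring *Cyp4p2* at the same share, but its highest level was 0.121% of the somatic level. A germ cell expression of these genes that differs between libraries was not tested.

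*bab1* was nearly as high in germ cell as in somatic libraries. Somatic cells among the germ cells would raise *bab1* as they raise other somatic genes. These reached a median of 28.6% over the libraries against 61.4% for *bab1*, and *bab1* lay higher in 9 of 9 libraries. *bab2* also lay above the median of these genes in every library, at between 3.85% and 107%, so that tally is not specific to *bab1*. *bab1* lay above their upper quartile in every library, and *bab2* did not in all of them. A lower *bab1* from the GAL4 insertion of the somatic driver would lower its ratio to *bab2* at every stage, but this ratio was 0.0933 in somatic libraries and 0.0601 in whole ovaries at early, 0.108 and 0.102 at mid, and 0.0779 and 0.0833 at late. The values argue against both as the whole cause, and expression of *bab1* in germ cells was not tested.

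*Cyp4p2*, CG32581 and CG42329 were found in somatic libraries and nearly absent from germ cell libraries. In whole ovaries of the Oregon R strain, which hold somatic cells, they were at most at 0.585% of the somatic level, which is in line with a difference between the fly stocks. Both crosses share the UAS parent, so this difference would come with the driver parent. *Cyp4p1* was at 46.7% in whole ovaries at early, 84.4% at mid and 4.76% at late, and since Oregon R is neither driver stock, these levels do not decide on a stock difference. If the somatic transcripts in germ cell libraries come from somatic cells, these would bring between 1.43 and 15.8 CPM of *Cyp4p1* to the libraries other than early replicate 1 and mid replicate 4, and none had a count. This argues against a difference between tissues alone. Somatic cells of a kind that lacks *Cyp4p1* were not tested.

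*Dcr-2* was higher in germ cell than in somatic libraries (log2 fold change 1.51, adjusted p = 0.0166 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00148 by DESeq2). The driver stock of the germ cell cross carries a UAS-Dcr-2 transgene. The level in germ cells was 2.34 times that in whole ovaries, against 4.19 for *nos* and 4.09 for *vas*, but the ratio was 0.843 at early, 4.75 at mid and 1.72 at late, so that transgene and own gene cannot be told apart.

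Fat body genes were among the genes that changed in whole ovaries, where 5 of 9 were called from early to mid, all higher, and 5 from mid to late, 0 of them higher. These tallies are not independent, since the list was written after *Lsp2*, *Fbp2* and *Obp99b* had been seen among the paper's changed genes. Of the 9, 7 rose from early to mid and 2 fell (*apolpp* and *Apoltp*), all without overlap of the libraries, and *Fbp1* rose from mid to late (log2 fold change 3.666), where the others fell. The list took a median of 2.11% of the counts in whole ovaries and at most 0.00105% in somatic libraries, with *Lsp1beta* as its most abundant gene. Fat body tissue carried along with whole ovaries is thus a candidate source of these transcripts. A different amount of this tissue would move all its genes the same way, but the log2 fold change nearest to 0 was -1.932 among those that fell and 3.329 among those that rose, which argues against the amount alone. A change with stage within the fat body tissue was not tested. Of the 100 and 1491 genes called, 9 and 134 were under 1 CPM in all sorted libraries, as were 419 of the 10060 tested.

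The germ cell replicates of mid formed no clade. After thinning all libraries to the same total, their mean distance was 97, against 56.4 at early and 37.7 at late, which argues against a low read number. On 195 genes nearly absent from somatic libraries, with the mean of each library taken out so that a dilution of all of them drops out, it was 15 against 6.93 and 5.32, which argues against different shares of somatic RNA. Of 6979 genes with a median of at least 5 CPM, at least 96 were at 0 in each of these libraries (511, 96 and 160 in replicates 1, 3 and 4), against at most 84 in any other, and 547 were at 0 in 1 of them, 95 in 2 and 10 in 3. Transcripts lost at random in libraries made from little cDNA may account for most of these genes. Independent losses among genes of like levels would leave 61.9 at 0 in 2 libraries and 2.39 in 3, so that more losses coincided than chance alone gives. A spread in development at mid was not tested.

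Germ cell mid replicate 4 lay nearer to early and late germ cell libraries than to the other mid replicates. On the 195 genes, with the mean of each library taken out, its lowest distance to another mid replicate was 12.6, and its distances to early libraries were between 8.89 and 11.3 and to late libraries between 9.08 and 11.4. All were lower, but when the genes were resampled 1000 times, this held in only 89.1% for early and 92% for late. Its highest distance to an early replicate over all genes was 71.3, within the range of the early replicates among each other (38 to 72.6), but also near its distances to late libraries. A wrong label and a different share of somatic RNA cannot be told apart from other reasons here.

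Germ cell mid replicate 1 shares its index with somatic early replicate 2. Of 2100 transcripts at 100 CPM or more in that somatic library, 24 lay in germ cell mid replicate 1 at less than 10% of the share that its somatic genes reach, and 9 were at 0. Reads of that library would bring all of them, which argues against this source.

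Fewer genes changed between stages in germ cells than in somatic cells. With 1 spread for both tissues, edgeR called 18 genes from early to mid in somatic cells and 61 in germ cells. Germ cells had more with each of the 18 libraries left out. The fewer germ cell calls at this transition thus depend on a separate estimate of the spread. The common biological coefficient of variation of the shared fit, 0.771, lay below that of germ cells alone (0.842) and above that of somatic cells alone (0.516). Such a spread favours calls in germ cells, so the shared fit cannot show how many genes changed there. For mid to late, the counts were 82 in somatic and 27 in germ cells, and somatic cells had more in 13 of 18 fits with a library left out and fewer in 5, so that the spread cannot be told apart there from fewer changes. The germ cell counts rose to 1399 and 607 without germ cell mid replicate 4, against 33 and 227 in somatic cells. With the share of somatic RNA as a term in the germ cell fit, edgeR called 1 gene from early to mid. The biological coefficient of variation fell only from 0.842 to 0.797. However, only 1 gene followed the share in this fit, although the share ranged from 2.82% to 47.9% over the libraries. The term may thus not take out the somatic RNA, and the test does not decide on different shares of it.

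The ribosomal protein genes were higher in early germ cell libraries. With the share of somatic RNA as a term, their median log2 fold change was 0.824, against 0.812 without it. Since only 1 gene followed the share in the fit with this term, the comparison does not decide on different shares of somatic RNA. A change of these genes in germ cells with stage stays open.

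DESeq2 called more genes between germ cell stages than edgeR. In other divisions of the early and mid libraries it called at most 217 genes, with a median of 123, against 549 in the real one. The spread between germ cell libraries may thus account for part of these calls, but stage and spread cannot be told apart with 10 divisions.

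The gene *w* (FBgn0003996), which the driver stocks carry as a transgene, had 1043 ± 209.7 CPM (SD, n = 9) in somatic and 225.2 ± 115.3 CPM in germ cell libraries, a log2 fold change of -2.234 (adjusted p = 1.71e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).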
